# Transcriptome profiling of peripheral blood mononuclear cells from highly susceptible adult cattle infected with a virulent strain of *Babesia bovis*

**DOI:** 10.1186/s13071-025-07126-x

**Published:** 2025-12-15

**Authors:** Janaína Capelli-Peixoto, Reginaldo G. Bastos, Anna L. McDonald, Jacob M. Laughery, Sascha Duttke, Carlos E. Suarez, Chungwon J. Chung, Massaro W. Ueti

**Keywords:** Bovine babesiosis, Adult cattle, Immune cells, PBMC, RNA-Seq data

## Abstract

**Background:**

Bovine babesiosis is a tick-borne disease that poses a significant economic threat to cattle industries in tropical and subtropical areas, and *Babesia bovis* is the most virulent causative agent of bovine babesiosis. This apicomplexan parasite infects erythrocytes of cattle, causing severe hemolytic disease, and animals that survive an acute infection become persistently infected for life. Adult cattle (> 1 year of age) are highly susceptible and often succumb to acute infection. Protective host immunity involves peripheral blood mononuclear cells (PBMCs) including monocytes, dendritic cells (DC), natural killer (NK), T cells, and B cells, all of which act to control the pathogen. Monocytes release the cytokines interleukin (IL)-1β and tumor necrosis factor (TNF) and nitric oxide, in addition to chemokines that attract immature DCs. NK cells release IL-12, IL-18, and interferon gamma (IFNγ). Mature DC migrate to secondary lymphoid tissues to present *Babesia* antigens to T cells. B cells will produce antibodies against *Babesia*.

**Methods:**

In this study, we examined the transcriptional signatures of PBMCs from adult cattle (aged > 1.5 years) experimentally infected with the *B. bovis* virulent strain Vir-S74-T3Bo, during the acute phase of babesiosis, at 10 days post infection (dpi), using RNA Sequencing (RNA-Seq) technology.

**Results:**

Transcriptional signatures evident during the acute phase of babesiosis were cytokines and chemokines, such as IL-0, TNF, IL-1B, IL-18, CSF1, CXCL10 and CXCL16; pattern recognition receptors, such as CD14, TLR and NOD2; complement components, such as C1R, C2, C3aR1, CFB, CFI and CFP; cell adhesion molecules, such as ICAM1/2 and SELL; and apoptosis markers, such as CASP, BAX and BAK. We identified 1766 upregulated and 1508 downregulated genes, with fold changes ranging from two- to 429-fold. We discuss our findings in the context of immune responses to acute disease as a mechanism for adult host survival, with a focus on the molecular functions and biological processes involved in the response to *B. bovis* infection.

**Conclusions:**

In this RNA-Seq analysis, we identified genes that are up- and downregulated in response to acute *B. bovis* infection. Gene expression of IL-10, along with that of the inflammatory cytokines IL-1β, TNFα and IL-18, suggests a non-protective response to *B. bovis* at 10 dpi. These results enhance our understanding of the molecular interactions between *Babesia* and the host immune system.

**Graphical Abstract:**

**Figure:**
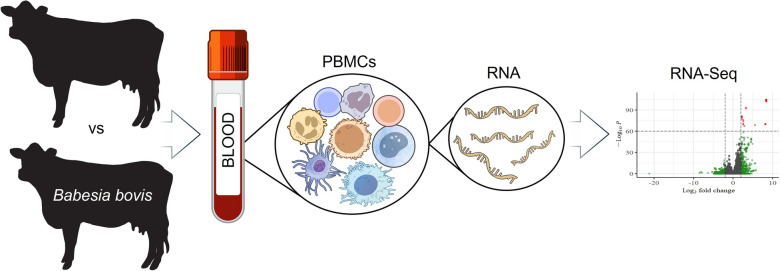

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13071-025-07126-x.

## Background

Babesiosis is caused by tick-borne obligate intraerythrocytic pathogens of the genus *Babesia*, which belong to the phylum Apicomplexa. These parasites replicate within the red blood cells (RBCs) of a wide range of domestic and wild animals [1]. Four parasite species of the genus* Babesia*, namely* B. bovis*, *B. bigemina*, *B. divergens* and *B. major*, can infect cattle and are recognized as the causative agents of bovine babesiosis, an economically significant disease that threatens the cattle industry globally. Of these four species, *B. bovis* is considered one of the most virulent, and infection of naive cattle herds lead to high mortality [1]. The acute phase of *B. bovis*-caused bovine babesiosis typically lasts 7–14 days, and animals that survive the acute phase of the disease become persistently infected and can serve as reservoirs for *Babesia* parasite acquisition by *Rhipicephalus* spp. ticks [2].

Like other *Babesia* parasites, *B. bovis* exclusively infects the erythrocytes of its mammalian host. Upon infection, *B. bovis* triggers the activation of various host innate and adaptive immune cells, which produce molecules that may play crucial roles in protection against the invading pathogens [3]. Specifically, *B. bovis* attacks peripheral blood mononuclear cells (PBMCs), which are immune cells with a round nucleus that help protect the mammalian host against pathogens. In cattle, PBMCs include T cells (approx.  60%), B cells (approx. 25%), natural killer (NK) cells (approx.  2%), monocytes (approx. 11%), dendritic cells (DC) (approx. 1%) and innate lymphoid cells (approx. 1%) [4].

In recent years, studies focused on mammalian PBMCs have been performed to characterize protective immune responses against other apicomplexan parasites, such as *Toxoplasma gondii* [5, 6]*, Plasmodium* sp. [7, 8], *Cryptosporidium parvum* [9], *Eimeria* sp. [10] and *Theileria* sp. [11]. In addition, other studies have associated bovine PBMCs with *B*. *bovis* [12, 13] and *B. bigemina* [14, 15] infections.

The bovine innate immune response begins when free merozoites and trophozoites-infected RBCs (iRBCs) are initially recognized by monocytes, neutrophils and antigen-presenting cells (APCs). This APC recognition occurs via pathogen-associated molecular pattern (PAMP) and pattern-recognition receptor (PRR) interactions. *Babesia* PAMPs can bind to toll-like receptors (TLRs) expressed on neutrophils and monocytes [16, 17]. These phagocytic cells, in addition to NK cells, release inflammatory cytokines (interleukin [IL]-1β, IL-12, IL-18 and tumor necrosis factor alpha [TNF-α]) and nitric oxide (NO), attracting immature DCs, which in turn release IL-12 and IL-15 and phagocytose *Babesia* [18, 19]. Subsequently, mature DCs migrate to secondary lymphoid tissues (spleen and lymph nodes) and present the *Babesia* antigens to naive T cells [17]. Interferon gamma (IFNγ)-activated splenic macrophages kill the parasite by phagocytosis and by increasing the production of toxic metabolites, such as NO; they also produce IFN-α, IL-12 and IL-18 which stimulate T cells. An expansion of CD8+ T cells occurs in the spleens of infected animals [20], and in vitro assays indicate the induction and enrichment of CD4+ T cells upon contact with soluble and membrane antigens of merozoites [21]. IFN-γ produced by T cells then activate macrophages to produce more babesicidal molecules. In the chronic/persistent phase (> 2 weeks to years), B cells produce immunoglobulin (Ig)G1 and opsonizing IgG2 antibodies [17].

The resolution of acute infection in naïve animals infected with *Babesia* is thought to depend on a robust innate immune response that activates splenic macrophages via IFN-γ. This activation leads to parasite clearance through the phagocytosis of iRBCs and the production of toxic metabolites, including NO, which has been shown to possess babesiacidal activity [3, 22]. In addition to NO, specific cytokines produced by activated macrophages are important for the activation of NK and T cells, which are components of the host’s PBMC population [3]. During persistent infection, memory CD4+ T lymphocytes play a central role in the adaptative immune response [3]. Furthermore, cytokines produced by CD4 cells may be essential for immunoglobulin class switching, resulting in high-affinity and high-avidity of IgG2 [23], thereby promoting the production of specific antibodies which function as opsonins to enhance phagocytic activity [24].

Understanding the mechanisms of innate immunity during acute *B. bovis* infection, as well as understanding the adaptive immunity that control parasitemia, is critical for developing strategies to induce a protective immune response through vaccination [3]. The PBMCs together with macrophages play an important role in the innate and adaptive immune response that defend the host against *Babesia* infection and help maintain homeostasis. In this study, we evaluated the global transcriptional profile of PBMCs from adult cattle experimentally infected with a virulent strain of *B. bovis* by using high-throughput transcriptomic RNA sequencing (RNA-Seq). This technique enables bulk RNA sequencing, allowing the characterization of gene expression profiles in individual samples and the identification of molecular functions associated with differentially expressed genes in infected animals when compared to controls [25]. This, in turn, contributes to a better understanding of the role of immune or non-immune-related genes that are modulated in response to parasite infection.

## Methods

### Adult Holstein cattle and *Babesia bovis*

The animals used in this study were part of the experiments reported in Bastos et al. [26]. Three adult male Holstein cattle, aged > 1.5 years, were infected intravenously with 1 ml of a stabilate containing 10^7^ iRBCs of the virulent *B. bovis* Vir-S74-T3Bo strain, as described [26]. After infection, animals were monitored daily for clinical signs of acute bovine babesiosis, temperature and packed cell volume (PCV) until the end of the experiment, 11 days post-infection (dpi) [26].

### *Babesia bovis* parasite load in peripheral blood

Parasite load in peripheral blood was measured by quantitative PCE (qPCR), as previously described [27]. Whole blood was collected from each experimental animal before infection and at several timepoints post-infection, via jugular venipuncture into Vacutainer® tubes containing EDTA (BD Company, Franklin Lakes, NJ, USA) [26]. Genomic DNA (gDNA) was extracted from 100 µl of the whole blood samples using the QIAamp® DNA Blood Mini Kit (QIAGen, Valencia, CA, USA), following the manufacturer’s protocol. The extracted gDNA was used for qPCR to amplify the single-copy *B. bovis* msa-1 gene. For the qPCR, msa-1 primers (forward: 5′ GATGCGTTTGCACATGCTAAG 3′, reverse: 5′ CGGGTACTTCGGTGCTCTCA 3′) and probe (FAM 5′ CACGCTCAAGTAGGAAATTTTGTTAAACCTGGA 3′ TAMRA) were used. Reactions were performed under the following conditions: 95 °C for 10 min; 40 cycles of 95 °C for 30 s and 55.8 °C for 15 s; with an extension at 72 °C for 1 min [26], using a CFX96™ Real-Time PCR Detection System (Bio-Rad Laboratories, Hercules, CA, USA). The msa-1 standard curve was prepared with 10^0^ to 10^7^ copies of plasmid [27].

### Isolation of PBMCs

Peripheral blood mononuclear cells were isolated from peripheral blood using Histopaque®-1077 cell separation medium (Sigma, St. Louis, MO, USA). Briefly, the collected blood (approx. 30 ml/animal) was centrifuged at 1200 *g* for 10 min at 4 °C. After centrifugation, plasma and buffy coat were collected and layered on top of 20 ml of Histopaque®. The tube was centrifuged at 900 *g* for 30 min at 4 °C. The PBMC layer was aspirated and washed twice in 50 ml of phosphate buffered saline (PBS; without calcium or magnesium) by centrifugation at 500 *g* for 5 min. Cells were counted in a Moxi™ Z automated cell counter (ORFLO Technologies, El Cajon, CA, USA), and approximately 2 × 10^7^ cells/tube was resuspended in 300 µl of RNA later stabilization solution (Invitrogen/Thermo Fisher Scientific, Waltham, MA, USA), following which the samples were stored at − 80 °C until use.

### RNA extraction and quality control

Total RNA from PBMC samples stored in RNAlater was extracted using the miRNeasy Micro kit (Qiagen, Hilden, Germany) according to the manufacturer’s instructions. Briefly, samples were thawed on ice, the RNAlater solution was removed after centrifugation at 12,000 *g* for 5 min and RNA was extracted according to the kit protocol. RNA samples were quantified by Qubit™ 3 Fluorometer (Invitrogen/Thermo Fisher Scientific), treated with DNAse I (Invitrogen/Thermo Fisher Scientific), resuspended in 20 µl of EDTA TE (10 mM TRIS–HCl, 0.1 mM EDTA, pH 8.0; Quality Biological, Gaithersburg, MD, USA); 1 µg of the resuspended RNA per sample was submitted to the IGM Genomics Center at the University of California (San Diego, California, USA) for sequencing.

Samples from three pre-infection (0 dpi) (animal #1, animal #2, animal #3) and three post-infection (10 dpi) (animal #1, animal #2, animal #3) animals were submitted to RNA-Seq analysis. The RNA quality was assessed on a NanoDrop spectrophotometer (Thermo Fisher Scientific) at absorbances 260/280 and 260/230 nm, following the manufacturer’s recommendations. The RNA integrity number (RIN) values for pre-infection and post-infection samples were 7.0, 7.7 and 8.8 and 8.8, 8.5 and 5.9, respectively .

### RNA-Seq library preparation and sequencing

Strand-specific total RNA-Seq libraries from rRNA–depleted RNA were prepared using the TruSeq stranded total RNA library kit (Illumina, Inc., San Diego, CA, USA) and sequenced paired-end for 100 cycles each using the NovaSeq 6000 S4 PE100 high-throughput sequencing system ((Illumina, Inc.), generating an average sequencing depth of 30.5 million reads per sample.

### Identification and analysis of differentially expressed genes

Raw RNA-Seq reads were trimmed using Skewer v0.2.2 to remove adapters and low-quality bases, as previously described [28]. The trimming was performed in paired-end mode (-m mp) with a multithreaded setting (-t 32) to enhance processing speed. Trimmed reads were then aligned to the *Bos taurus* reference genome (GCF_002263795.2) using the strand-specific mapping option in the HISAT2’ alignment program (v2.2.1) [29]. The resulting SAM files were used to generate tag directories for each replicate using HOMER2’s batchMakeTagDirectory.pl script, with the -sspe and -flip arguments, as the reads were prepared with TruSeq [30]. The tag directories provided quality control metrics, such as uniquely mapped positions, total tags and fragment GC content, which were reviewed to confirm sample quality before downstream analysis.

Gene expression was quantified from the resulting tag directories using HOMER's analyzeRepeats.pl script with the *B. taurus* reference annotation (GCF_002263795.2) [31]. More specifically, raw counts (-raw) for the two treatment groups were quantified at the exon level (-count exons) using strand-specific settings (-strand +). Differential expression analysis was then conducted using the raw counts as input to DESeq2 [32]. The output included rlog-normalized counts, which were used for visualizations, and a table containing log2 fold change (LFC) and false discovery rate (FDR) values. Additional file 1: Table S1 was used to identify genes with significant changes (LFC > 1, FDR < 0.05) between 0 and 10 dpi. DESeq2 by default applies the Benjamini–Hochberg procedure for FDR adjustment.

### Gene categorization

To better understand the global transcriptomes modulated by acute *B. bovis* infection in adult cattle, we classified genes based on molecular functions, biological processes and cellular components using the Gene Ontology–AmiGO2 website (https://amigo.geneontology.org/amigo/search/) [33]. In the absence of information on genes in *B. taurus*, their ortholog in *Homo sapiens* (GCF_000001405.40) was used. The vast majority of genes analyzed by the AmiGO2 website also had evidence in the Panther (https://www.pantherdb.org/) and/or UniProtKB (https://www.uniprot.org/) websites. Genes with LFC > 1.5 were analyzed using the Metascape [34] website (http://metascape.org), based on the *H. sapiens* database, and the enriched term clusters of up- and downregulated genes were graphed.

### Validation by reverse transcription-qPCR

Five randomly chosen genes were validated by quantitative reverse transcription PCR (RT-qPCR). For this validation, total RNA (1.8 µg/reaction) extracted from each sample was reverse transcribed using a SuperScript® III kit (Invitrogen/Thermo Fisher Scientific) following the manufacturer’s recommendations. Complementary DNA (cDNA) was used as a template in the RT-qPCR analyses with the SsoFast™ EvaGreen® Supermix (Bio-Rad Laboratories), and gene expression was quantified using the CFX96™ Real-Time PCR Detection System (Bio-Rad Laboratories). The amplification reaction was performed in a final volume of 20 μl containing 1 μl of 10 μM of each primer, 7 μl of nuclease-free water, 1 μl of cDNA and 10 μl of the SsoFast™ EvaGreen® Supermix. The qPCR conditions included an initial denaturation at 95 °C for 3 min, followed by 40 cycles of denaturation at 95 °C for 30 s, annealing at 60 °C for 30 s and extension at 72 °C for 30 s. The specific primers (Additional file 2: Table S2) were designed using Primer3web software [35] and synthesized by Eurofins Genomics (Louisville, KY, USA). CFX Manager Software (Bio-Rad Laboratories) was used to obtain quantification cycle (Cq) values and to analyze expression data. The transcription level was calculated as a relative expression using the double delta Cq method [36] and is presented as the relative expression of the target gene after normalization by the reference gene glyceraldehyde-3-phosphate dehydrogenase (GAPDH). Statistical differences in gene expression levels between the *B. bovis*-infected and control groups were analyzed using a paired t test in Prism software. A *P*-value < 0.05 was considered to be statistically significant.

## Results

A total of 79,012 transcripts were found in this study, including all annotated transcript types present in the *B. taurus* reference annotation (GCF_002263795.2), of which about 85% were messenger RNA (mRNA) related to and 15% associated with non-coding RNAs such as lncRNAs, pseudogenes, snRNAs and other annotated biotypes (Additional file 3: Table S3). Of these 79,012 transcripts, 1766 were upregulated (LFC > 1, FDR < 0.05), with the changes ranging from two- to 278.8-fold, and 1508 were downregulated (LFC < −1, FDR < 0.05), with changes ranging from two- to 429.6-fold, in *B. bovis*-infected animals after 10 dpi (Additional file 1: Table S1). 

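Peripheral blood mononuclear cells (PBMCs) are the lymphocytes and monocytes that remain above a density medium, so each library is a mixture of cell types. The authors deposited counts of reads on the exons of 79012 annotated transcripts in 8 samples, made with HOMER and not normalized. The strand-specific reads had been aligned with HISAT2 to the B. taurus assembly GCF_002263795.2, on which the gene positions given lie. The samples are 5 at 0 dpi and 3 at 10 dpi, and the aligned tags of the study's Table S4 match the columns of individuals 1, 2 and 5, which are therefore the study's animals #1, #2 and #3. Individuals 3 and 4 were sequenced at 0 dpi only and the study does not use them and gives no reason. Values are given first for the study's 3 and 3 samples and then for all 8. Aligned tags ranged from 21965578.0 to 29599283.5 at 0 dpi and from 24431013.0 to 39222154.5 at 10 dpi, where the median was 29485507.5. Counts come in steps of 0.5 because each mate of a pair counts separately, and they were rounded to whole numbers. A read is counted on every variant that holds its exon, so the variants of a gene are not separate measurements, and members of gene families with near-identical copies could share reads. CPM, edgeR's counts scaled to library size, were normalized once over all 8 samples with TMM factors. Expression at 10 dpi was compared with 0 dpi by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, on transcripts past edgeR's low-count filter. A transcript was called where the FDR was under 0.05 and the log2 fold change past 1 in either direction, the study's thresholds. Each gene is represented by its variant with the highest mean count. Of the annotated transcripts, 65773 had at least 1 count in the 8 samples. By the prefix of their RefSeq identifiers, 80.5% were mRNA, 16.0% were non-coding RNA and 3.44% carried no RefSeq identifier, which is a count of annotated transcripts and the same for every sample.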

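In the study's 6 samples 48862 transcripts passed the low-count filter and 11176 passed the FDR. Past both thresholds, 1697 transcripts were higher and 1584 lower at 10 dpi. DESeq2, the study's tool, called 1766 higher and 1508 lower on the same counts, and 1635 of the transcripts listed as upregulated in Table S1 were among those called higher by edgeR. With individuals 3 and 4 added, 1797 were higher and 1561 lower, of which 1498 and 1168 were also called from 6 samples. The alternative that moved these counts most was edgeR's glmTreat, which tests against the log2 fold change of 1 itself and left 310 higher and 20 lower. The number of lower transcripts depended on single libraries, with 821 without animal #1 at 0 dpi, 786 without animal #1 at 10 dpi and 841 without animal #2 at 10 dpi. The called transcripts with a gene name, 2969 in number, belonged to 1035 genes. Counted once per gene, 470 genes were higher and 504 lower among 12274 tested, and over all 8 samples 482 were higher and 510 lower.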

The numbers of raw reads, trimmed reads and alignment rate of each sample analyzed in this RNA-Seq are described in Additional file 4: Table S4. 

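Among the genes whose representative transcript was called, 974 of 977 had CPM that did not overlap between the study's 3 libraries at 0 dpi and 3 at 10 dpi, where chance alone gives 10% of unchanged genes. The called genes were selected on these same libraries, so the lack of overlap follows largely from the selection. The rule set in advance for the ends of the volcano plot was the 5 genes without overlap that changed most in each direction. At the lower end were DAB2, CXCL2, FOSB, CXCL1 and IL1R2, with log2 fold changes from -4.69 to -3.31. Among those at the upper end were DMBT1, DGAT2, APOBEC3Z1 and TNIP3. DGAT2 (NM_205793.2, chromosome 15, 55160672 to 55193146) was at 0.424 ± 0.0569 CPM (SD, n = 3) at 0 dpi and 15.2 ± 3.93 CPM (SD, n = 3) at 10 dpi, a log2 fold change of 5.14 (standard error 0.26, edgeR adjusted p = 2.22e-05). DGAT2 stood at 0.142 CPM in individual 3 and 0.245 CPM in individual 4, and over all 8 samples its log2 fold change was 5.53 (edgeR adjusted p = 6.95e-07). APOBEC3Z1 (NM_001163936.1, chromosome 5, 110531271 to 110534617), of a gene family whose copies could share reads, had 1 read in all at 0 dpi and 66 at 10 dpi, so its fitted log2 fold change of 5.10 (edgeR adjusted p = 0.00262) depends on the prior count. Relative to all counts its ratio of 10 to 0 dpi was 43.5 (95% counting interval 7.53 to 1742). Individuals 3 and 4 had 1.5 and 1.5 reads, and over all 8 samples its log2 fold change was 3.83 (edgeR adjusted p = 7.30e-04).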

The total number of differentially expressed transcripts in response to *B. bovis* infection is shown in the volcano plot in Fig. 1a. Multidimensional scaling (MDS) analysis separated the biological replicates into two distinct groups corresponding to 0 and 10 dpi, respectively (Fig. 1b), and a heatmap shows the overall expression of transcripts for all six replicates (Fig. 1c). 

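Multidimensional scaling of the log2 CPM, over the 10000 transcripts that differ most between each pair of libraries and with a prior count of 2, put 58.3% of the variation on axis 1 and 17.2% on axis 2. On axis 1 animals #1, #2 and #3 lay at -0.66, -0.61 and -0.57 at 0 dpi and at 0.75, 0.72 and 0.37 at 10 dpi. The smallest distance between libraries of different time points was 1.14 log2 units and the largest within a time point was 1.01, a ratio of 1.13. With all 8 samples the axes held 49.5% and 14.2%, and individuals 3 and 4 lay at -0.44 and -0.55 on axis 1, where the study's 0 dpi libraries lay from -0.47 to -0.40 and the 10 dpi libraries from 0.55 to 0.90. The ratio of distances with all 8 was 1.08, which was also the alternative that moved it most.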

The most abundant Gene Ontology (GO) biological processes terms for the up- and downregulated genes, along with the network of enriched terms by cluster ID and their* P*-values were generated and are presented in Fig. 2a, b and 3a, b.

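The terms themselves rest on databases that are not used here, and what follows counts the transcripts behind them. At a log2 fold change past 1.5, the threshold of the study's enrichment, 735 transcripts of 247 named genes were higher and 539 transcripts of 190 named genes were lower. Several variants of a gene were often called together, and 36 genes with 10 or more called variants held 539 of the called transcripts.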

**Fig. 1:**
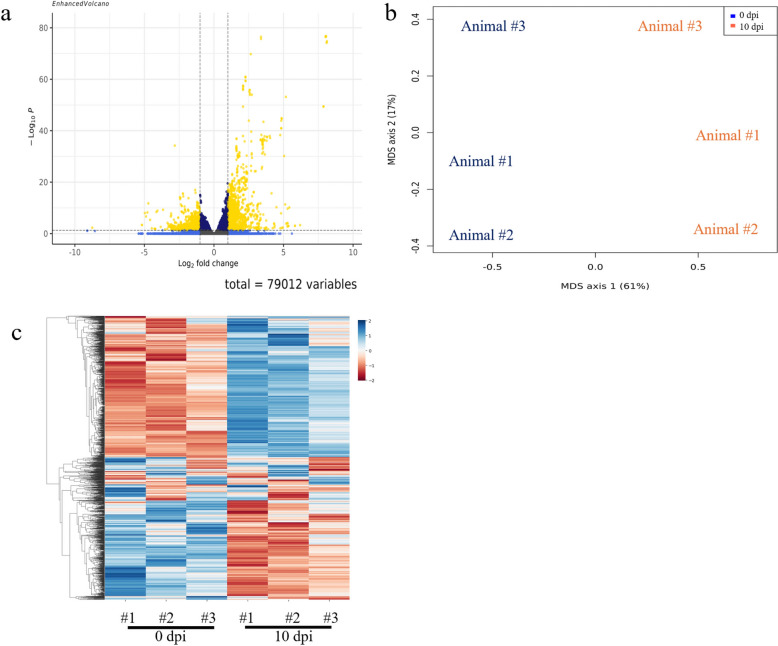
**a** Volcano plot of all genes with cutoffs log2 fold change (LFC) > 1 and false discovery rate (FDR) (adjusted *P*-value) < 0.05. Non-significant genes are represented in gray, genes significant only for LFC are given in light blue, genes significant only for FDR are represented in royal blue and genes significant for both LFC and FDR are represented in yellow. Left side shows genes downregulated in 10 dpi and right side shows genes is upregulated in 10 dpi. **b** MDS plot of the top 10,000 genes. **c **Heatmap of a subset of rlog normalized counts for each replicate (animal #1, animal #2 and animal #3 for 0 and 10 dpi) was selected based of the top 10,000 variable transcripts and plotted into a cluster map with rows z-score scaled. dpi, Days post-infection; MDS, multidimensional scaling

**Fig. 2:**
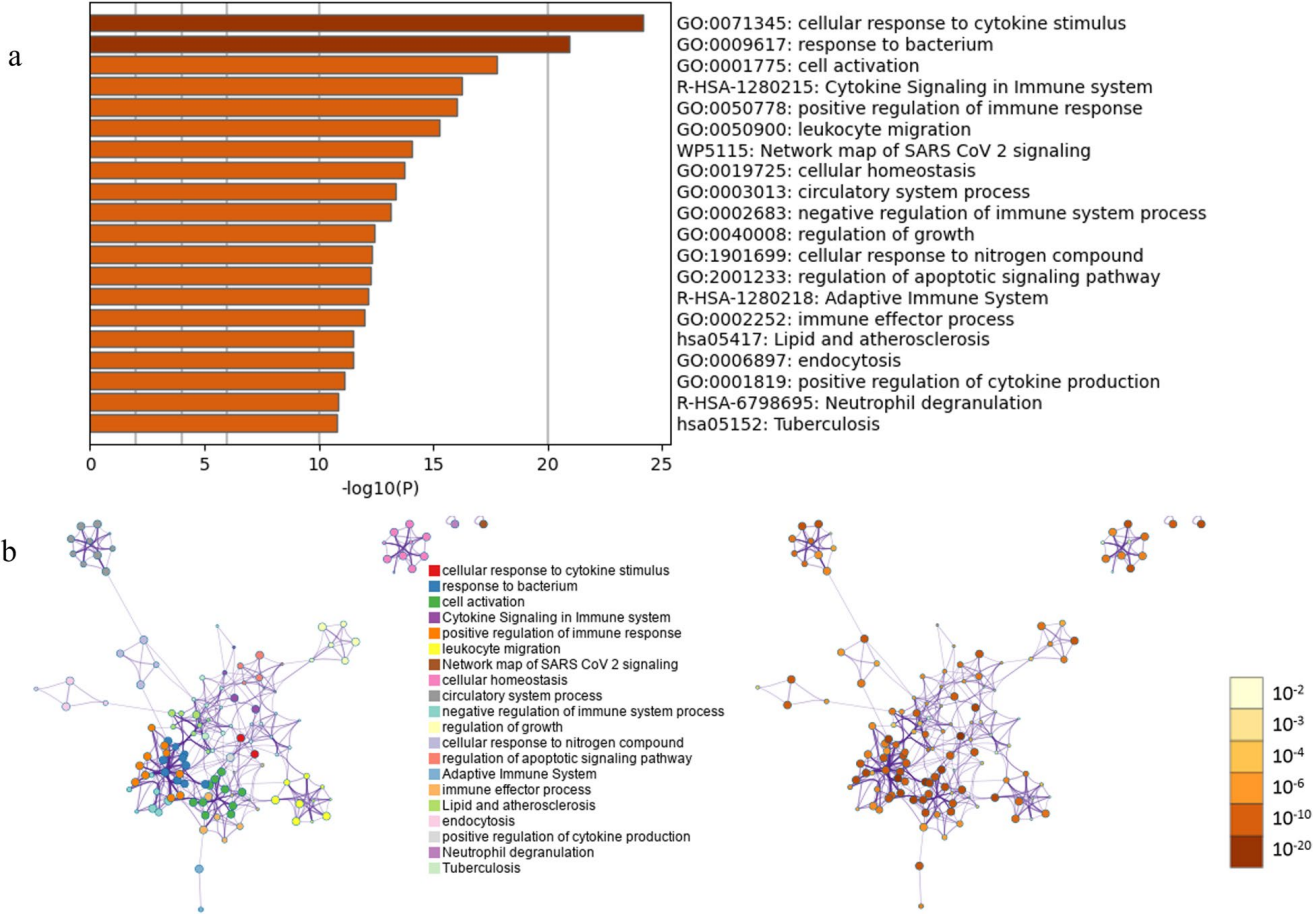
**a** Top 20 enriched terms clusters in upregulated genes based on the *Homo sapiens* database by Metascape analyses. **b** Network of enriched terms by cluster ID and a significant *P*-value. Only genes with log2 fold change > 1.5 and false discovery rate < 0.05 were included in the analysis. GO, Gene Ontology. All figures were created by http://metascape.org

**Fig. 3:**
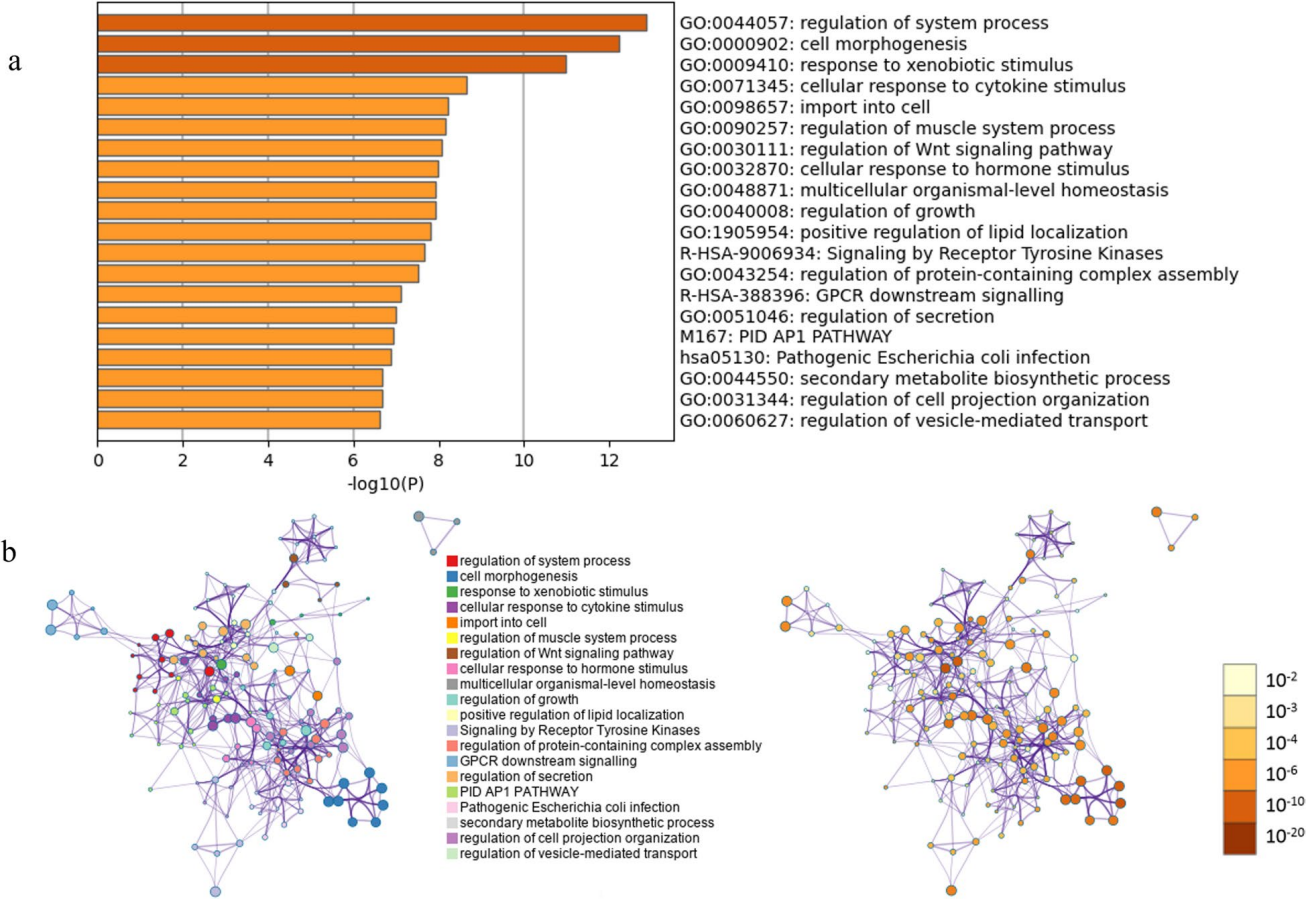
**a** Top 20 enriched terms clusters in downregulated genes based on the *Homo sapiens* database by Metascape analyses. **b** Network of enriched terms by cluster ID and a significant *P*-value. Only genes with log2 fold change > − 1.5 and false discovery rate < 0.05 were included in the analysis. GO, Gene Ontology. All figures were created by http://metascape.org

To validate the RNA-Seq, RT-qPCR was performed to determine expression levels of five genes identified from PBMCs responding to *B. bovis* infection. The RT-qPCR data corroborated the high-throughput RNA-Seq results. Relative gene expressions of TNIP3 and ADGRE2 were significantly higher in the infected group compared to the control group (Fig. 4). Relative gene expressions of the CACNA, DAB2 and ABCC8 genes were significantly lower in *B. bovis*-infected animals compared to the uninfected control group (Fig. 4).

**Fig. 4:**
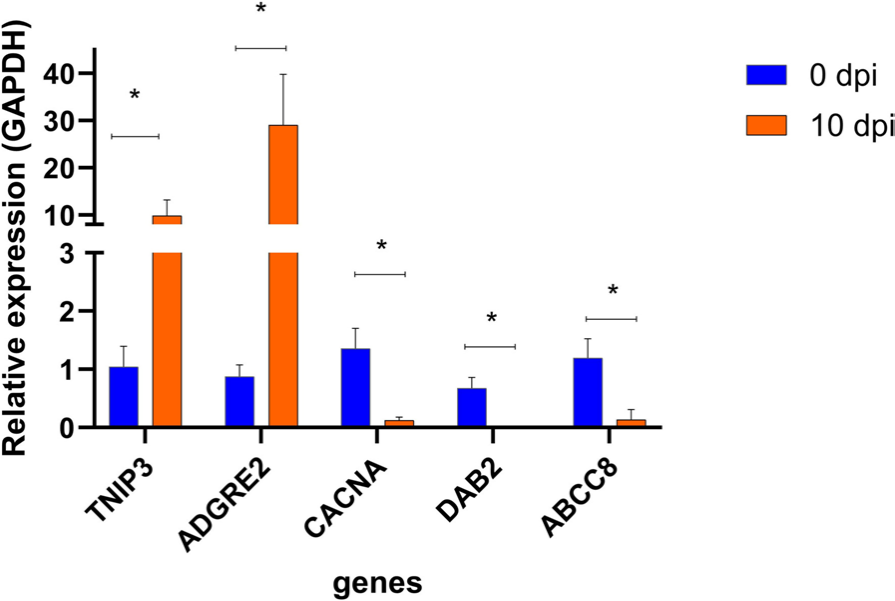
Relative expression of non-infected (0 dpi) and *Babesia bovis*-infected peripheral blood mononuclear cells (10 dpi) complementary DNA (cDNA) were used as a template in the quantitative reverse transcription PCR (RT-qPCR) assay. cDNA from animal #1, animal #2 and animal #3 on 0 dpi constituted the control samples (in blue), and DNA from animal #1, animal #2 and animal #3 on 10 dpi constituted the *B. bovis*-infected (in orange) samples. Genes: *TNIP3*, TNFAIP3 interacting protein 3; *ADGRE2*, adhesion G protein-coupled receptor E2; *CACNA*, calcium channel, voltage-dependent, alpha 2/delta subunit 1; *DAB2* clathrin adaptor protein; *ABCC8* ATP binding cassette subfamily C member 8; glyceraldehyde-3-phosphate dehydrogenase (*GAPDH*) was used for RT-qPCR normalization. The paired t-test was performed in Prism software. Asterisk indicates significance at *P < 0.05. dpi, Days post-infection

In this study, genes modulated in response to *Babesia* infection were classified as non-immune genes (Fig. 5; Additional file 5: Figure S1) or immune genes (Fig. 6; Additional file 6: Figure S2). 

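The metalloreductases STEAP1 to STEAP4 and the collagen COL3A1 show the range among genes classified as non-immune. STEAP3 (NM_001304338.1, chromosome 2, 71015165 to 71061343) rose from 4.33 ± 0.971 CPM (SD, n = 3) to 21.7 ± 5.80 CPM (SD, n = 3) in the study's animals, with a log2 fold change of 2.33 (standard error 0.24, edgeR adjusted p = 9.93e-04). With individuals 3 (4.03 CPM) and 4 (4.54 CPM) included, the log2 fold change of STEAP3 was 2.33 (edgeR adjusted p = 2.52e-05). Counts of STEAP2 (NM_001077847.1, chromosome 4, 74405770 to 74430951) averaged 2.12 ± 0.0770 CPM (SD, n = 3) before infection and 5.96 ± 1.35 CPM (SD, n = 3) at 10 dpi, and the log2 fold change was 1.49 (standard error 0.19, edgeR adjusted p = 0.00173). The STEAP2 values of individuals 3 and 4 were 1.16 and 2.03 CPM, and the log2 fold change over all 8 samples was 1.65 (edgeR adjusted p = 3.99e-04). Expression of STEAP4 (XM_002686859.5, chromosome 4, 72375651 to 72407279) went from 0.481 ± 0.262 CPM (SD, n = 3) at 0 dpi to 1.62 ± 0.565 CPM (SD, n = 3) at 10 dpi, which gave a log2 fold change of 1.76 (standard error 0.41, edgeR adjusted p = 0.0165). Individual 3 had 0.0284 CPM of STEAP4 and individual 4 had 0.210 CPM, and with both the log2 fold change was 2.31 (edgeR adjusted p = 0.0121). The call on STEAP4 was lost without animal #1 at 0 dpi (edgeR adjusted p = 0.0747) or animal #2 at 0 dpi (edgeR adjusted p = 0.0545). The STEAP4 adjusted p over the alternatives ranged from 7.85e-04 to 0.0747. Individual 3 was far below the other 4 libraries of 0 dpi for STEAP2. STEAP1 had 1 read at 0 dpi and 65 at 10 dpi, a ratio of 42.8 (95% counting interval 7.42 to 1716) relative to all counts. The 4 STEAP genes were chosen after the study's values for them in Table S1 were seen. COL3A1 (NM_001076831.1, chromosome 2, 7375278 to 7414912) had 113.5, 1 and 54.5 reads at 0 dpi in animals #1, #2 and #3, 2.5 and 1 in individuals 3 and 4, and 0 in the 3 libraries at 10 dpi, so that it was at least 83.0-fold lower, counting 3 reads over the 10 dpi group as the floor. That limit rests on animals #1 and #3, and was 47.8-fold without animal #1 at 0 dpi, 46.9-fold without animal #1 at 10 dpi, 50.8-fold over all 8 samples and 124-fold without animal #2 at 0 dpi. The low-count filter left COL3A1 out, and without the filter it was not called (edgeR adjusted p = 0.254). Without animal #2 at 0 dpi it passed the filter and was called (edgeR adjusted p = 0.00141), as by DESeq2 (DESeq2 adjusted p = 0.00502). It also passed the filter without animal #1, #2 or #3 at 10 dpi and was not called (edgeR adjusted p = 0.269, 0.215 and 0.188). Animals #1 and #3, the highest 0 dpi libraries for COL3A1, were also the 2 highest for 7 of 9 other stromal genes.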

Of the genes classified as non-immune, a large group were involved in molecular transport, metabolism, calcium channel activity, cellular components, cell surface molecules (such as ABCs transporters), metalloreductases (such as STEAPs) and cell signaling (such as Wnt pathway), and others were modulated by *B. bovis* infection (Fig. 5; Additional file 5: Figure S1).

**Fig. 5:**
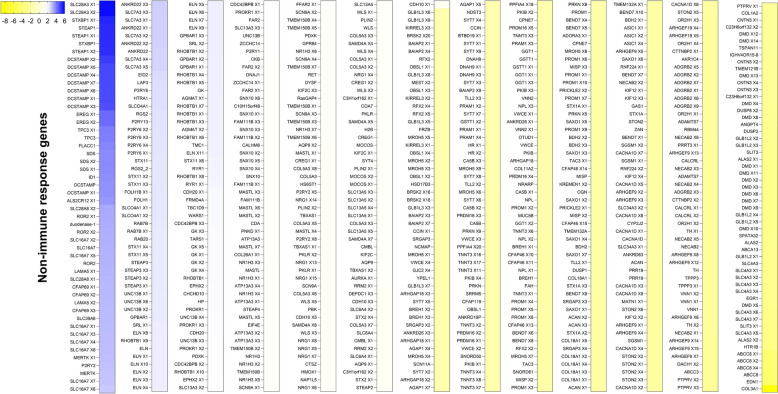
Bovine non-immune response genes associated with *Babesia bovis* infection at 10 days post-infection, compared with uninfected animals. The intensity of the color from yellow to blue indicates the magnitude of the log2 fold change (LFC), based on the color scale at the top of the figure and plotted into a cluster map with rows z-score scaled. Only genes with LFC > 1.5 and false discovery rate < 0.05 were included in the analysis. The full names of the abbreviated genes are given in Additional file 1: Table S1

**Fig. 6:**
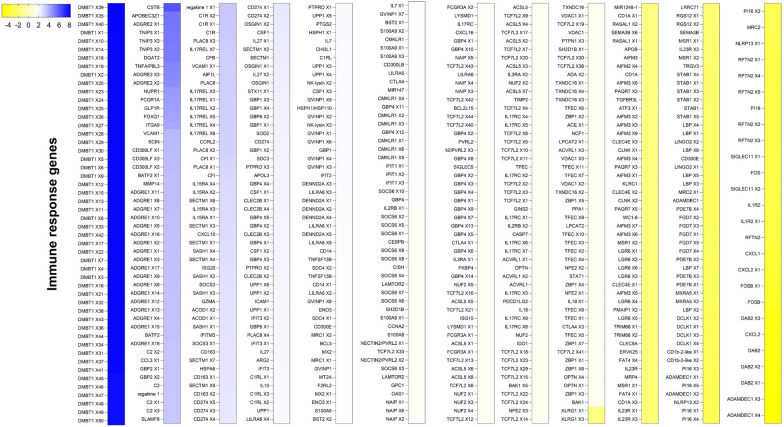
Bovine immune genes associated with *Babesia bovis* infection at 10 dpi, compared with uninfected animals. The intensity of the color from yellow to blue indicates the magnitude of the log2 fold change (LFC), based on the color scale at the top of the figure and plotted into a cluster map with rows z-score scaled. Only genes with LFC > 1.5 and false discovery rate < 0.05 were included in the analysis. The full names of the abbreviated genes are in Additional file 1: Table S1. dpi, Days post-infection; PBMCs, peripheral blood mononuclear cells; RBCs, red blood cells

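DMBT1, a scavenger receptor gene labelled in the heatmap of immune genes (Fig. 6), changed most of the named genes that passed the low-count filter with the study's 6 samples. The rank did not hold with every library left out. Without animal #1 at 0 dpi TNIP3 had a log2 fold change of 8.02 against 7.91 for DMBT1. COL3A1, with no read at 10 dpi, passed the filter without animal #2 at 0 dpi, with a fitted value of -9.72 against 7.86 for DMBT1. It also passed without each 10 dpi library, with a larger fitted change than DMBT1. DMBT1 (XM_024985977.1, chromosome 26, 42390305 to 42492218) was at 0.196 ± 0.0792 CPM (SD, n = 3) at 0 dpi and 50.6 ± 15.6 CPM (SD, n = 3) at 10 dpi, a log2 fold change of 8.02 (standard error 0.37, edgeR adjusted p = 2.22e-05). DMBT1 stood at 0.114 CPM in individual 3 and 0.0699 CPM in individual 4, and over all 8 samples its log2 fold change was 8.37 (edgeR adjusted p = 7.04e-08). All 50 of its annotated variants were called higher, with log2 fold changes from 7.82 to 8.09, and they share reads.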

Immune genes were also modulated in response to *B. bovis* infection, including those for cell surface molecules, inflammatory response, cellular components, complement, cytokines and chemokine production, cell signaling pathways and apoptosis (Fig. 6; Additional file 6: Figure S2). 

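Among the genes drawn in the summary scheme (Fig. 7) are NOD2, IL7, TCF7L2, ETS2, MITF, TCF19, E2F7, E2F2, CLCF1, S100A7 and ATF3. NOD2 (NM_001002889.1, chromosome 18, 19090037 to 19119730) rose from 9.96 ± 1.35 CPM (SD, n = 3) to 21.9 ± 3.56 CPM (SD, n = 3) in the study's animals, with a log2 fold change of 1.13 (standard error 0.15, edgeR adjusted p = 0.00221). With individuals 3 (6.73 CPM) and 4 (7.55 CPM) included, the log2 fold change of NOD2 was 1.31 (edgeR adjusted p = 4.49e-04). Counts of IL7 (XM_005215504.4, chromosome 14, 41936344 to 41996796) averaged 0.638 ± 0.0954 CPM (SD, n = 3) before infection and 2.38 ± 0.335 CPM (SD, n = 3) at 10 dpi, and the log2 fold change was 1.90 (standard error 0.24, edgeR adjusted p = 0.00148). The IL7 values of individuals 3 and 4 were 1.36 and 0.629 CPM, and the log2 fold change over all 8 samples was 1.59 (edgeR adjusted p = 0.00272). Individual 3 stood apart as the highest of the 0 dpi libraries for IL7. Expression of TCF7L2 (XM_024985742.1, chromosome 26, 33466274 to 33668681) went from 5.95 ± 2.02 CPM (SD, n = 3) at 0 dpi to 18.0 ± 3.88 CPM (SD, n = 3) at 10 dpi, which gave a log2 fold change of 1.59 (standard error 0.25, edgeR adjusted p = 0.00521). Individual 3 had 4.54 CPM of TCF7L2 and individual 4 had 4.61 CPM, and with both the log2 fold change was 1.73 (edgeR adjusted p = 4.00e-04). Animal #1 at 0 dpi, at 8.26 CPM, stood apart above the others for TCF7L2, whose 45 variants were all called higher.

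ETS2 (NM_001080214.1, chromosome 1, 151162151 to 151181633) was at 1.45 ± 0.391 CPM (SD, n = 3) at 0 dpi and 3.85 ± 0.528 CPM (SD, n = 3) at 10 dpi, a log2 fold change of 1.40 (standard error 0.23, edgeR adjusted p = 0.00503). ETS2 stood at 0.966 CPM in individual 3 and 0.629 CPM in individual 4, and over all 8 samples its log2 fold change was 1.69 (edgeR adjusted p = 0.00161). MITF (XM_015459502.2, chromosome 22, 31614654 to 31843510) rose from 16.9 ± 2.48 CPM (SD, n = 3) to 37.2 ± 9.15 CPM (SD, n = 3) in the study's animals, with a log2 fold change of 1.14 (standard error 0.19, edgeR adjusted p = 0.00619). With individuals 3 (11.7 CPM) and 4 (12.0 CPM) included, the log2 fold change of MITF was 1.33 (edgeR adjusted p = 0.00130). Counts of TCF19 (XM_015459884.1, chromosome 23, 27988578 to 27992210) averaged 1.16 ± 0.0961 CPM (SD, n = 3) before infection and 2.52 ± 0.958 CPM (SD, n = 3) at 10 dpi, and the log2 fold change was 1.12 (standard error 0.30, edgeR adjusted p = 0.0284). The TCF19 values of individuals 3 and 4 were 1.25 and 1.47 CPM, and the log2 fold change over all 8 samples was 1.02 (edgeR adjusted p = 0.0114). The call on TCF19 was lost by limma-voom (limma-voom adjusted p = 0.0528) or without animal #1 at 0 dpi (edgeR adjusted p = 0.0950), animal #2 at 0 dpi (edgeR adjusted p = 0.0816), animal #3 at 0 dpi (edgeR adjusted p = 0.0556), animal #1 at 10 dpi (edgeR adjusted p = 0.0816) or animal #2 at 10 dpi (edgeR adjusted p = 0.0967). For TCF19 the alternatives gave adjusted p from 0.00532 to 0.0967. Expression of E2F7 (XM_010804747.3, chromosome 5, 6442390 to 6482548) went from 0.591 ± 0.0762 CPM (SD, n = 3) at 0 dpi to 1.59 ± 0.737 CPM (SD, n = 3) at 10 dpi, which gave a log2 fold change of 1.41 (standard error 0.37, edgeR adjusted p = 0.0272). Individual 3 had 1.16 CPM of E2F7 and individual 4 had 1.01 CPM, and with both the log2 fold change was 0.99 (edgeR adjusted p = 0.0559). The call on E2F7 was lost by limma-voom (limma-voom adjusted p = 0.0529) or without animal #1 at 0 dpi (edgeR adjusted p = 0.0755), animal #2 at 0 dpi (edgeR adjusted p = 0.0811), animal #3 at 0 dpi (edgeR adjusted p = 0.0663), animal #1 at 10 dpi (edgeR adjusted p = 0.0675) or animal #2 at 10 dpi (edgeR adjusted p = 0.0869). Adjusted p for E2F7 ranged from 0.00679 to 0.0869 over the alternatives. E2F7 was also not called over all 8 samples. E2F2 (XM_024982675.1, chromosome 2, 129321616 to 129344383) was at 14.2 ± 0.978 CPM (SD, n = 3) at 0 dpi and 25.5 ± 2.35 CPM (SD, n = 3) at 10 dpi, a log2 fold change of 0.84 (standard error 0.11, edgeR adjusted p = 0.00185). E2F2 stood at 17.4 CPM in individual 3 and 16.3 CPM in individual 4, and over all 8 samples its log2 fold change was 0.74 (edgeR adjusted p = 7.58e-04). E2F2 was short of the fold threshold, which 2 of its 4 variants passed.

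CLCF1, S100A7 and ATF3 were called lower. CLCF1 (XM_024987564.1, chromosome 29, 45264289 to 45273616) fell from 1.62 ± 0.294 CPM (SD, n = 3) to 0.590 ± 0.137 CPM (SD, n = 3) in the study's animals, with a log2 fold change of -1.45 (standard error 0.28, edgeR adjusted p = 0.00826). With individuals 3 (1.25 CPM) and 4 (1.47 CPM) included, the log2 fold change of CLCF1 was -1.35 (edgeR adjusted p = 0.00308). Counts of S100A7 (XM_024984854.1, chromosome 3, 16888141 to 16909163) averaged 1.16 ± 0.410 CPM (SD, n = 3) before infection and 0.454 ± 0.171 CPM (SD, n = 3) at 10 dpi, and the log2 fold change was -1.31 (standard error 0.38, edgeR adjusted p = 0.0379). The S100A7 values of individuals 3 and 4 were 0.682 and 1.05 CPM, and the log2 fold change over all 8 samples was -1.15 (edgeR adjusted p = 0.0326). The call on S100A7 was lost without animal #1 at 0 dpi (edgeR adjusted p = 0.110), animal #3 at 0 dpi (edgeR adjusted p = 0.112), animal #2 at 10 dpi (edgeR adjusted p = 0.107) or animal #3 at 10 dpi (edgeR adjusted p = 0.0765). The S100A7 adjusted p over the alternatives ranged from 0.0130 to 0.112. Expression of ATF3 (XM_010813555.3, chromosome 16, 70924499 to 70933869) went from 8.20 ± 4.44 CPM (SD, n = 3) at 0 dpi to 2.68 ± 0.729 CPM (SD, n = 3) at 10 dpi, which gave a log2 fold change of -1.62 (standard error 0.40, edgeR adjusted p = 0.0283). Individual 3 had 2.07 CPM of ATF3 and individual 4 had 2.87 CPM, and with both the log2 fold change was -1.14 (edgeR adjusted p = 0.191). The call on ATF3 was lost with no low-count filter (edgeR adjusted p = 0.0634) or without animal #2 at 0 dpi (edgeR adjusted p = 0.0581), animal #1 at 10 dpi (edgeR adjusted p = 0.109), animal #2 at 10 dpi (edgeR adjusted p = 0.0647) or animal #3 at 10 dpi (edgeR adjusted p = 0.0742). For ATF3 the alternatives gave adjusted p from 6.34e-05 to 0.191. ATF3 was not called over all 8 samples, where individuals 3 and 4 lay near the 10 dpi libraries.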

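Counted from the study's text and schemes were 120 genes with a direction, 88 up and 32 down. Among the latter is CACNA1D, which Table S1 lists and which was chosen after its values were seen. Of the 120 genes 110 passed the low-count filter, 96 were called in the stated direction and 0 went the other way. Adjusted over the list alone, 103 were called, which is not independent evidence, because the study chose the genes on these samples. Over all 8 samples 96 were called, and with any variant of a gene counted 100 were called from the study's samples. DESeq2 called 113. With 1 library left out the fewest, 72, were called without animal #1 at 10 dpi, and glmTreat, which asks for more than the fold threshold, called 19.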

Figure 7 provides a summary that identifies potentially important bovine genes in response to *B. bovis* infection.

**Fig. 7:**
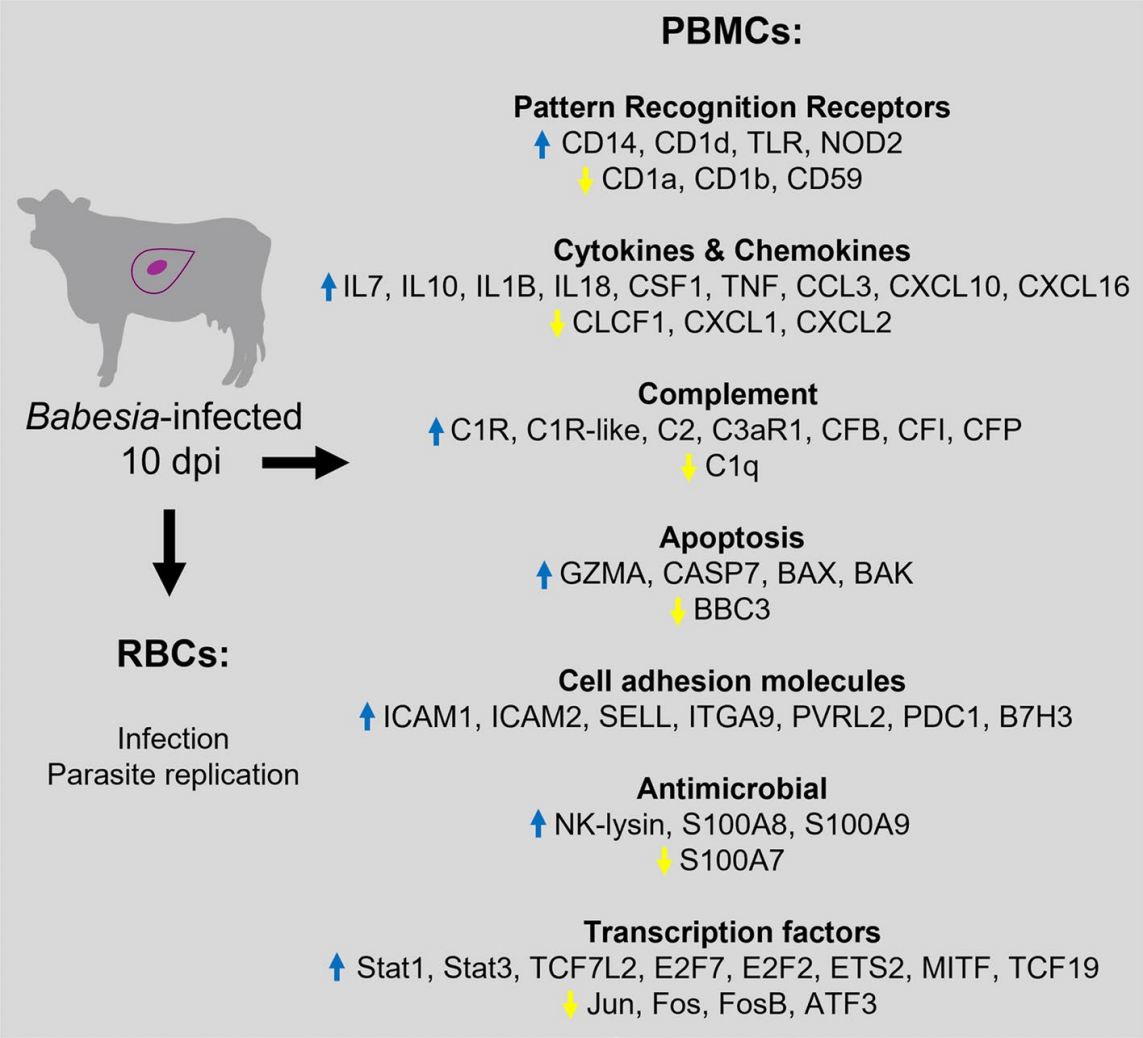
Schematic summary of bovine gene modulation in response to *Babesia bovis* infection or in response to the acute phase of babesiosis. The blue arrow indicates that genes were upregulated, and the yellow arrow indicates that genes were downregulated

## Discussion

### Immune cell surface molecules

Among the immune genes assessed, several surface molecules, such as CD163, CD274, CD300LB, CD1d and CD14, were upregulated in the infected animals, with fold changes ranging from 2.2 to 6.2. In addition, CD1a, CD1b-2like, CD276, CD59 and CD300E transcripts were downregulated by 2.1- to 6.3-fold in infected animals. 

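CD163, CD274, CD300LB, CD1D and CD14 were all called higher, and CD1D, CD300LB and their relatives belong to families whose copies could share reads. CD163 (XM_010805535.1, chromosome 5, 101785861 to 101822416) was at 11.0 ± 4.40 CPM (SD, n = 3) at 0 dpi and 67.4 ± 21.7 CPM (SD, n = 3) at 10 dpi, a log2 fold change of 2.61 (standard error 0.36, edgeR adjusted p = 0.00577). CD163 stood at 8.66 CPM in individual 3 and 9.82 CPM in individual 4, and over all 8 samples its log2 fold change was 2.71 (edgeR adjusted p = 2.27e-04). Animal #3 at 0 dpi, at 16.1 CPM, stood apart from the other 4 libraries of that day. CD274 (XM_024995830.1, chromosome 8, 39242807 to 39263153) rose from 3.72 ± 0.461 CPM (SD, n = 3) to 21.6 ± 0.320 CPM (SD, n = 3) in the study's animals, with a log2 fold change of 2.53 (standard error 0.12, edgeR adjusted p = 2.22e-05). With individuals 3 (4.34 CPM) and 4 (2.87 CPM) included, the log2 fold change of CD274 was 2.55 (edgeR adjusted p = 6.03e-07). Counts of CD14 (XM_005209429.4, chromosome 7, 51762889 to 51765896) averaged 15.6 ± 6.30 CPM (SD, n = 3) before infection and 62.3 ± 21.2 CPM (SD, n = 3) at 10 dpi, and the log2 fold change was 2.00 (standard error 0.35, edgeR adjusted p = 0.0115). The CD14 values of individuals 3 and 4 were 16.1 and 15.9 CPM, and the log2 fold change over all 8 samples was 1.99 (edgeR adjusted p = 8.32e-04). Expression of CD300LB (NM_001105023.2, chromosome 19, 56900192 to 56910527) went from 1.12 ± 0.362 CPM (SD, n = 3) at 0 dpi to 4.01 ± 0.844 CPM (SD, n = 3) at 10 dpi, which gave a log2 fold change of 1.85 (standard error 0.27, edgeR adjusted p = 0.00287). Individual 3 had 0.738 CPM of CD300LB and individual 4 had 1.75 CPM, and with both the log2 fold change was 1.79 (edgeR adjusted p = 0.00117). CD1D (XM_002685918.6, chromosome 3, 12022969 to 12026538) was at 1.89 ± 0.276 CPM (SD, n = 3) at 0 dpi and 4.09 ± 1.00 CPM (SD, n = 3) at 10 dpi, a log2 fold change of 1.11 (standard error 0.22, edgeR adjusted p = 0.00964). CD1D stood at 1.73 CPM in individual 3 and 1.29 CPM in individual 4, and over all 8 samples its log2 fold change was 1.23 (edgeR adjusted p = 0.00164). The call on CD1D was lost without animal #1 at 10 dpi (log2 fold change 0.89). Adjusted p for CD1D ranged from 7.96e-04 to 0.0371 over the alternatives. CD14 and CD163 are 2 of the 12 monocyte genes of a list fixed in advance, whose median log2 fold change was 0.99.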

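the CD1b-2-like gene LOC781726 (XM_005203578.4, chromosome 3, 11745716 to 11749548) fell from 0.476 ± 0.197 CPM (SD, n = 3) to 0.0749 ± 0.0566 CPM (SD, n = 3) in the study's animals, with a log2 fold change of -2.62 (standard error 0.58, edgeR adjusted p = 0.0137). With individuals 3 (0.341 CPM) and 4 (0.140 CPM) included, the log2 fold change of the CD1b-2-like gene LOC781726 was -2.30 (edgeR adjusted p = 0.0173). The call on the CD1b-2-like gene LOC781726 was lost without animal #1 at 10 dpi (edgeR adjusted p = 0.0592). The the CD1b-2-like gene LOC781726 adjusted p over the alternatives ranged from 0.00199 to 0.0592. Counts of CD276 (XM_024997939.1, chromosome 10, 20494314 to 20522746) averaged 2.26 ± 0.462 CPM (SD, n = 3) before infection and 0.874 ± 0.214 CPM (SD, n = 3) at 10 dpi, and the log2 fold change was -1.38 (standard error 0.26, edgeR adjusted p = 0.00805). The CD276 values of individuals 3 and 4 were 1.19 and 1.26 CPM, and the log2 fold change over all 8 samples was -1.08 (edgeR adjusted p = 0.0261). Expression of CD300E (XM_002696212.6, chromosome 19, 56769726 to 56781439) went from 0.789 ± 0.319 CPM (SD, n = 3) at 0 dpi to 0.156 ± 0.0208 CPM (SD, n = 3) at 10 dpi, which gave a log2 fold change of -2.32 (standard error 0.44, edgeR adjusted p = 0.00782). Individual 3 had 0.625 CPM of CD300E and individual 4 had 0.489 CPM, and with both the log2 fold change was -2.13 (edgeR adjusted p = 0.00363). CD1A and CD59 fell without passing the FDR. CD1A (NM_001075382.2, chromosome 3, 11859214 to 11862718) was at 1.15 ± 0.641 CPM (SD, n = 3) at 0 dpi and 0.377 ± 0.230 CPM (SD, n = 3) at 10 dpi, a log2 fold change of -1.55 (standard error 0.56, edgeR adjusted p = 0.0776). CD1A stood at 0.852 CPM in individual 3 and 0.839 CPM in individual 4, and over all 8 samples its log2 fold change was -1.38 (edgeR adjusted p = 0.0538). CD1A was called by DESeq2 (DESeq2 adjusted p = 0.0475), with the animal as a replicate block (edgeR adjusted p = 0.00720) and without animal #2 at 0 dpi (edgeR adjusted p = 0.0304). For CD1A the alternatives gave adjusted p from 0.00720 to 0.248. CD59 (XM_005216374.4, chromosome 15, 64345245 to 64370229) fell from 5.48 ± 2.25 CPM (SD, n = 3) to 2.57 ± 1.09 CPM (SD, n = 3) in the study's animals, with a log2 fold change of -1.10 (standard error 0.37, edgeR adjusted p = 0.0678). With individuals 3 (3.55 CPM) and 4 (4.89 CPM) included, the log2 fold change of CD59 was -0.96 (edgeR adjusted p = 0.0514). CD59 was called by DESeq2 (DESeq2 adjusted p = 0.0111), with the animal as a replicate block (edgeR adjusted p = 0.00101) and without animal #3 at 10 dpi (edgeR adjusted p = 0.0249). Adjusted p for CD59 ranged from 0.00101 to 0.180 over the alternatives. The CD1A libraries of the 2 time points overlapped.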

CD163, also known as hemoglobin scavenger receptor, is a monocyte/macrophage-specific receptor whose expression can be upregulated by glucocorticoid, IL-10, IL-6 and heme/hemoglobin [37]. The expression of this gene has also been found to be upregulated in adult cattle infected with a virulent strain of *B. bigemina* [15] and in humans with malaria [38]. CD274, also known as programmed death-ligand 1 (PD-L1), an immune molecule widely expressed in mononuclear phagocytes, regulates T cell proliferation, IL-10 production and inflammatory responses [39–41]. The CD300 family of molecules modulates a wide range of immune cell processes and is also involved in efferocytosis [42]. Mouse CD300LB, like CD14, appears to be implicated in TLR4 activation on immune cells following lipopolysaccharide (LPS) binding [43]. In addition, CD300LB is expressed in myeloid cells and recognizes phosphatidylserine on apoptotic cells. In conjunction with F-actin, CD300LB appears to facilitate the engulfment of apoptotic cells by activating the PI3K-Akt kinase pathway in macrophages [44]. In humans, CD14 on monocytes is a PRR that binds directly to LPS and contributes to the activation of innate immune responses, particularly through TRL4 signaling [45]. This molecule plays a role in inflammation and metabolic diseases [45]. In *B. taurus*, CD14 seems to have a role in inflammatory response with positive regulation of type I and II IFN, IL-8 and TNF production. 

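The lipopolysaccharide-binding protein variants of Table S1 belong to the locus LOC514978 on chromosome 13, next to the gene whose own symbol is LBP. Counts of LOC514978 (XR_003037878.1, chromosome 13, 67292021 to 67320461) averaged 0.570 ± 0.197 CPM (SD, n = 3) before infection and 0.114 ± 0.00445 CPM (SD, n = 3) at 10 dpi, and the log2 fold change was -2.27 (standard error 0.43, edgeR adjusted p = 0.00790). The LOC514978 values of individuals 3 and 4 were 0.312 and 0.909 CPM, and the log2 fold change over all 8 samples was -2.31 (edgeR adjusted p = 0.00470). Of the 7 LOC514978 variants 5 passed the low-count filter and all of these were called lower, with log2 fold changes from -2.34 to -2.22. The gene with the symbol LBP (NM_001038674.2, chromosome 13, 67214930 to 67247271) had 1 read in the study's 0 dpi libraries, 0 and 1 in individuals 3 and 4 and 4 at 10 dpi, too few to compare, and was looked at after the names in Table S1 were seen.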

Interestingly, seven lipopolysaccharide-binding protein (LBP) variants were downregulated 4.8- to sixfold in *B. bovis*-infected animals. The role of LBP is to bind to bacterial LPS to present it to CD14 and TLR4 [46]. Another molecule downregulated by infection was CD1-b, which recognizes various lipids—including microbial lipid antigens—and is present on T and NK cells [47]. CD59 can regulate the formation of C8α and C9 binding during the assembly of the complement membrane attack complex (MAC) [48]. MAC is a cytolytic effector of the immune system that forms pores into the lipid bilayer of the plasma membrane of pathogens or target cells, generated through sequential assembly from the soluble complement proteins, leading to osmolysis [49].

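The receptor gene is CMKLR1 in the files. Expression of CMKLR1 (XM_010814109.3, chromosome 17, 64539499 to 64581549) went from 4.53 ± 2.31 CPM (SD, n = 3) at 0 dpi to 16.1 ± 4.97 CPM (SD, n = 3) at 10 dpi, which gave a log2 fold change of 1.82 (standard error 0.40, edgeR adjusted p = 0.0221). Individual 3 had 6.19 CPM of CMKLR1 and individual 4 had 2.59 CPM, and with both the log2 fold change was 1.84 (edgeR adjusted p = 0.00651). The call on CMKLR1 was lost with no low-count filter (edgeR adjusted p = 0.0576) or without animal #3 at 0 dpi (edgeR adjusted p = 0.0721), animal #1 at 10 dpi (edgeR adjusted p = 0.0936) or animal #2 at 10 dpi (edgeR adjusted p = 0.0735). The CMKLR1 adjusted p over the alternatives ranged from 0.00215 to 0.0936. Its 7 variants were all called, with log2 fold changes from 1.81 to 1.86.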

The chemerin chemokine-like receptor 1 (CMLKR1) transcripts were upregulated 3.6-fold in *B. bovis*-infected animals. In humans, the expression of CMKLR1 has been detected in macrophages and neutrophils [50], and its upregulation was identified in response to a high concentration of LPS [51]. The activation of CMLKR1 facilitates both pro-inflammatory and anti-inflammatory effects, depending on the physiological contexts [50]. Zhang and collaborators reported that CMLKR1 activation during inflammation processes is subject to spatiotemporal regulation. During the early stage of inflammation, CMKLR1 signaling is primarily pro-inflammatory, promoting chemotaxis and the activation of DCs and macrophages. In contrast, during the later stage of inflammation, CMKLR1 activation can initiate pro-resolution pathways that help reduce inflammation [50]. 

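The transcripts listed as SIGLEC5 belong to LOC100300478, a member of a family whose copies could share reads. SIGLEC5 (XM_005219563.4, chromosome 18, 57564866 to 57580577) was at 8.14 ± 1.18 CPM (SD, n = 3) at 0 dpi and 25.8 ± 8.39 CPM (SD, n = 3) at 10 dpi, a log2 fold change of 1.66 (standard error 0.23, edgeR adjusted p = 0.00366). SIGLEC5 stood at 6.99 CPM in individual 3 and 4.23 CPM in individual 4, and over all 8 samples its log2 fold change was 1.86 (edgeR adjusted p = 8.78e-04). 1 of its 2 variants was called and the other had a log2 fold change of 1.03.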

Sialic acid-binding immunoglobulin-like lectin (SIGLEC) 5, a type 1 membrane protein containing an amino-terminal V-set immunoglobulin domain that mediates sialic acid recognition [52], was upregulated 3.2-fold in *B. bovis*-infected animals. SIGLEC5 is expressed in neutrophils, monocytes and B cells and contains tyrosine-based signaling motifs—particularly immunoreceptor tyrosine-based inhibitory motifs (ITIMs), which are involved in cell signaling and endocytosis [52].

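The receptors MRC1 and MRC2 moved in opposite directions. MRC1 (XM_003586772.5, chromosome 13, 32239953 to 32353451) rose from 4.46 ± 1.82 CPM (SD, n = 3) to 17.0 ± 6.86 CPM (SD, n = 3) in the study's animals, with a log2 fold change of 1.94 (standard error 0.40, edgeR adjusted p = 0.0173). With individuals 3 (2.81 CPM) and 4 (2.73 CPM) included, the log2 fold change of MRC1 was 2.18 (edgeR adjusted p = 0.00234). The call on MRC1 was lost without animal #1 at 0 dpi (edgeR adjusted p = 0.0618), animal #2 at 0 dpi (edgeR adjusted p = 0.0581), animal #1 at 10 dpi (edgeR adjusted p = 0.0582) or animal #2 at 10 dpi (edgeR adjusted p = 0.0623). For MRC1 the alternatives gave adjusted p from 3.70e-08 to 0.0623. Counts of MRC2 (XM_024980233.1, chromosome 19, 47043142 to 47103169) averaged 2.08 ± 1.18 CPM (SD, n = 3) before infection and 0.399 ± 0.183 CPM (SD, n = 3) at 10 dpi, and the log2 fold change was -2.38 (standard error 0.54, edgeR adjusted p = 0.0173). The MRC2 values of individuals 3 and 4 were 1.53 and 0.874 CPM, and the log2 fold change over all 8 samples was -2.11 (edgeR adjusted p = 0.0148). The call on MRC2 was lost without animal #1 at 0 dpi (edgeR adjusted p = 0.0678), animal #1 at 10 dpi (edgeR adjusted p = 0.0803) or animal #2 at 10 dpi (edgeR adjusted p = 0.0660). Adjusted p for MRC2 ranged from 1.68e-04 to 0.0803 over the alternatives. Both variants of each gene were called, and those of MRC2 had log2 fold changes of -2.87 and -2.38.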

The mannose receptor C (MRC) 1 variants were upregulated fourfold, while the MCR2 genes were downregulated 5.2- and 7.3-fold in the *B. bovis*-infected animals. MRC can bind to and internalize a variety of endogenous and pathogen-associated ligands, including microbial surface glycan structures [53]. Once endocytosed, antigens are directed toward cross-presentation on major histocompatibility complex (MHC) molecules, leading to the activation of CD8+ T cells. Additionally, MRC can interact with the TLR2 signaling pathway [53]. The LRRC71 gene was downregulated 3.8-fold in *B. bovis*-infected animals. This gene encodes a leucine rich repeat (LRR) protein and has been shown to be involved in mammalian host defense (TLR pathway), where it detects PAMPs and activates the immune system [54].

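Expression of LRRC71 (NM_001105357.2, chromosome 3, 13925539 to 13937958) went from 0.716 ± 0.303 CPM (SD, n = 3) at 0 dpi to 0.189 ± 0.0711 CPM (SD, n = 3) at 10 dpi, which gave a log2 fold change of -1.97 (standard error 0.44, edgeR adjusted p = 0.0153). Individual 3 had 0.596 CPM of LRRC71 and individual 4 had 0.524 CPM, and with both the log2 fold change was -1.82 (edgeR adjusted p = 0.00684). The call on LRRC71 was lost without animal #1 at 0 dpi (edgeR adjusted p = 0.0688) or animal #1 at 10 dpi (edgeR adjusted p = 0.0667). The LRRC71 adjusted p over the alternatives ranged from 0.00511 to 0.0688. All 5 variants were called lower. Animal #1 at 0 dpi, at 1.06 CPM, stood apart from the other 4 libraries of that day.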

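ADGRE2, listed under LOC100337213 (XM_015471940.2, chromosome 7, 10594264 to 10637250), had 1 read in all in the study's 3 libraries at 0 dpi, 0.5 and 0 in individuals 3 and 4, and 18.5, 18.5 and 22.5 at 10 dpi in animals #1, #2 and #3. Relative to all counts the ratio of 10 to 0 dpi was 40.2 (95% counting interval 6.94 to 1612), which covers counting error only. The fitted log2 fold change was 5.05 (standard error 0.79, edgeR adjusted p = 0.00399) and 4.91 over all 8 samples, and at such counts it depends on the prior count. The single read was from animal #3. Of 3 annotated variants 1 passed the low-count filter.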

Three adhesion G protein-coupled receptor E2 (ADGRE2) variants were upregulated by 27-, 30- and 40-fold in the three infected animals. ADGRs are considered to be massive signaling platforms that are crucial for the integration of adhesive, mechanosensory and chemical stimuli [55]. ADGRE2 encodes a member of the epidermal growth factor–seven transmembrane subclass of adhesion G-protein coupled receptors. It is expressed predominantly in myeloid leukocytes, with the highest expression in neutrophils and macrophages [56].

The Fc fragment of the IgG receptor Ia (FCGR1A) and the low affinity Fc fragment of IgG IIIa receptor (FCGR3A) were upregulated three- to 20-fold during acute *B. bovis* infection. 

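FCGR3A (XM_005203444.4, chromosome 3, 8000269 to 8009070) was at 15.8 ± 0.376 CPM (SD, n = 3) at 0 dpi and 48.3 ± 4.54 CPM (SD, n = 3) at 10 dpi, a log2 fold change of 1.61 (standard error 0.10, edgeR adjusted p = 4.23e-05). FCGR3A stood at 19.4 CPM in individual 3 and 13.5 CPM in individual 4, and over all 8 samples its log2 fold change was 1.59 (edgeR adjusted p = 8.86e-06). FCGR1A (NM_174538.2, chromosome 3, 20802174 to 20811115) had 0.5, 2 and 0 reads at 0 dpi in animals #1, #2 and #3, 2 and 2 in individuals 3 and 4, and 59.5, 23.5 and 10.5 at 10 dpi. It did not pass the low-count filter of the study's 6 samples or of all 8, and without the filter its log2 fold change was 4.24 (standard error 0.75, edgeR adjusted p = 0.00301). Relative to all counts its ratio of 10 to 0 dpi was 20.9 (95% counting interval 6.92 to 103). DESeq2 called it (log2 fold change 4.36, DESeq2 adjusted p = 7.30e-04), and it was also called wherever a left-out library let it pass the filter, which were animals #1, #2 and #3 at 0 dpi and animal #3 at 10 dpi, with edgeR adjusted p from 0.00253 to 0.0444. The Fc receptor genes are near-identical in part and could share reads.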

Fc receptors play an important role in immune response, as they mediate the specific recognition of various types of antigens by leucocytes [57]. FCGR1A is a high-affinity receptor for monomeric IgG, whereas FCGR3A exhibits low affinity for monomeric IgG. However, these molecules can bind aggregated IgG through low-affinity, high-avidity multimeric interactions. This feature is important in the recognition and binding of antibody–antigen complexes and can trigger several immunoregulatory functions, including degranulation, phagocytosis and regulation of antibody production [57].

Genes encoding cell adhesion molecules (CAM) from different categories were modulated in response to *B. bovis*. Among these, intercellular adhesion molecule (ICAM) 1 and 2, vascular cell adhesion molecule 1 (VCAM1), selectin L (SELL), integrin alpha 9 (ITGA9), cadherins (CDH10 and CDH20), immunoglobulin superfamily (IGSF6) and nectin cell adhesion molecule 2 (NECTIN2 or PVRL2) genes were upregulated two- to 17.6-fold and CD276 (or B7/H3) molecule and cadherin (CDH24 and CDH 3) transcripts were downregulated 2.1- to 2.6-fold in *B. bovis*-infected animals. 

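Of the adhesion molecule genes that passed the low-count filter with the study's 6 samples, ITGA9 changed most. VCAM1 did not pass it there. Without animal #2 at 0 dpi VCAM1 passed, with a log2 fold change of 4.46 against 3.68 for ITGA9, and without animal #1 at 10 dpi the values were 3.86 and 3.81. Without animal #1 or #3 at 0 dpi VCAM1 also passed, and ITGA9 changed more. ITGA9 (NM_001192718.1, chromosome 22, 10908405 to 11270100) rose from 0.246 ± 0.170 CPM (SD, n = 3) to 4.19 ± 1.37 CPM (SD, n = 3) in the study's animals, with a log2 fold change of 4.11 (standard error 0.45, edgeR adjusted p = 9.99e-04). With individuals 3 (0.398 CPM) and 4 (0.350 CPM) included, the log2 fold change of ITGA9 was 3.81 (edgeR adjusted p = 5.73e-05). Counts of ICAM1 (NM_174348.2, chromosome 7, 14813843 to 14824411) averaged 1.19 ± 0.413 CPM (SD, n = 3) before infection and 5.53 ± 2.16 CPM (SD, n = 3) at 10 dpi, and the log2 fold change was 2.19 (standard error 0.36, edgeR adjusted p = 0.00581). The ICAM1 values of individuals 3 and 4 were 1.53 and 1.22 CPM, and the log2 fold change over all 8 samples was 2.11 (edgeR adjusted p = 5.64e-04). Expression of ICAM2 (XM_024980952.1, chromosome 19, 48202167 to 48214834) went from 17.0 ± 1.23 CPM (SD, n = 3) at 0 dpi to 35.5 ± 6.06 CPM (SD, n = 3) at 10 dpi, which gave a log2 fold change of 1.06 (standard error 0.14, edgeR adjusted p = 0.00171). Individual 3 had 14.7 CPM of ICAM2 and individual 4 had 12.2 CPM, and with both the log2 fold change was 1.19 (edgeR adjusted p = 2.37e-04). The call on ICAM2 was lost without animal #3 at 10 dpi (log2 fold change 0.92). For ICAM2 the alternatives gave adjusted p from 9.11e-11 to 0.0142. IGSF6 (XM_002697991.6, chromosome 25, 20131941 to 20142485) was at 4.29 ± 1.26 CPM (SD, n = 3) at 0 dpi and 10.9 ± 3.00 CPM (SD, n = 3) at 10 dpi, a log2 fold change of 1.35 (standard error 0.27, edgeR adjusted p = 0.0120). IGSF6 stood at 4.60 CPM in individual 3 and 3.11 CPM in individual 4, and over all 8 samples its log2 fold change was 1.41 (edgeR adjusted p = 0.00191).

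NECTIN2 (XM_005219196.2, chromosome 18, 52582138 to 52615253) rose from 3.01 ± 0.771 CPM (SD, n = 3) to 10.00 ± 3.46 CPM (SD, n = 3) in the study's animals, with a log2 fold change of 1.72 (standard error 0.30, edgeR adjusted p = 0.00728). With individuals 3 (2.27 CPM) and 4 (2.41 CPM) included, the log2 fold change of NECTIN2 was 1.87 (edgeR adjusted p = 5.16e-04). Counts of CDH10 (XM_024981381.1, chromosome 20, 48811848 to 48999212) averaged 3.37 ± 0.889 CPM (SD, n = 3) before infection and 9.12 ± 4.15 CPM (SD, n = 3) at 10 dpi, and the log2 fold change was 1.43 (standard error 0.38, edgeR adjusted p = 0.0371). The CDH10 values of individuals 3 and 4 were 0.824 and 2.45 CPM, and the log2 fold change over all 8 samples was 1.78 (edgeR adjusted p = 0.0212). The call on CDH10 was lost by limma-voom (limma-voom adjusted p = 0.0773), with no low-count filter (edgeR adjusted p = 0.0780) or without animal #1 at 0 dpi (edgeR adjusted p = 0.0654), animal #2 at 0 dpi (edgeR adjusted p = 0.109), animal #3 at 0 dpi (edgeR adjusted p = 0.0963), animal #1 at 10 dpi (edgeR adjusted p = 0.0985) or animal #2 at 10 dpi (edgeR adjusted p = 0.101). Adjusted p for CDH10 ranged from 1.54e-04 to 0.109 over the alternatives. Expression of CDH20 (XM_024984370.1, chromosome 24, 59887804 to 60100982) went from 0.285 ± 0.179 CPM (SD, n = 3) at 0 dpi to 1.23 ± 0.824 CPM (SD, n = 3) at 10 dpi, which gave a log2 fold change of 2.08 (standard error 0.69, edgeR adjusted p = 0.0638). Individual 3 had 0.170 CPM of CDH20 and individual 4 had 0.140 CPM, and with both the log2 fold change was 2.39 (edgeR adjusted p = 0.0109). CDH20 was called by DESeq2 (DESeq2 adjusted p = 0.0148), with the animal as a replicate block (edgeR adjusted p = 8.54e-04) and without animal #3 at 10 dpi (edgeR adjusted p = 0.00859). The CDH20 adjusted p over the alternatives ranged from 8.54e-04 to 0.195. CDH20 was called over all 8 samples. VCAM1 (NM_174484.1, chromosome 3, 42554178 to 42576489) had 0, 1.5 and 1 reads at 0 dpi, 5.5 and 0 in individuals 3 and 4, and 14.5, 22 and 17.5 at 10 dpi, a ratio of 12.1 (95% counting interval 3.92 to 60.3) relative to all counts, and did not pass the low-count filter. For VCAM1 without the filter the log2 fold change was 3.60 (standard error 0.71, edgeR adjusted p = 0.00523), and DESeq2 also called it (DESeq2 adjusted p = 0.00621), as did edgeR where VCAM1 passed the filter, without animal #1, #2 or #3 at 0 dpi or animal #1 at 10 dpi. CDH24 and CDH3 were called lower. CDH24 (XM_002690508.6, chromosome 10, 21801649 to 21812313) was at 2.49 ± 0.247 CPM (SD, n = 3) at 0 dpi and 1.12 ± 0.308 CPM (SD, n = 3) at 10 dpi, a log2 fold change of -1.17 (standard error 0.25, edgeR adjusted p = 0.0123). CDH24 stood at 1.59 CPM in individual 3 and 2.69 CPM in individual 4, and over all 8 samples its log2 fold change was -1.08 (edgeR adjusted p = 0.00923). The call on CDH24 was lost without animal #1 at 10 dpi (log2 fold change -0.95). For CDH24 the alternatives gave adjusted p from 0.00247 to 0.0474. CDH3 (XM_010814403.3, chromosome 18, 35897873 to 36015506) fell from 3.75 ± 0.192 CPM (SD, n = 3) to 1.77 ± 0.388 CPM (SD, n = 3) in the study's animals, with a log2 fold change of -1.09 (standard error 0.20, edgeR adjusted p = 0.00686). With individuals 3 (3.01 CPM) and 4 (3.81 CPM) included, the log2 fold change of CDH3 was -1.03 (edgeR adjusted p = 0.00212). The call on CDH3 was lost without animal #2 at 10 dpi (log2 fold change -0.99). Adjusted p for CDH3 ranged from 4.23e-04 to 0.0309 over the alternatives.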

CAMs are expressed on the cell surface and play a role in immune response and inflammation, along with a wide range of other biological processes.

Overall, we identified host receptors that appear to be important for the recognition of PAMPs. Many of these are described in the literature as being responsive to LPS, which is a constituent of the bacterial wall. There are no reports on why *Babesia* causes this modulation of LPS-related genes, and *Babesia* does not contain LPS. Many of the genes modulated by LPS exposure in bovine PBMCs [4] were also modulated by *B. bovis*, such as CD14, CXCL2, CXCL10, MMP14, ISG15, ISG20, S100A8, CD274, PLAC8, GBP5, GBP4, IFITM3, SOCS3, FCGR1A, CFB, CSF1 and others [4]. 

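Of the 16 genes in this list 15 passed the low-count filter, and 15 were called, 14 higher and 1 lower, the latter being CXCL2. FCGR1A was not tested. The same number, 15, were called over all 8 samples. Counts of MMP14 (NM_174390.2, chromosome 10, 21969250 to 21977729) averaged 0.168 ± 0.0544 CPM (SD, n = 3) before infection and 1.93 ± 0.830 CPM (SD, n = 3) at 10 dpi, and the log2 fold change was 3.51 (standard error 0.44, edgeR adjusted p = 0.00155). The MMP14 values of individuals 3 and 4 were 0.0568 and 0.140 CPM, and the log2 fold change over all 8 samples was 3.79 (edgeR adjusted p = 1.00e-04). Expression of ISG15 (NM_174366.1, chromosome 16, 51464069 to 51465096) went from 0.357 ± 0.237 CPM (SD, n = 3) at 0 dpi to 1.12 ± 0.429 CPM (SD, n = 3) at 10 dpi, which gave a log2 fold change of 1.59 (standard error 0.48, edgeR adjusted p = 0.0432). Individual 3 had 0.199 CPM of ISG15 and individual 4 had 0.315 CPM, and with both the log2 fold change was 1.79 (edgeR adjusted p = 0.00936). The call on ISG15 was lost without animal #1 at 0 dpi (edgeR adjusted p = 0.133), animal #3 at 0 dpi (edgeR adjusted p = 0.0874), animal #1 at 10 dpi (edgeR adjusted p = 0.0637) or animal #2 at 10 dpi (edgeR adjusted p = 0.135). The ISG15 adjusted p over the alternatives ranged from 0.00471 to 0.135. ISG20 (XM_002696514.5, chromosome 21, 19607433 to 19624702) was at 0.749 ± 0.111 CPM (SD, n = 3) at 0 dpi and 5.01 ± 1.40 CPM (SD, n = 3) at 10 dpi, a log2 fold change of 2.73 (standard error 0.25, edgeR adjusted p = 3.99e-04). ISG20 stood at 0.966 CPM in individual 3 and 0.909 CPM in individual 4, and over all 8 samples its log2 fold change was 2.59 (edgeR adjusted p = 2.30e-05). PLAC8 (XM_024993137.1, chromosome 6, 97947011 to 97982458) rose from 1.19 ± 0.467 CPM (SD, n = 3) to 5.43 ± 4.26 CPM (SD, n = 3) in the study's animals, with a log2 fold change of 2.19 (standard error 0.60, edgeR adjusted p = 0.0428). With individuals 3 (0.795 CPM) and 4 (1.15 CPM) included, the log2 fold change of PLAC8 was 2.30 (edgeR adjusted p = 0.00601). The call on PLAC8 was lost by limma-voom (limma-voom adjusted p = 0.0985), with no low-count filter (edgeR adjusted p = 0.0959) or without animal #1 at 0 dpi (edgeR adjusted p = 0.120), animal #2 at 0 dpi (edgeR adjusted p = 0.149), animal #3 at 0 dpi (edgeR adjusted p = 0.0701) or animal #1 at 10 dpi (edgeR adjusted p = 0.0553). For PLAC8 the alternatives gave adjusted p from 4.71e-05 to 0.149.

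GBP5, GBP4 and IFITM3 belong to families whose copies could share reads. Counts of GBP5 (XR_233988.4, chromosome 3, 54094968 to 54111588) averaged 3.87 ± 0.453 CPM (SD, n = 3) before infection and 10.8 ± 1.12 CPM (SD, n = 3) at 10 dpi, and the log2 fold change was 1.48 (standard error 0.14, edgeR adjusted p = 4.65e-04). The GBP5 values of individuals 3 and 4 were 3.61 and 3.78 CPM, and the log2 fold change over all 8 samples was 1.51 (edgeR adjusted p = 1.65e-05). Expression of GBP4 (XM_024989678.1, chromosome 3, 54187545 to 54507575) went from 19.2 ± 2.85 CPM (SD, n = 3) at 0 dpi to 61.0 ± 9.34 CPM (SD, n = 3) at 10 dpi, which gave a log2 fold change of 1.66 (standard error 0.14, edgeR adjusted p = 3.15e-04). Individual 3 had 19.7 CPM of GBP4 and individual 4 had 18.3 CPM, and with both the log2 fold change was 1.67 (edgeR adjusted p = 7.39e-06). IFITM3 (NM_001078141.2, chromosome 29, 50930483 to 50931540) was at 0.218 ± 0.191 CPM (SD, n = 3) at 0 dpi and 1.38 ± 0.641 CPM (SD, n = 3) at 10 dpi, a log2 fold change of 2.60 (standard error 0.60, edgeR adjusted p = 0.0173). IFITM3 stood at 0.398 CPM in individual 3 and 0.175 CPM in individual 4, and over all 8 samples its log2 fold change was 2.43 (edgeR adjusted p = 0.00495). The call on IFITM3 was lost without animal #1 at 0 dpi (edgeR adjusted p = 0.0789), animal #1 at 10 dpi (edgeR adjusted p = 0.0526) or animal #2 at 10 dpi (edgeR adjusted p = 0.0541). Adjusted p for IFITM3 ranged from 2.22e-04 to 0.0789 over the alternatives. How far the list overlaps the earlier lipopolysaccharide study was not tested, since that study's values are not used here.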

Interestingly, it has been reported that peritoneal macrophages from *Babesia microti*-infected mice exhibited hyperreactivity and released cytokines in response to LPS [58]. The actual *Babesia* spp. PAMPs recognized by the host immune system remain unknown, and it appears that the glycosylphosphatidylinositol anchor (GPI) in the parasite cell membrane may be a candidate, as described for *Plasmodium falciparum* and *Trypanosoma cruzi* [59]. In addition, *Babesia* spp. carry CpG motifs in their DNA [60], which may also act as PAMPs that bind to receptors to activate innate immune responses.

### Complement

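The complement genes C2, CFB, C1R, C1RL, C3AR1, CFP and CFI were all called higher. C2 (XM_005223654.4, chromosome 23, 27421809 to 27433617) rose from 4.41 ± 1.56 CPM (SD, n = 3) to 44.9 ± 15.0 CPM (SD, n = 3) in the study's animals, with a log2 fold change of 3.34 (standard error 0.32, edgeR adjusted p = 0.00120). With individuals 3 (4.32 CPM) and 4 (2.41 CPM) included, the log2 fold change of C2 was 3.49 (edgeR adjusted p = 7.79e-05). Counts of CFB (NM_001040526.1, chromosome 23, 27415351 to 27421377) averaged 0.317 ± 0.0922 CPM (SD, n = 3) before infection and 2.82 ± 0.507 CPM (SD, n = 3) at 10 dpi, and the log2 fold change was 3.16 (standard error 0.29, edgeR adjusted p = 3.79e-04). The CFB values of individuals 3 and 4 were 0.199 and 0.210 CPM, and the log2 fold change over all 8 samples was 3.39 (edgeR adjusted p = 1.51e-05). C1R, near C1RL on chromosome 5 and possibly sharing reads with it, rose with a large spread. Expression of C1R (XM_005207129.4, chromosome 5, 103376476 to 103387592) went from 3.76 ± 1.64 CPM (SD, n = 3) at 0 dpi to 36.7 ± 21.7 CPM (SD, n = 3) at 10 dpi, which gave a log2 fold change of 3.28 (standard error 0.64, edgeR adjusted p = 0.0222). Individual 3 had 5.88 CPM of C1R and individual 4 had 2.59 CPM, and with both the log2 fold change was 3.21 (edgeR adjusted p = 0.00296). The call on C1R was lost without animal #1 at 0 dpi (edgeR adjusted p = 0.0576), animal #2 at 0 dpi (edgeR adjusted p = 0.0542), animal #3 at 0 dpi (edgeR adjusted p = 0.0590) or animal #1 at 10 dpi (edgeR adjusted p = 0.0962). The C1R adjusted p over the alternatives ranged from 9.56e-06 to 0.0962. C1RL (XM_015471301.2, chromosome 5, 103273790 to 103284063) was at 2.20 ± 0.486 CPM (SD, n = 3) at 0 dpi and 9.71 ± 0.896 CPM (SD, n = 3) at 10 dpi, a log2 fold change of 2.14 (standard error 0.18, edgeR adjusted p = 2.67e-04). C1RL stood at 1.79 CPM in individual 3 and 1.15 CPM in individual 4, and over all 8 samples its log2 fold change was 2.35 (edgeR adjusted p = 4.07e-05). CFI (NM_001038096.1, chromosome 6, 15614421 to 15664738) rose from 0.236 ± 0.0275 CPM (SD, n = 3) to 1.79 ± 0.289 CPM (SD, n = 3) in the study's animals, with a log2 fold change of 2.89 (standard error 0.29, edgeR adjusted p = 5.45e-04). With individuals 3 (0.312 CPM) and 4 (0.280 CPM) included, the log2 fold change of CFI was 2.75 (edgeR adjusted p = 2.98e-05). Counts of CFP (NM_001076178.2, chromosome X, 85997325 to 86002710) averaged 16.2 ± 3.32 CPM (SD, n = 3) before infection and 38.4 ± 4.73 CPM (SD, n = 3) at 10 dpi, and the log2 fold change was 1.24 (standard error 0.16, edgeR adjusted p = 0.00166). The CFP values of individuals 3 and 4 were 13.3 and 9.58 CPM, and the log2 fold change over all 8 samples was 1.43 (edgeR adjusted p = 5.95e-04). Expression of C3AR1 (NM_001083752.1, chromosome 5, 101566571 to 101575901) went from 3.47 ± 0.506 CPM (SD, n = 3) at 0 dpi to 7.19 ± 1.89 CPM (SD, n = 3) at 10 dpi, which gave a log2 fold change of 1.05 (standard error 0.21, edgeR adjusted p = 0.0101). Individual 3 had 2.93 CPM of C3AR1 and individual 4 had 1.68 CPM, and with both the log2 fold change was 1.26 (edgeR adjusted p = 0.00452). The call on C3AR1 was lost without animal #2 at 0 dpi (log2 fold change 0.99) or animal #2 at 10 dpi (log2 fold change 0.86). For C3AR1 the alternatives gave adjusted p from 2.30e-04 to 0.0493.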

 Sixteen cattle complement genes, including complement C2, complement factor B (CFB), complement C1r (C1R), C1R-like, C3aR1, complement factor properdin (CFP) and complement factor I (CFI) were upregulated two- to 10.6-fold in response to the infection. Two C1qA chain transcripts showed a twofold downregulation by the infection. 

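C1QA has 1 annotated transcript under that symbol. C1QA (NM_001014945.2, chromosome 2, 130189866 to 130192754) was at 4.51 ± 1.76 CPM (SD, n = 3) at 0 dpi and 2.16 ± 1.24 CPM (SD, n = 3) at 10 dpi, a log2 fold change of -1.08 (standard error 0.49, edgeR adjusted p = 0.152). C1QA stood at 6.22 CPM in individual 3 and 5.38 CPM in individual 4, and over all 8 samples its log2 fold change was -1.24 (edgeR adjusted p = 0.0477). C1QA was called by DESeq2 (DESeq2 adjusted p = 0.0457), with the animal as a replicate block (edgeR adjusted p = 0.0462) and without animal #3 at 10 dpi (edgeR adjusted p = 0.0448). Adjusted p for C1QA ranged from 0.0448 to 0.315 over the alternatives. Its libraries overlapped between the time points, and animal #2 at 0 dpi, at 2.49 CPM, stood apart below the other 4 libraries of that day.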

The complement system consists of several plasma proteins that work together to opsonize microorganisms and initiate a series of inflammatory responses that aid in fighting infection [61]. A study demonstrated the depletion of complement proteins C2, C3, C4 and C5 during *Babesia rodhaini* infection in a rat model, suggesting that the complement pathways are activated during the protozoan infection [62]. However, the hypocomplementemia may be related to the anemia and thrombocytopenia observed in this disease, as well as to the formation of antigen–antibody complexes associated with C3, which have been detected in the renal glomeruli of infected rats [62]. Additional studies involving serum protein quantification of complement components should be conducted in *B. bovis*-infected cattle to better determine whether the complement pathways are activated during infection.

### Cytokines and chemokines

 Interleukin-10, an anti-inflammatory mediator that helps protect the host from exacerbated responses to pathogens [63], was upregulated 4.5-fold in the *B. bovis*-infected animals. 

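IL10 (NM_174088.1, chromosome 16, 4551373 to 4555309) rose from 0.264 ± 0.124 CPM (SD, n = 3) to 1.19 ± 0.433 CPM (SD, n = 3) in the study's animals, with a log2 fold change of 2.12 (standard error 0.43, edgeR adjusted p = 0.0103). With individuals 3 (0.0568 CPM) and 4 (0.175 CPM) included, the log2 fold change of IL10 was 2.53 (edgeR adjusted p = 0.00252). The values rest on 23 reads in the study's 0 dpi libraries and 145 at 10 dpi.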

IL-10 is a secreted cytokine produced by cells of the innate immune system, including DCs, NK cells, eosinophils, neutrophils, macrophages and mast cells. It is also expressed by various cells of the adaptive immune system, including T cells (TH1, TH2 and TH17 cell subsets, CD8+ T cells) and B cells (review by [64]). Studies on *Leishmania* have reported that IL-10 inhibits the killing of intracellular pathogens by reducing the production of NO metabolites via IFN-γ-activated macrophages [65, 66]. In humans, IL-10 also inhibits the antigen-presenting capacity of monocytes through by downregulating class II MHC expression, thereby preventing the antigen-specific T cell proliferation [67]. Additionally, receptors for the anti-inflammatory transforming growth factor (TGF) family ACVRL1, ACVR1B and LTBR were upregulated 2.1- to threefold in infected animals. In contrast, the pro-inflammatory cytokines IL-1B, IL-18, IL-27 and TNF were upregulated by 2.1- to 5.5-fold in infected animals. 

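Counts of ACVRL1 (NM_001083479.1, chromosome 5, 27943345 to 27952242) averaged 9.93 ± 2.14 CPM (SD, n = 3) before infection and 29.7 ± 7.00 CPM (SD, n = 3) at 10 dpi, and the log2 fold change was 1.58 (standard error 0.22, edgeR adjusted p = 0.00302). The ACVRL1 values of individuals 3 and 4 were 8.09 and 5.70 CPM, and the log2 fold change over all 8 samples was 1.77 (edgeR adjusted p = 6.01e-04). Expression of ACVR1B (XM_024992431.1, chromosome 5, 27881756 to 27915461) went from 12.6 ± 1.66 CPM (SD, n = 3) at 0 dpi to 26.8 ± 5.10 CPM (SD, n = 3) at 10 dpi, which gave a log2 fold change of 1.08 (standard error 0.16, edgeR adjusted p = 0.00301). Individual 3 had 8.83 CPM of ACVR1B and individual 4 had 9.82 CPM, and with both the log2 fold change was 1.25 (edgeR adjusted p = 5.29e-04). The call on ACVR1B was lost without animal #2 at 0 dpi (log2 fold change 0.99) or animal #1 at 10 dpi (log2 fold change 0.92). The ACVR1B adjusted p over the alternatives ranged from 1.96e-08 to 0.0177. LTBR (NM_001103228.2, chromosome 5, 103976078 to 103983838) was at 5.10 ± 0.928 CPM (SD, n = 3) at 0 dpi and 12.2 ± 2.01 CPM (SD, n = 3) at 10 dpi, a log2 fold change of 1.26 (standard error 0.18, edgeR adjusted p = 0.00263). LTBR stood at 4.20 CPM in individual 3 and 3.43 CPM in individual 4, and over all 8 samples its log2 fold change was 1.42 (edgeR adjusted p = 3.20e-04).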

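IL27, IL18 and TNF were called higher, and IL1B was not called from the study's samples. IL27 (XM_024985028.1, chromosome 25, 26061241 to 26066688) rose from 0.319 ± 0.0320 CPM (SD, n = 3) to 1.77 ± 0.292 CPM (SD, n = 3) in the study's animals, with a log2 fold change of 2.45 (standard error 0.28, edgeR adjusted p = 9.85e-04). With individuals 3 (0.369 CPM) and 4 (0.140 CPM) included, the log2 fold change of IL27 was 2.56 (edgeR adjusted p = 1.49e-04). Counts of IL18 (XM_005215801.4, chromosome 15, 22475960 to 22501557) averaged 0.766 ± 0.326 CPM (SD, n = 3) before infection and 2.18 ± 0.220 CPM (SD, n = 3) at 10 dpi, and the log2 fold change was 1.50 (standard error 0.30, edgeR adjusted p = 0.00993). The IL18 values of individuals 3 and 4 were 0.937 and 0.769 CPM, and the log2 fold change over all 8 samples was 1.44 (edgeR adjusted p = 0.00221). Expression of TNF (NM_173966.3, chromosome 23, 27716170 to 27718943) went from 5.44 ± 1.35 CPM (SD, n = 3) at 0 dpi to 11.5 ± 2.12 CPM (SD, n = 3) at 10 dpi, which gave a log2 fold change of 1.07 (standard error 0.21, edgeR adjusted p = 0.00910). Individual 3 had 5.54 CPM of TNF and individual 4 had 4.33 CPM, and with both the log2 fold change was 1.13 (edgeR adjusted p = 0.00131). The call on TNF was lost without animal #3 at 0 dpi (log2 fold change 0.89) or animal #2 at 10 dpi (log2 fold change 0.98). For TNF the alternatives gave adjusted p from 2.95e-05 to 0.0344. IL1B (NM_174093.1, chromosome 11, 46543408 to 46551922) was at 1.79 ± 0.293 CPM (SD, n = 3) at 0 dpi and 3.81 ± 2.03 CPM (SD, n = 3) at 10 dpi, a log2 fold change of 1.10 (standard error 0.42, edgeR adjusted p = 0.0960). IL1B stood at 1.14 CPM in individual 3 and 1.15 CPM in individual 4, and over all 8 samples its log2 fold change was 1.33 (edgeR adjusted p = 0.0201). IL1B was called by DESeq2 (DESeq2 adjusted p = 0.0296) and without animal #2 at 10 dpi (edgeR adjusted p = 0.00741). Adjusted p for IL1B ranged from 0.00741 to 0.274 over the alternatives. The IL1B libraries overlapped between the time points, with 5.56, 1.58 and 4.29 CPM at 10 dpi in animals #1, #2 and #3 and 1.86, 1.47 and 2.05 CPM at 0 dpi.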

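IL12A (NM_174355.2, chromosome 1, 107433482 to 107440180), the p35 subunit gene of IL-12, had 0, 0 and 0 reads at 0 dpi in animals #1, #2 and #3, 0.5 and 1 in individuals 3 and 4, and 0, 3.5 and 0 at 10 dpi, too few for the low-count filter and under or close to the floor of 3 reads in both groups. No fold is given for IL12A. IL12B (XM_005209679.4, chromosome 7, 70896241 to 70911815), the p40 subunit gene, had 13.5, 8 and 12 reads at 0 dpi, 5.5 and 9 in individuals 3 and 4, and 47.5, 2 and 6 at 10 dpi. Its log2 fold change was 0.0096 (standard error 0.75, edgeR adjusted p = 0.994) and 0.27 (edgeR adjusted p = 0.793) over all 8 samples. The direction of IL12B was not stable. The log2 fold change was -1.79 without animal #1 at 10 dpi and -0.20 without animal #2 at 0 dpi, and it was also below 0 by DESeq2 (-0.064), by limma-voom (-0.65) and with the animal as a replicate block (-0.22). None of these settings called it.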

Unlike young animals, which typically recover from *B. bovis* infection through IL-12-mediated inflammatory response [68], in the present study we found no evidence of IL-12 modulation in adult animals. Moreover, nine transcript-associated receptors for IL-1, IL-9, IL-17 and IL-23 (IL1R2, IL9R, IL17RD and IL23R) were downregulated by 2.1- to 10.1-fold in *B. bovis*-infected animals. 

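IL1R2, IL23R, IL17RD and IL9R were called lower from the study's samples. IL1R2 (XM_010809815.3, chromosome 11, 6689951 to 6728960) fell from 1.03 ± 0.642 CPM (SD, n = 3) to 0.103 ± 0.0406 CPM (SD, n = 3) in the study's animals, with a log2 fold change of -3.31 (standard error 0.58, edgeR adjusted p = 0.00638). With individuals 3 (0.937 CPM) and 4 (0.839 CPM) included, the log2 fold change of IL1R2 was -3.23 (edgeR adjusted p = 0.00132). Counts of IL23R (XM_005204485.4, chromosome 3, 78076709 to 78152089) averaged 0.928 ± 0.142 CPM (SD, n = 3) before infection and 0.245 ± 0.0488 CPM (SD, n = 3) at 10 dpi, and the log2 fold change was -1.94 (standard error 0.32, edgeR adjusted p = 0.00513). The IL23R values of individuals 3 and 4 were 0.966 and 2.06 CPM, and the log2 fold change over all 8 samples was -2.26 (edgeR adjusted p = 0.00230). Individual 4 stood apart above the other 4 libraries at 0 dpi for IL23R. Expression of IL17RD (XM_024983100.1, chromosome 22, 43940241 to 44008679) went from 1.42 ± 0.297 CPM (SD, n = 3) at 0 dpi to 0.521 ± 0.149 CPM (SD, n = 3) at 10 dpi, which gave a log2 fold change of -1.44 (standard error 0.30, edgeR adjusted p = 0.0120). Individual 3 had 0.682 CPM of IL17RD and individual 4 had 1.01 CPM, and with both the log2 fold change was -1.18 (edgeR adjusted p = 0.0230). The call on IL17RD was lost without animal #1 at 10 dpi (edgeR adjusted p = 0.0524). The IL17RD adjusted p over the alternatives ranged from 0.00248 to 0.0524. IL9R (XM_024985216.1, chromosome 25, 97378 to 111916) was at 16.0 ± 5.17 CPM (SD, n = 3) at 0 dpi and 7.53 ± 2.04 CPM (SD, n = 3) at 10 dpi, a log2 fold change of -1.09 (standard error 0.26, edgeR adjusted p = 0.0226). IL9R stood at 5.94 CPM in individual 3 and 7.38 CPM in individual 4, and over all 8 samples its log2 fold change was -0.70 (edgeR adjusted p = 0.238). The call on IL9R was lost without animal #1 at 0 dpi (edgeR adjusted p = 0.0562), animal #1 at 10 dpi (edgeR adjusted p = 0.0932) or animal #2 at 10 dpi (edgeR adjusted p = 0.0678). For IL9R the alternatives gave adjusted p from 1.62e-04 to 0.238. IL9R was not called over all 8 samples.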

Figure 8 presents a schematic of cytokines and chemokines and their receptor interactions.

**Fig. 8:**
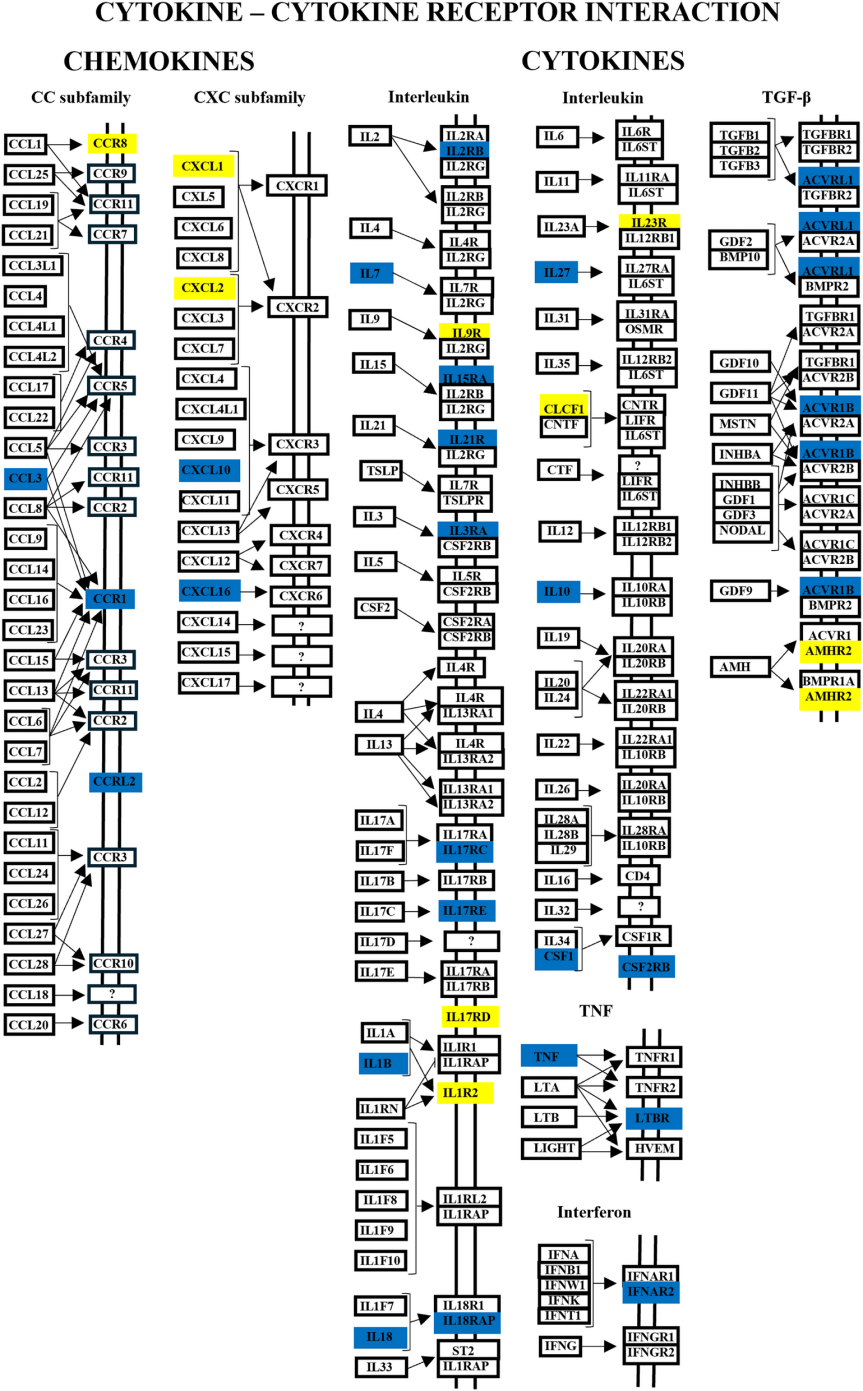
Bovine cytokine and chemokine genes and their interactions with receptors, modulated in response to *Babesia bovis* infection or as a result of the acute phase of the disease at 10 days post-infection. The scheme was used from KEGG PATHWAY Database and modified. Upregulated genes are highlighted in blue, downregulated genes are highlighted in yellow and non-modulated genes are in black font. IL, Interleukin; TGFβ, transforming growth factor beta; TNF, tumor necrosis factor

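Receptors drawn in the scheme (Fig. 8) and not given in the text include IL15RA, IL17RC, IL21R, IL2RB, IL3RA, IFNAR2, IL18RAP, CSF2RB, IL17RE, CCRL2, CCR8 and AMHR2. IL15RA (XM_002692067.5, chromosome 13, 17518497 to 17555096) rose from 0.811 ± 0.334 CPM (SD, n = 3) to 5.75 ± 1.14 CPM (SD, n = 3) in the study's animals, with a log2 fold change of 2.84 (standard error 0.28, edgeR adjusted p = 5.46e-04). With individuals 3 (0.909 CPM) and 4 (0.280 CPM) included, the log2 fold change of IL15RA was 2.99 (edgeR adjusted p = 1.32e-04). Counts of IL17RC (XM_005222384.4, chromosome 22, 16828933 to 16840496) averaged 2.23 ± 0.264 CPM (SD, n = 3) before infection and 6.70 ± 1.34 CPM (SD, n = 3) at 10 dpi, and the log2 fold change was 1.59 (standard error 0.19, edgeR adjusted p = 0.00126). The IL17RC values of individuals 3 and 4 were 1.31 and 1.43 CPM, and the log2 fold change over all 8 samples was 1.84 (edgeR adjusted p = 2.45e-04). Expression of IL21R (XM_005224814.4, chromosome 25, 24966327 to 25002149) went from 12.3 ± 2.26 CPM (SD, n = 3) at 0 dpi to 27.6 ± 4.25 CPM (SD, n = 3) at 10 dpi, which gave a log2 fold change of 1.16 (standard error 0.16, edgeR adjusted p = 0.00275). Individual 3 had 8.49 CPM of IL21R and individual 4 had 11.5 CPM, and with both the log2 fold change was 1.28 (edgeR adjusted p = 4.67e-04). IL2RB (XM_010805353.2, chromosome 5, 75584534 to 75591455) was at 0.369 ± 0.154 CPM (SD, n = 3) at 0 dpi and 1.10 ± 0.134 CPM (SD, n = 3) at 10 dpi, a log2 fold change of 1.58 (standard error 0.34, edgeR adjusted p = 0.0133). IL2RB stood at 0.511 CPM in individual 3 and 0.105 CPM in individual 4, and over all 8 samples its log2 fold change was 1.66 (edgeR adjusted p = 0.00962). The call on IL2RB was lost without animal #1 at 0 dpi (edgeR adjusted p = 0.0501). Adjusted p for IL2RB ranged from 0.00431 to 0.0501 over the alternatives. IL3RA (XM_024990300.1, chromosome 3, 119479860 to 119499455) rose from 0.223 ± 0.0592 CPM (SD, n = 3) to 0.699 ± 0.199 CPM (SD, n = 3) in the study's animals, with a log2 fold change of 1.62 (standard error 0.39, edgeR adjusted p = 0.0190). With individuals 3 (0.0284 CPM) and 4 (0.0699 CPM) included, the log2 fold change of IL3RA was 2.19 (edgeR adjusted p = 0.00781). The call on IL3RA was lost without animal #2 at 0 dpi (edgeR adjusted p = 0.0670), animal #3 at 0 dpi (edgeR adjusted p = 0.0502), animal #1 at 10 dpi (edgeR adjusted p = 0.0748) or animal #2 at 10 dpi (edgeR adjusted p = 0.0642). The IL3RA adjusted p over the alternatives ranged from 0.00780 to 0.0748.

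Counts of IFNAR2 (NM_174553.2, chromosome 1, 2315591 to 2350080) averaged 12.6 ± 1.94 CPM (SD, n = 3) before infection and 27.4 ± 2.62 CPM (SD, n = 3) at 10 dpi, and the log2 fold change was 1.12 (standard error 0.13, edgeR adjusted p = 0.00119). The IFNAR2 values of individuals 3 and 4 were 17.3 and 14.1 CPM, and the log2 fold change over all 8 samples was 0.99 (edgeR adjusted p = 6.65e-04). Expression of AMHR2 (XM_024991706.1, chromosome 5, 26591515 to 26598208) went from 7.33 ± 1.56 CPM (SD, n = 3) at 0 dpi to 2.80 ± 0.216 CPM (SD, n = 3) at 10 dpi, which gave a log2 fold change of -1.40 (standard error 0.18, edgeR adjusted p = 0.00170). Individual 3 had 5.76 CPM of AMHR2 and individual 4 had 6.82 CPM, and with both the log2 fold change was -1.31 (edgeR adjusted p = 3.81e-04). IFNAR2 fell short of the fold threshold over all 8 samples. IL18RAP, CSF2RB and CCR8 were not called from the study's samples. IL18RAP (XM_010809839.2, chromosome 11, 7203276 to 7233721) was at 0.856 ± 0.399 CPM (SD, n = 3) at 0 dpi and 2.20 ± 1.09 CPM (SD, n = 3) at 10 dpi, a log2 fold change of 1.35 (standard error 0.48, edgeR adjusted p = 0.0742). IL18RAP stood at 1.31 CPM in individual 3 and 2.03 CPM in individual 4, and over all 8 samples its log2 fold change was 0.89 (edgeR adjusted p = 0.154). IL18RAP was called by DESeq2 (DESeq2 adjusted p = 0.0252), with the animal as a replicate block (edgeR adjusted p = 0.0309) and without animal #3 at 10 dpi (edgeR adjusted p = 0.0135). For IL18RAP the alternatives gave adjusted p from 0.0135 to 0.20. CSF2RB (XM_005206838.4, chromosome 5, 75349230 to 75372728) rose from 31.6 ± 8.11 CPM (SD, n = 3) to 61.9 ± 4.01 CPM (SD, n = 3) in the study's animals, with a log2 fold change of 0.97 (standard error 0.18, edgeR adjusted p = 0.00774). With individuals 3 (30.2 CPM) and 4 (25.1 CPM) included, the log2 fold change of CSF2RB was 1.05 (edgeR adjusted p = 9.73e-04). CSF2RB was called by limma-voom (limma-voom adjusted p = 0.00623) and without animal #1 at 0 dpi (edgeR adjusted p = 0.0320), animal #3 at 0 dpi (edgeR adjusted p = 0.00793) and animal #2 at 10 dpi (edgeR adjusted p = 0.0225). Adjusted p for CSF2RB ranged from 8.30e-07 to 0.0320 over the alternatives. Counts of CCR8 (XM_024982427.1, chromosome 22, 12591158 to 12636482) averaged 3.99 ± 1.53 CPM (SD, n = 3) before infection and 2.06 ± 0.302 CPM (SD, n = 3) at 10 dpi, and the log2 fold change was -0.96 (standard error 0.27, edgeR adjusted p = 0.0324). The CCR8 values of individuals 3 and 4 were 5.42 and 2.13 CPM, and the log2 fold change over all 8 samples was -0.93 (edgeR adjusted p = 0.0492). CCR8 was called without animal #2 at 0 dpi (edgeR adjusted p = 0.0413) and animal #3 at 0 dpi (edgeR adjusted p = 0.0313). The CCR8 adjusted p over the alternatives ranged from 0.00465 to 0.0991. CSF2RB was called over all 8 samples. CCRL2, listed under LOC112443512 (XM_024983340.1, chromosome 22, 14934767 to 14946096), had 0, 0.5 and 3 reads at 0 dpi, 2.5 and 2 in individuals 3 and 4, and 13, 26.5 and 7.5 at 10 dpi, did not pass the filter, and without the filter the log2 fold change was 3.02 (standard error 0.87, edgeR adjusted p = 0.0364). DESeq2 called it too (DESeq2 adjusted p = 0.0306). IL17RE (XM_010817592.3, chromosome 22, 16840563 to 16851723), with 3, 4.5 and 5 reads at 0 dpi, 8 and 10 in individuals 3 and 4, and 11, 5 and 11.5 at 10 dpi, did not pass it either, and without the filter its log2 fold change was 0.56 (standard error 0.54, edgeR adjusted p = 0.525).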

Four colony-stimulating factor 1 (CSF1) variants were upregulated by 4.2- to 5.6-fold and two regakine 1 genes were upregulated 9.8- and 10.2-fold, in *B. bovis*-infected cattle. 

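Expression of CSF1 (XM_005204070.4, chromosome 3, 33489270 to 33509360) went from 1.22 ± 0.175 CPM (SD, n = 3) at 0 dpi to 5.88 ± 0.263 CPM (SD, n = 3) at 10 dpi, which gave a log2 fold change of 2.25 (standard error 0.17, edgeR adjusted p = 1.32e-04). Individual 3 had 0.880 CPM of CSF1 and individual 4 had 1.22 CPM, and with both the log2 fold change was 2.34 (edgeR adjusted p = 7.39e-06). The 4 variants were all called, with log2 fold changes from 2.09 to 2.46. Regakine 1 is listed under LOC504773. the regakine 1 gene (NM_001034220.2, chromosome 19, 14421385 to 14427666) was at 0.310 ± 0.214 CPM (SD, n = 3) at 0 dpi and 3.11 ± 2.14 CPM (SD, n = 3) at 10 dpi, a log2 fold change of 3.35 (standard error 0.80, edgeR adjusted p = 0.0271). The regakine 1 gene stood at 0.170 CPM in individual 3 and 0.140 CPM in individual 4, and over all 8 samples its log2 fold change was 3.67 (edgeR adjusted p = 0.00298). The call on the regakine 1 gene was lost by limma-voom (limma-voom adjusted p = 0.0989), with no low-count filter (edgeR adjusted p = 0.0641) or without animal #1 at 0 dpi (edgeR adjusted p = 0.0700), animal #2 at 0 dpi (edgeR adjusted p = 0.0775), animal #3 at 0 dpi (edgeR adjusted p = 0.0690), animal #1 at 10 dpi (edgeR adjusted p = 0.100) or animal #2 at 10 dpi (edgeR adjusted p = 0.0621). For the regakine 1 gene the alternatives gave adjusted p from 3.46e-06 to 0.100. Both variants were called, at log2 fold changes of 3.30 and 3.35.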

CSF-1 is a glycoprotein also known as macrophage-CSF (M-CSF). CSF-1 and its receptor control the survival, proliferation and differentiation of mononuclear phagocytes to fully differentiated nondividing macrophages [69]. Regakine is a plasma chemoattractant chemokine that is constitutively present in bovine serum and works synergistically with IL-8 to attract neutrophils, thereby amplifying the inflammatory response [70, 71]. Chemokine ligand 1 (CXCL1) and 2 (CXCL2) were downregulated by 12.6- and 26.3-fold in the *B. bovis* infected cattle. 

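CXCL1 is listed under its older symbol GRO1, and it and CXCL2 lie near each other on chromosome 6, where copies could share reads. CXCL1 (NM_175700.2, chromosome 6, 89072989 to 89075128) fell from 3.31 ± 1.81 CPM (SD, n = 3) to 0.252 ± 0.176 CPM (SD, n = 3) in the study's animals, with a log2 fold change of -3.63 (standard error 0.58, edgeR adjusted p = 0.00615). With individuals 3 (0.937 CPM) and 4 (2.20 CPM) included, the log2 fold change of CXCL1 was -3.28 (edgeR adjusted p = 0.00701). Counts of CXCL2 (NM_174299.3, chromosome 6, 88946402 to 88948465) averaged 2.07 ± 0.258 CPM (SD, n = 3) before infection and 0.0701 ± 0.0759 CPM (SD, n = 3) at 10 dpi, and the log2 fold change was -4.66 (standard error 0.53, edgeR adjusted p = 0.00103). The CXCL2 values of individuals 3 and 4 were 0.341 and 0.804 CPM, and the log2 fold change over all 8 samples was -4.15 (edgeR adjusted p = 0.00638). The value for CXCL2 at 10 dpi rests on 10 reads. Without animal #1 at 10 dpi its log2 fold change was -5.99.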

The CXCL10 transcript was upregulated 7.1-fold in the infected animals, reinforcing previous observations [26], and CXCL16 was also upregulated 3.3-fold in infected animals. 

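Expression of CXCL10 (NM_001046551.2, chromosome 6, 90881993 to 90884345) went from 1.40 ± 0.645 CPM (SD, n = 3) at 0 dpi to 9.98 ± 4.93 CPM (SD, n = 3) at 10 dpi, which gave a log2 fold change of 2.81 (standard error 0.49, edgeR adjusted p = 0.00980). Individual 3 had 2.53 CPM of CXCL10 and individual 4 had 1.50 CPM, and with both the log2 fold change was 2.57 (edgeR adjusted p = 0.00193). CXCL16 (NM_001046095.2, chromosome 19, 26615779 to 26619263) was at 1.20 ± 0.169 CPM (SD, n = 3) at 0 dpi and 3.88 ± 1.48 CPM (SD, n = 3) at 10 dpi, a log2 fold change of 1.70 (standard error 0.29, edgeR adjusted p = 0.00584). CXCL16 stood at 1.53 CPM in individual 3 and 1.68 CPM in individual 4, and over all 8 samples its log2 fold change was 1.51 (edgeR adjusted p = 0.00166).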

CXCL1 is expressed on the surface of neutrophils, NK cells and macrophages and has neutrophil chemoattractant activity [72]. CXCL2 is capable of recruiting monocytes, memory T cells and DCs [73]. CXCL10 is an IFN-γ-induced protein and is produced by macrophages, T cells and other cell types [74]. 

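CCL3 is listed under LOC616364 (XM_002695625.5, chromosome 19, 14388177 to 14390506). It had 5, 1.5 and 1.5 reads at 0 dpi in animals #1, #2 and #3, 1.5 and 15.5 in individuals 3 and 4, and 97, 48 and 1 at 10 dpi, and did not pass the low-count filter of the study's samples. For CCL3 without the filter the log2 fold change was 3.36 (standard error 1.35, edgeR adjusted p = 0.168), while DESeq2 called it (log2 fold change 3.40, DESeq2 adjusted p = 0.00555). Over all 8 samples it passed the filter with a log2 fold change of 2.57 (edgeR adjusted p = 0.0733), where individual 4, at 0.559 CPM, stood apart from the other 4 libraries at 0 dpi. Without animal #3 at 10 dpi, which had the fewest CCL3 reads of that day, it was called (log2 fold change 3.90, edgeR adjusted p = 7.57e-04). With that library the time points overlapped. CCR1 (XM_015459656.2, chromosome 22, 53225956 to 53232299) rose from 28.8 ± 10.8 CPM (SD, n = 3) to 59.3 ± 8.32 CPM (SD, n = 3) in the study's animals, with a log2 fold change of 1.04 (standard error 0.26, edgeR adjusted p = 0.0317). With individuals 3 (21.5 CPM) and 4 (22.7 CPM) included, the log2 fold change of CCR1 was 1.18 (edgeR adjusted p = 0.00541). The call on CCR1 was lost with no low-count filter (edgeR adjusted p = 0.0609) or without animal #1 at 0 dpi (edgeR adjusted p = 0.0890), animal #2 at 0 dpi (log2 fold change 0.81), animal #1 at 10 dpi (edgeR adjusted p = 0.115), animal #2 at 10 dpi (edgeR adjusted p = 0.0740) or animal #3 at 10 dpi (edgeR adjusted p = 0.0545). Adjusted p for CCR1 ranged from 5.82e-05 to 0.115 over the alternatives.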

The chemokine CCL3 and its receptor CCR1 were upregulated 10.5- and two-fold, respectively, by the infection (Fig. 8).

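IFNG (NM_174086.1, chromosome 5, 45624513 to 45629336), the IFN-γ gene, had 7.5, 2 and 2 reads at 0 dpi in animals #1, #2 and #3 and 22, 23.5 and 4 at 10 dpi, which is 0.136 ± 0.105 CPM (SD, n = 3) and 0.414 ± 0.303 CPM (SD, n = 3). It did not pass the low-count filter, and without the filter its log2 fold change was 1.54 (standard error 0.71, edgeR adjusted p = 0.166). Individuals 3 and 4 had 6 and 15 reads, and over all 8 samples IFNG passed the filter with a log2 fold change of 0.87 (edgeR adjusted p = 0.341). Without animal #3 at 10 dpi, the lowest of that day, IFNG was tested and called, at a log2 fold change of 1.94 (edgeR adjusted p = 0.0431). DESeq2 did not call it (log2 fold change 1.58, DESeq2 adjusted p = 0.219), and over the alternatives the adjusted p ranged from 0.0431 to 0.349.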

IFN-γ, the cytokine reported in the literature as important for the initial control of *B. bovis* by the host, was not detected in this transcriptome at 10 dpi. However, IFN-γ was detected by an enzyme-linked immunosorbent (ELISA) analysis in the sera of animals infected with *B. bovis* at different times in a previous study [26]. These discrepant results may suggest that IFN-γ is produced by splenic cells but not by PBMCs, or that IFN-γ production in PBMCs occurs at different timepoints that were not analyzed in this transcriptomic analysis. Similar to the severe manifestations of malaria (*Plasmodium* spp.) in susceptible mice, the lethality of bovine babesiosis in adult animals appears to be associated with the nature and regulation of cytokine responses. The inadequate development of inflammatory responses also seems to contribute to severe infections and mortality among *B. bovis*-infected hosts [75].

### Signaling pathways

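Counts of TLR8 (XM_005228488.4, chromosome X, 130728235 to 130745815) averaged 26.0 ± 6.47 CPM (SD, n = 3) before infection and 61.0 ± 11.8 CPM (SD, n = 3) at 10 dpi, and the log2 fold change was 1.23 (standard error 0.20, edgeR adjusted p = 0.00617). The TLR8 values of individuals 3 and 4 were 24.0 and 20.1 CPM, and the log2 fold change over all 8 samples was 1.32 (edgeR adjusted p = 5.32e-04). Expression of TICAM2 (XM_005211212.4, chromosome 10, 4427216 to 4444675) went from 7.18 ± 0.571 CPM (SD, n = 3) at 0 dpi to 15.5 ± 1.40 CPM (SD, n = 3) at 10 dpi, which gave a log2 fold change of 1.11 (standard error 0.12, edgeR adjusted p = 9.12e-04). Individual 3 had 7.58 CPM of TICAM2 and individual 4 had 5.91 CPM, and with both the log2 fold change was 1.15 (edgeR adjusted p = 7.88e-05).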

Some genes identified in the present RNA-Seq analysis are involved in cell signaling pathways—for example, TLR8 and toll-like receptor adaptor molecule 2 (TICAM2) were upregulated 2.1- to 2.3-fold in infected animals. DENN domain-containing 2A (DENND2A) transcript was upregulated fourfold during *B. bovis* infection. 

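DENND2A (XM_002687070.6, chromosome 4, 103878114 to 103949188) was at 0.186 ± 0.0552 CPM (SD, n = 3) at 0 dpi and 0.795 ± 0.221 CPM (SD, n = 3) at 10 dpi, a log2 fold change of 2.03 (standard error 0.40, edgeR adjusted p = 0.00898). DENND2A stood at 0.227 CPM in individual 3 and 0.175 CPM in individual 4, and over all 8 samples its log2 fold change was 2.00 (edgeR adjusted p = 0.00140).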

DENND2A interacts with SAM and SH3 domain-containing protein 1 (SASH1), a scaffold protein involved in TRL signaling, and inhibits the NF-κB activation through this pathway, thereby suppressing the production of proinflammatory cytokines and interferons [76]. In addition, in this study, SASH1 genes were upregulated by 6.6-fold in *B. bovis*-infected animals. 

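SASH1 (XM_002690315.5, chromosome 9, 85670279 to 85859700) rose from 0.228 ± 0.0304 CPM (SD, n = 3) to 1.42 ± 0.631 CPM (SD, n = 3) in the study's animals, with a log2 fold change of 2.64 (standard error 0.43, edgeR adjusted p = 0.00487). With individuals 3 (0.199 CPM) and 4 (0.105 CPM) included, the log2 fold change of SASH1 was 2.84 (edgeR adjusted p = 4.38e-04).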

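Counts of BATF2 (XM_005227105.4, chromosome 29, 43205620 to 43212754) averaged 1.03 ± 0.253 CPM (SD, n = 3) before infection and 12.2 ± 1.76 CPM (SD, n = 3) at 10 dpi, and the log2 fold change was 3.54 (standard error 0.20, edgeR adjusted p = 2.22e-05). The BATF2 values of individuals 3 and 4 were 0.994 and 0.454 CPM, and the log2 fold change over all 8 samples was 3.73 (edgeR adjusted p = 4.19e-06).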

The basic leucine zipper transcription factor 2, ATF-like (BATF-2) gene was upregulated by 11-fold in *B. bovis*-infected animals. BATF, a member of the AP-1 family, forms heterodimers with Jun subunits and inhibits AP-1-mediated transactivation. BATF expression is largely restricted to lymphoid organs and is upregulated in T and NK cells upon stimulation [77]. A previous study linked BATF-2 to the control of *T. cruzi* infection in mice and demonstrated a novel function of BATF-2 as a negative regulator of IL-23 in innate immune cells [78]. IL-23 contributes to *T. cruzi*-specific IL-17 production, and its exacerbated levels have been implicated in chronic tissue inflammation [78]. 

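Expression of DAB2 (NM_001193246.1, chromosome 20, 35004200 to 35064451) went from 1.55 ± 0.667 CPM (SD, n = 3) at 0 dpi to 0.0528 ± 0.0459 CPM (SD, n = 3) at 10 dpi, which gave a log2 fold change of -4.69 (standard error 0.60, edgeR adjusted p = 0.00172). Individual 3 had 0.625 CPM of DAB2 and individual 4 had 0.979 CPM, and with both the log2 fold change was -4.37 (edgeR adjusted p = 0.00109). At 10 dpi DAB2 had 7 reads in the 3 libraries together, against 128 at 0 dpi. Its 4 variants were all called, with log2 fold changes from -4.86 to -4.46.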

The disabled-2 (DAB2) gene was downregulated by 24- to 31.4-fold in infected animals. DAB2 plays a role in signaling pathways involved in cell differentiation, proliferation, migration, tumor suppression and cellular homeostatic mechanisms [79]. It can suppress inflammatory responses, mainly by suppressing TLR signaling in APCs [79]. Three other AP-1 transcription factor subunits—JUN, FOS and FOSB—were downregulated by 2.5- to 17.6-fold in *B. bovis*-infected animals.

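JUN, FOS and FOSB were called lower from the study's samples, and their 0 dpi libraries differed widely. FOS (NM_182786.2, chromosome 10, 86488949 to 86492375) was at 164 ± 57.4 CPM (SD, n = 3) at 0 dpi and 19.4 ± 9.18 CPM (SD, n = 3) at 10 dpi, a log2 fold change of -3.09 (standard error 0.43, edgeR adjusted p = 0.00812). FOS stood at 42.4 CPM in individual 3 and 38.8 CPM in individual 4, and over all 8 samples its log2 fold change was -2.57 (edgeR adjusted p = 0.0406). The call on FOS was lost without animal #1 at 10 dpi (edgeR adjusted p = 0.0560). The FOS adjusted p over the alternatives ranged from 1.54e-08 to 0.0560. FOSB (XM_024978468.1, chromosome 18, 53074343 to 53081311) fell from 54.7 ± 41.4 CPM (SD, n = 3) to 3.26 ± 0.572 CPM (SD, n = 3) in the study's animals, with a log2 fold change of -4.08 (standard error 0.63, edgeR adjusted p = 0.0123). With individuals 3 (7.21 CPM) and 4 (5.94 CPM) included, the log2 fold change of FOSB was -3.45 (edgeR adjusted p = 0.0588). The call on FOSB was lost without animal #1 at 10 dpi (edgeR adjusted p = 0.0857) or animal #2 at 10 dpi (edgeR adjusted p = 0.0598). For FOSB the alternatives gave adjusted p from 1.24e-09 to 0.0857. For FOSB animal #1 at 0 dpi, at 102 CPM, stood apart from the other 4 libraries of that day. Counts of JUN (NM_001077827.1, chromosome 3, 87265962 to 87268009) averaged 58.2 ± 24.5 CPM (SD, n = 3) before infection and 23.2 ± 3.69 CPM (SD, n = 3) at 10 dpi, and the log2 fold change was -1.33 (standard error 0.33, edgeR adjusted p = 0.0308). The JUN values of individuals 3 and 4 were 20.9 and 25.8 CPM, and the log2 fold change over all 8 samples was -0.93 (edgeR adjusted p = 0.187). The call on JUN was lost with no low-count filter (edgeR adjusted p = 0.0848) or without animal #1 at 0 dpi (edgeR adjusted p = 0.0614), animal #2 at 0 dpi (edgeR adjusted p = 0.0916), animal #1 at 10 dpi (edgeR adjusted p = 0.117), animal #2 at 10 dpi (edgeR adjusted p = 0.0928) or animal #3 at 10 dpi (edgeR adjusted p = 0.0876). Adjusted p for JUN ranged from 2.00e-04 to 0.187 over the alternatives. JUN and FOSB were not called over all 8 samples, and for JUN individuals 3 and 4 were within the range of the 10 dpi libraries or next to it.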

Several components of the Jak/Stat pathway, including the inhibitors SOCS and the transcription factor STAT, were also modulated by the infection. Suppressors of cytokine signaling (SOCS) 1, 3 and 6 genes were upregulated 2.5- to 6.4-fold in infected animals. 

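Expression of SOCS3 (XM_005221139.4, chromosome 19, 53839314 to 53842544) went from 13.6 ± 1.64 CPM (SD, n = 3) at 0 dpi to 84.7 ± 11.2 CPM (SD, n = 3) at 10 dpi, which gave a log2 fold change of 2.63 (standard error 0.13, edgeR adjusted p = 2.22e-05). Individual 3 had 9.17 CPM of SOCS3 and individual 4 had 8.70 CPM, and with both the log2 fold change was 2.85 (edgeR adjusted p = 7.31e-06). SOCS6 (XM_024984418.1, chromosome 24, 7016166 to 7048870) was at 2.91 ± 0.321 CPM (SD, n = 3) at 0 dpi and 9.58 ± 2.54 CPM (SD, n = 3) at 10 dpi, a log2 fold change of 1.72 (standard error 0.21, edgeR adjusted p = 0.00144). SOCS6 stood at 2.33 CPM in individual 3 and 1.85 CPM in individual 4, and over all 8 samples its log2 fold change was 1.90 (edgeR adjusted p = 1.44e-04). SOCS1 (XM_002697964.5, chromosome 25, 9912587 to 9914409) rose from 1.35 ± 0.596 CPM (SD, n = 3) to 3.43 ± 0.542 CPM (SD, n = 3) in the study's animals, with a log2 fold change of 1.33 (standard error 0.30, edgeR adjusted p = 0.0143). With individuals 3 (1.22 CPM) and 4 (1.15 CPM) included, the log2 fold change of SOCS1 was 1.41 (edgeR adjusted p = 0.00217). The call on SOCS1 was lost without animal #2 at 0 dpi (edgeR adjusted p = 0.0503) or animal #1 at 10 dpi (edgeR adjusted p = 0.0530). The SOCS1 adjusted p over the alternatives ranged from 8.19e-04 to 0.0530.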

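Counts of STAT3 (NM_001012671.2, chromosome 19, 42417948 to 42491771) averaged 60.5 ± 2.55 CPM (SD, n = 3) before infection and 119 ± 5.86 CPM (SD, n = 3) at 10 dpi, and the log2 fold change was 0.97 (standard error 0.081, edgeR adjusted p = 2.42e-04). The STAT3 values of individuals 3 and 4 were 60.7 and 60.9 CPM, and the log2 fold change over all 8 samples was 0.97 (edgeR adjusted p = 5.38e-06). STAT3 was called without animal #3 at 10 dpi (edgeR adjusted p = 4.26e-04). For STAT3 the alternatives gave adjusted p from 2.91e-20 to 0.00363. STAT3 passed the FDR and fell short of the fold threshold, which 4 of its 5 variants passed (log2 fold changes from 0.97 to 1.05).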

The STAT1 and -3 transcription factor genes were upregulated two- to 2.8-fold in infected animals. STAT1 expression has also been found to be upregulated in animals infected with a virulent strain of *B. bigemina* [15]. The upregulation of expression of the inhibitors SOCS1 and SOCS3 of the Jak/Stat pathway and downregulation of the transcription factors JUN and FOS of the Jnk pathway, may suggest that these pathways are depressed in response to *B. bovis*.

An antimicrobial peptide (AMP) NK-lysin transcript was upregulated by 4.2-fold in infected animals. This AMP is classified as cationic and amphipathic α-helical [80]. 

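NK-lysin transcripts are listed under LOC100300483, and NK-lysin copies could share reads. Expression of NK-lysin (XM_002691364.5, chromosome 11, 49190625 to 49193156) went from 0.330 ± 0.243 CPM (SD, n = 3) at 0 dpi to 1.42 ± 1.10 CPM (SD, n = 3) at 10 dpi, which gave a log2 fold change of 2.07 (standard error 0.90, edgeR adjusted p = 0.140). Individual 3 had 0.625 CPM of NK-lysin and individual 4 had 0.419 CPM, and with both the log2 fold change was 1.77 (edgeR adjusted p = 0.0756). NK-lysin was called by DESeq2 (DESeq2 adjusted p = 0.0324), with the animal as a replicate block (edgeR adjusted p = 0.00653) and without animal #3 at 10 dpi (edgeR adjusted p = 0.00689). Adjusted p for NK-lysin ranged from 0.00653 to 0.396 over the alternatives. The ratio of 10 to 0 dpi within animals #1, #2 and #3 was 3.70, 10.4 and 0.811.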

NK-lysin produced by T and NK cells has been shown to be effective against various microbes, including multidrug-resistant *Salmonella* isolates [80]. 

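Of S100A8, S100A9 and S100A12, which lie close together on chromosome 3, S100A9 did not pass the FDR from the study's samples. S100A8 (XM_024989718.1, chromosome 3, 17085830 to 17086812) was at 21.8 ± 8.07 CPM (SD, n = 3) at 0 dpi and 72.4 ± 15.6 CPM (SD, n = 3) at 10 dpi, a log2 fold change of 1.73 (standard error 0.28, edgeR adjusted p = 0.00725). S100A8 stood at 21.2 CPM in individual 3 and 13.9 CPM in individual 4, and over all 8 samples its log2 fold change was 1.85 (edgeR adjusted p = 9.99e-04). S100A12 (XM_005203612.2, chromosome 3, 17102238 to 17104176) rose from 97.2 ± 38.1 CPM (SD, n = 3) to 246 ± 50.1 CPM (SD, n = 3) in the study's animals, with a log2 fold change of 1.34 (standard error 0.31, edgeR adjusted p = 0.0258). With individuals 3 (115 CPM) and 4 (74.3 CPM) included, the log2 fold change of S100A12 was 1.35 (edgeR adjusted p = 0.00573). The call on S100A12 was lost with no low-count filter (edgeR adjusted p = 0.0635) or without animal #2 at 0 dpi (edgeR adjusted p = 0.0987), animal #1 at 10 dpi (edgeR adjusted p = 0.108), animal #2 at 10 dpi (edgeR adjusted p = 0.0523) or animal #3 at 10 dpi (edgeR adjusted p = 0.0592). The S100A12 adjusted p over the alternatives ranged from 0.00266 to 0.108. Counts of S100A9 (XM_005203728.2, chromosome 3, 17115128 to 17117961) averaged 24.2 ± 14.4 CPM (SD, n = 3) before infection and 88.5 ± 36.0 CPM (SD, n = 3) at 10 dpi, and the log2 fold change was 1.87 (standard error 0.55, edgeR adjusted p = 0.0651). The S100A9 values of individuals 3 and 4 were 24.6 and 15.4 CPM, and the log2 fold change over all 8 samples was 1.98 (edgeR adjusted p = 0.0112). S100A9 was called by DESeq2 (DESeq2 adjusted p = 0.0119), with the animal as a replicate block (edgeR adjusted p = 0.00335) and without animal #3 at 0 dpi (edgeR adjusted p = 0.0253). For S100A9 the alternatives gave adjusted p from 0.00335 to 0.214. With individuals 3 and 4 S100A9 was called.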

S100 calcium-binding protein A8/9/12 transcripts were upregulated 2.5- to 3.8-fold in infected animals. These proteins chelate metallic nutrients, directly inhibiting the growth of pathogens in the host [81].

In malaria blood-stage infection, parasite DNA, RNA and GPI anchors interact with TLR9, TLR7 and TLR2, respectively. Additionally, microparticles released from iRBCs and heme produced during infection can activate TLR4, triggering the MAPK and NF-κB signaling pathways and inducing the production of cytokine and chemokine [82]. *Plasmodium* RNA can activate the MAVS-TBK1-IRF3/IRF7 signaling pathway; however, this activation appears to induce the expression of SOCS1, which negatively regulates TLR7-mediated RNA-induced type I IFN production [83]. In addition, *Plasmodium* hemozoin and uric acid can activate the NLRP3 and NLRP12 inflammasomes, leading to the cleavage of pro-caspase 1 and activation of caspase 1 [84]. In the present study, we identified a modulation of molecules involved in the NF-κB signaling, suggesting that *B. bovis* PAMPs may be recognized by this host pathway, similar to what occurs in malaria. However, based solely on the transcriptional analysis of signaling pathway components, we were unable to confirm or refute the hypothesis that the NF-κB, Jnk, and Jak/Stat pathways are activated during *B. bovis* infection. A more comprehensive understanding of the pathways regulating the protozoan parasite's response is required.

### Immunometabolism

In *B. bovis*-infected animals, transcripts of aconitate decarboxylase 1 (ACOD1), a regulator of immunometabolism in inflammation and infection, were upregulated by 6.4-fold. 

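Expression of ACOD1 (XM_005213873.4, chromosome 12, 52068722 to 52076854) went from 4.16 ± 1.06 CPM (SD, n = 3) at 0 dpi to 26.3 ± 3.67 CPM (SD, n = 3) at 10 dpi, which gave a log2 fold change of 2.67 (standard error 0.19, edgeR adjusted p = 9.10e-05). Individual 3 had 3.10 CPM of ACOD1 and individual 4 had 3.39 CPM, and with both the log2 fold change was 2.80 (edgeR adjusted p = 2.97e-06).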

The upregulation of ACOD1 occurs in activated immune cells in response to pathogen infection, PAMPs, inflammatory cytokines, hormones and damage-associated molecular patterns [85]. The activation of the ACOD1 pathway may limit pathogen infection, but abnormal ACOD1 expression can lead to tumor progression, neurodegenerative disease and immune paralysis [85]. 

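SDC3 (NM_001206531.1, chromosome 2, 122667127 to 122702779) was at 0.705 ± 0.116 CPM (SD, n = 3) at 0 dpi and 3.48 ± 1.16 CPM (SD, n = 3) at 10 dpi, a log2 fold change of 2.28 (standard error 0.30, edgeR adjusted p = 0.00191). SDC3 stood at 0.511 CPM in individual 3 and 0.454 CPM in individual 4, and over all 8 samples its log2 fold change was 2.48 (edgeR adjusted p = 1.26e-04). SDC4 (XM_025001268.1, chromosome 13, 73669855 to 73691255) rose from 0.899 ± 0.112 CPM (SD, n = 3) to 3.49 ± 1.15 CPM (SD, n = 3) in the study's animals, with a log2 fold change of 1.96 (standard error 0.27, edgeR adjusted p = 0.00250). With individuals 3 (1.16 CPM) and 4 (1.22 CPM) included, the log2 fold change of SDC4 was 1.78 (edgeR adjusted p = 4.20e-04).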

Syndecan (SDC) 3 and SDC4 genes were upregulated by 4.9- and fourfold in infected animals. SDCs are proteoglycans that are part of the glycocalyx on the surface of various cell types [86]. SDC is involved in the adhesion, migration, proliferation and cellular differentiation in cell signaling pathways and plays a major role in inflammation by regulating leukocyte extravasation and cytokine function [87, 88]. 

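The SECTM1-like transcripts belong to LOC781977. Counts of SECTM1 (NM_001102326.1, chromosome 19, 50528576 to 50540214) averaged 1.70 ± 0.442 CPM (SD, n = 3) before infection and 9.32 ± 4.53 CPM (SD, n = 3) at 10 dpi, and the log2 fold change was 2.44 (standard error 0.37, edgeR adjusted p = 0.00517). The SECTM1 values of individuals 3 and 4 were 1.22 and 1.08 CPM, and the log2 fold change over all 8 samples was 2.65 (edgeR adjusted p = 2.85e-04). All 8 variants were called, with log2 fold changes from 2.44 to 2.83.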

Eight variants of secreted and transmembrane 1-like (SECTM1) transcript were upregulated by 5.5- to 8.2-fold in *B. bovis*-infected animals. In mice, SECTM1 functions as a ligand for T cells [89], and both soluble and cell surface-anchored SECTM1 have been shown to activate CD4+ and CD8+ T cells [89]. SECTM1 can also act as a T cell costimulator, enhancing IL-2 production and proliferation [89]. 

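Expression of UPP1 (XM_015467946.2, chromosome 4, 7619652 to 7647691) went from 0.381 ± 0.0568 CPM (SD, n = 3) at 0 dpi to 1.75 ± 0.553 CPM (SD, n = 3) at 10 dpi, which gave a log2 fold change of 2.20 (standard error 0.33, edgeR adjusted p = 0.00357). Individual 3 had 0.227 CPM of UPP1 and individual 4 had 0.454 CPM, and with both the log2 fold change was 2.27 (edgeR adjusted p = 4.31e-04). The 7 variants of UPP1 were all called.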

Uridine phosphorylase 1 (UPP-1) genes were upregulated 4.5-fold during *B. bovis* infection. UPP is an enzyme in the pyrimidine pathway, catalyzing the reversible phosphorolysis of uridine to uracil and ribose-1-phosphate (or deoxyribose‐1‐phosphate) [90]. Additionally, the protein tyrosine phosphatase receptor type O (PTPRO) genes were upregulated 4.6-fold in infected animals. 

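PTPRO (XM_005206999.4, chromosome 5, 94339395 to 94599225) was at 0.627 ± 0.192 CPM (SD, n = 3) at 0 dpi and 2.78 ± 0.986 CPM (SD, n = 3) at 10 dpi, a log2 fold change of 2.12 (standard error 0.35, edgeR adjusted p = 0.00474). PTPRO stood at 0.256 CPM in individual 3 and 0.210 CPM in individual 4, and over all 8 samples its log2 fold change was 2.56 (edgeR adjusted p = 0.00132). Its 3 variants were all called.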

PTPRO genes are expressed by hematopoietic cells and may play important roles in many cellular processes such as growth, differentiation, activation and immune responses [91].

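AIF1 (NM_173985.2, chromosome 23, 27685447 to 27687723) rose from 2.83 ± 0.370 CPM (SD, n = 3) to 6.79 ± 1.45 CPM (SD, n = 3) in the study's animals, with a log2 fold change of 1.26 (standard error 0.20, edgeR adjusted p = 0.00403). With individuals 3 (3.12 CPM) and 4 (2.97 CPM) included, the log2 fold change of AIF1 was 1.22 (edgeR adjusted p = 4.46e-04). Animal #1 at 0 dpi, at 2.41 CPM, stood apart below the other 4 libraries of that day for AIF1. Counts of AIF1L (NM_001078079.1, chromosome 11, 101296774 to 101321912) averaged 0.0662 ± 0.0644 CPM (SD, n = 3) before infection and 0.618 ± 0.159 CPM (SD, n = 3) at 10 dpi, and the log2 fold change was 3.07 (standard error 0.60, edgeR adjusted p = 0.00919). The AIF1L values of individuals 3 and 4 were 0.0568 and 0.0699 CPM, and the log2 fold change over all 8 samples was 3.14 (edgeR adjusted p = 0.00108). The AIF1L value at 0 dpi rests on 6 reads in the study's libraries.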

An allograft inflammatory factor 1 (AIF1) and allograft inflammatory factor 1-like (AIF1L) transcripts were upregulated 2.4- to 9-fold in infected animals. AIF1 is a calcium-binding protein produced by lymphocytes, macrophages and monocytes [92], and it also binds to actin filaments. In humans, AIF-1L is involved in inflammation responses triggered by pathogenic infection or tissue injury, and increased AIF1 expression has been linked to several diseases, including endometriosis, breast cancer, atherosclerosis, rheumatoid arthritis and fibrosis (review by [92]).

### Apoptosis

 In this study, we observed a decrease in white blood cells, lymphocytes and neutrophils in the peripheral blood of animals acutely infected with *B. bovis* [26]. In the transcriptome, some molecules associated with apoptosis were identified. Granzyme (GZM) A genes were upregulated 6.4-fold in *B. bovis*-infected animals. 

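Expression of GZMA (NM_001099095.1, chromosome 20, 24009813 to 24018787) went from 4.07 ± 2.20 CPM (SD, n = 3) at 0 dpi to 26.0 ± 18.6 CPM (SD, n = 3) at 10 dpi, which gave a log2 fold change of 2.67 (standard error 0.78, edgeR adjusted p = 0.0665). Individual 3 had 8.24 CPM of GZMA and individual 4 had 7.83 CPM, and with both the log2 fold change was 2.19 (edgeR adjusted p = 0.0313). GZMA was called by DESeq2 (DESeq2 adjusted p = 0.00509), with the animal as a replicate block (edgeR adjusted p = 0.00351) and without animal #3 at 10 dpi (edgeR adjusted p = 0.0105). Adjusted p for GZMA ranged from 0.00351 to 0.204 over the alternatives. The ratio of 10 to 0 dpi within animals #1, #2 and #3 was 10.1, 6.80 and 2.50. The other 11 genes of a list of NK and cytotoxic cells fixed in advance had a median log2 fold change of 0.044, and edgeR called 0 of them, with an unadjusted p under 0.05 for 2, while DESeq2, limma-voom and edgeR with the replicate block each called 1. Over all 8 samples GZMA was called.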

GZMA activates the mitochondrial pathway of programmed cell death, leading to the generation of reactive oxygen species (ROS), which in turn initiates DNA damage in the nucleus [93]. During the attack on target cells, GZMA are released into the target cytosol by cytotoxic T cells and NK, inducing a rapid increase in intracellular ROS. This elevated ROS level is sustained for at least 2 h, ultimately triggering cell death [94]. However, the authors of a previous study reported that there is an increase in the number of parasites during the acute phase of bovine babesiosis in adult animals [26], suggesting that *B. bovis* evades the host’s immune system. Furthermore, we observed that NO expression was not modulated in bovine PBMCs after 10 dpi. Additionally, there are reports in the literature that cytokine IL-12 can induce the expression of GZMA, which, in turn, can induce the production of other pro-inflammatory cytokines such as TNF. 

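The gene of the inducible nitric oxide synthase is NOS2 (XM_024979645.1, chromosome 19, 19388579 to 19431368). It had 0, 2.5 and 2 reads at 0 dpi in animals #1, #2 and #3, 2 and 1 in individuals 3 and 4, and 0 in each library at 10 dpi. Counting 3 reads over the 10 dpi group as the floor, NOS2 was at least 2.61-fold lower in CPM, from so few reads that the low-count filter left it out. The limit takes the 0 dpi reads as exact, and counting error in so few reads could make it smaller. The limit was 2.33-fold over all 8 samples and 1.47-fold without animal #1 at 10 dpi, and without animal #2 or #3 at 0 dpi NOS2 was at or under the floor in both groups. Without the filter it was not called (edgeR adjusted p = 0.122). All 3 variants were left out.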

GZMA can also increase the conversion of pro-IL1β into active mature IL1β, functioning as a regulator of pro-inflammatory responses [95], corroborating the results seen in this study. In addition, the expression of caspase 7 (Casp7) was upregulated threefold in infected animals. 

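BAK1, BBC3 and BAX are the genes of BAK, of the BCL-2-binding component 3 and of BAX. BAK1 (XM_005223241.4, chromosome 23, 7712942 to 7719357) was at 11.7 ± 0.745 CPM (SD, n = 3) at 0 dpi and 30.2 ± 3.96 CPM (SD, n = 3) at 10 dpi, a log2 fold change of 1.37 (standard error 0.12, edgeR adjusted p = 3.53e-04). BAK1 stood at 13.5 CPM in individual 3 and 12.5 CPM in individual 4, and over all 8 samples its log2 fold change was 1.31 (edgeR adjusted p = 2.12e-05). BBC3 (XM_024979181.1, chromosome 18, 54237252 to 54241488) fell from 1.47 ± 0.342 CPM (SD, n = 3) to 0.717 ± 0.0999 CPM (SD, n = 3) in the study's animals, with a log2 fold change of -1.03 (standard error 0.27, edgeR adjusted p = 0.0267). With individuals 3 (0.937 CPM) and 4 (1.57 CPM) included, the log2 fold change of BBC3 was -0.93 (edgeR adjusted p = 0.0236). The call on BBC3 was lost by limma-voom (log2 fold change -0.99) or without animal #1 at 0 dpi (edgeR adjusted p = 0.102), animal #3 at 0 dpi (edgeR adjusted p = 0.0683), animal #1 at 10 dpi (edgeR adjusted p = 0.0616), animal #2 at 10 dpi (edgeR adjusted p = 0.0848) or animal #3 at 10 dpi (edgeR adjusted p = 0.0553). The BBC3 adjusted p over the alternatives ranged from 0.0119 to 0.102. BBC3 fell short of the fold threshold over all 8 samples, and 1 of its 4 variants was called. Counts of BAX (NM_173894.1, chromosome 18, 55530826 to 55534834) averaged 1.77 ± 0.183 CPM (SD, n = 3) before infection and 2.14 ± 0.446 CPM (SD, n = 3) at 10 dpi, and the log2 fold change was 0.27 (standard error 0.22, edgeR adjusted p = 0.398). The BAX values of individuals 3 and 4 were 1.87 and 2.24 CPM, and the log2 fold change over all 8 samples was 0.18 (edgeR adjusted p = 0.492). Table S1 lists TMBIM1 transcripts under the acronym BAX/TMBIM1, and TMBIM1, chosen after this was seen, was called higher. TMBIM1 lies on chromosome 2 and BAX on chromosome 18, so a rise of TMBIM1 is not a rise of BAX. Expression of TMBIM1 (NM_205798.2, chromosome 2, 106302070 to 106319619) went from 10.1 ± 3.40 CPM (SD, n = 3) at 0 dpi to 21.3 ± 4.01 CPM (SD, n = 3) at 10 dpi, which gave a log2 fold change of 1.09 (standard error 0.24, edgeR adjusted p = 0.0167). Individual 3 had 8.21 CPM of TMBIM1 and individual 4 had 8.25 CPM, and with both the log2 fold change was 1.20 (edgeR adjusted p = 0.00212). The call on TMBIM1 was lost without animal #1 at 0 dpi (edgeR adjusted p = 0.0672), animal #2 at 0 dpi (log2 fold change 0.93), animal #1 at 10 dpi (edgeR adjusted p = 0.0573) or animal #2 at 10 dpi (edgeR adjusted p = 0.0525). For TMBIM1 the alternatives gave adjusted p from 3.30e-05 to 0.0672. Animal #3 at 0 dpi, at 13.9 CPM, stood apart from the other 4 libraries of that day for TMBIM1.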

In the intrinsic pathway of apoptosis, BAX and BAK genes were upregulated two- to 2.8-fold, and one BCL-2-binding component 3 was downregulated 3.5-fold in infected animals. These results suggest that the apoptosis pathway (Fig. 9) is possibly active and is responsible for the decrease in cell numbers that Bastos and collaborators observed in these animals [26]. However, further studies are needed to determine whether the upregulation of GZMA, Casp7, BAX and BAK can be involved in apoptosis of white blood cells in *B. bovis*-infected cattle.

**Fig. 9:**
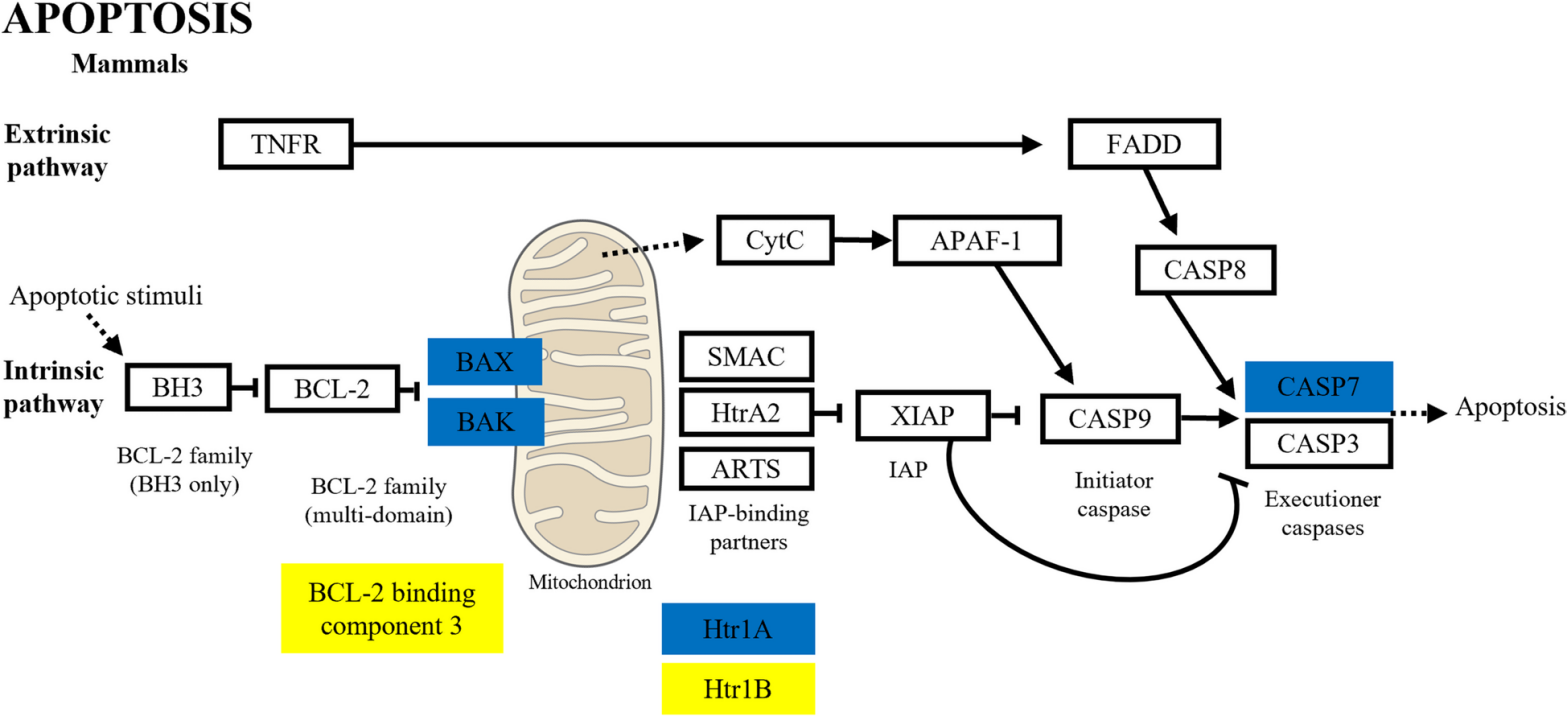
Apoptosis pathway genes, modulated in response to *Babesia bovis* infection or as a result of the acute phase of the disease at 10 days post-infection. The scheme was used from KEGG PATHWAY Database and modified. Upregulated genes are highlighted in blue, downregulated genes are highlighted in yellow and non-modulated genes in black font

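The scheme (Fig. 9) also shows genes printed as Htr1A and Htr1B, of which Table S1 lists HTRA1, a serine peptidase gene, as higher and HTR1B, a serotonin receptor gene, as lower. Neither passed the low-count filter. HTRA1 (NM_001282082.1, chromosome 26, 42285637 to 42343167) had 7, 3.5 and 5.5 reads at 0 dpi in animals #1, #2 and #3, 4 and 1 in individuals 3 and 4, and 154, 5.5 and 10.5 at 10 dpi, and without the filter its log2 fold change was 2.54 (standard error 1.32, edgeR adjusted p = 0.280). HTR1B (XM_024996920.1, chromosome 9, 17088668 to 17091953) had 26, 1 and 7 reads at 0 dpi, 5.5 and 18 in individuals 3 and 4, and 1, 1 and 2 at 10 dpi, and without the filter its log2 fold change was -3.43 (standard error 1.01, edgeR adjusted p = 0.0434). HTR1B was called there and also without animal #2 at 0 dpi, where it passed the filter. DESeq2 called both, with DESeq2 adjusted p = 0.0283 for HTRA1 and 0.0248 for HTR1B.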

### Study limitations

 Although this study generated robust data that enhances our understanding of the acute phase of infection in adult animals, it has some limitations. Notably, the RNA-Seq technique used analyzes global transcriptomic expression from a mixed cell population, which makes it difficult to attribute the identified gene expression patterns to specific cell types. To address this, we plan to use single-cell RNA-Seq in further studies to better characterize cellular heterogeneity. Another limitation of this study is the use of only two timepoints (0 and 10 dpi), which could have contributed to the absence of detectable expression of key cytokines observed in other models of Apicomplexa parasite infection, such as IFNγ and IL-12 [96]. The timepoint of 10 dpi was selected due to the high parasite load and low PCV observed in infected animals in previous study [26]. Earlier timepoints may be valuable for categorizing the profile of cytokines in response to the increasing number of parasites in bovine RBCs. Bastos et al. showed the expression profiles of IL-10, TNF, CXCL10, IFN, IL-6, IL-8 and IL-4 using ELISA in *B. bovis*-infected adult animals, at various timepoints (0, 3, 6 9, and 11 dpi) [26]. However, the transcriptomic profile of these cytokines during the early stages of the acute phase of infection has not yet been described.

## Conclusions

Host immune responses to acute *B. bovis* infection remain poorly characterized, and further research is needed to elucidate the underlying mechanisms of immunity. Immunity to *Babesia* infection involves both innate and adaptative responses, and both are essential for the detection and control of blood-stage parasite replication during acute disease in a naïve host. In contrast, it is primarily antibody-mediated responses that play a key role in maintaining immunity during persistent infection. In bovine babesiosis, it is the timing, type and intensity of inflammatory cytokine responses during early infection that determines whether the disease resolves without complications, progresses to severe illness or results in death. These characteristics may be associated with host age, as older animals are generally more susceptible to fatal outcome from *B. bovis* infection.

In this RNA-Seq analysis, we identified numerous immune-related genes that were modulated in response to *Babesia* infection, including those encoding cytokines and chemokines, components of the complement system, cell signaling pathway molecules and surface receptors potentially involved in PAMP recognition, among others. However, cytokines such as IFN-γ, as well as babesiacidal molecules like NO, which are described in the literature as important for a host’s control of *B. bovis*, were not identified as modulated genes in this transcriptome at the analyzed timepoint. This may indicate that this cytokine is not produced by PBMCs, or that is produced at earlier stages by these cells. Finally, our results indicate a dual host immune response to *B. bovis* infection, with strong innate activation occurring simultaneously with regulatory mechanisms, along with complement activation and apoptosis. 

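Each animal was sampled before and after infection, so the genes named with a direction can be followed within an animal. Of the 82 tested genes stated as upregulated, 82 rose in animal #1, 82 in animal #2 and 81 in animal #3, the exception being NK-lysin. The median ratio of 10 to 0 dpi was 3.70 in animal #1, 3.65 in animal #2 and 2.35 in animal #3. The paper gives the 10 dpi sample of animal #3 the lowest RNA integrity of its samples. Whether the smaller median of animal #3 rests on this stays open. All 28 tested genes counted as downregulated fell in each animal, with median ratios of 0.221, 0.385 and 0.377. They include CACNA1D, which Table S1 lists and which was chosen after its values were seen. Individuals 3 and 4 have no 10 dpi sample and give no ratio. These genes were named by the study from the same samples. The paper proposes that innate activation and regulatory mechanisms occur together.

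**Figure D1:**
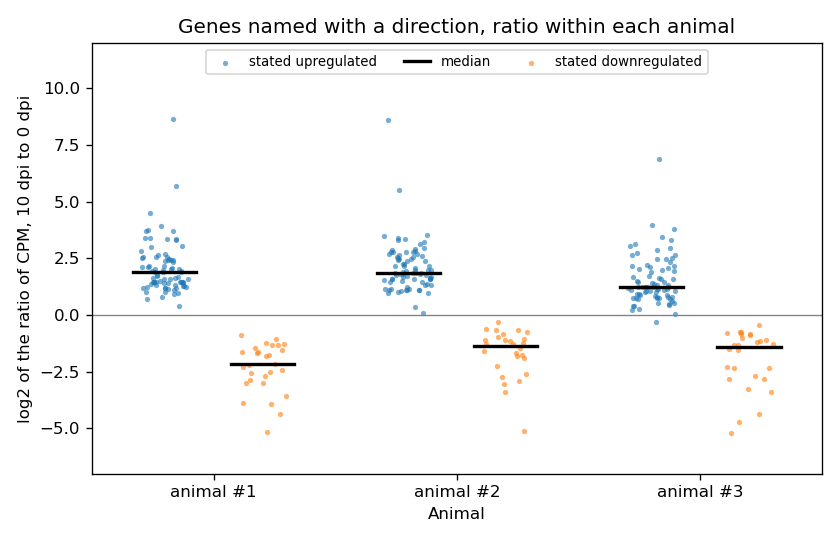
Ratio of CPM at 10 dpi to 0 dpi within animals #1, #2 and #3 on a log2 axis, 1 point per tested gene the study names as upregulated (blue) or downregulated (orange), with black bars at the medians. The median ratio of the upregulated genes is 3.70 in animal #1 and 2.35 in animal #3, and 5 genes lack a point in an animal with 0 CPM.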

The response of PBMCs from adult cattle during the acute phase of the babesiosis at 10 dpi showed upregulation of the pro-inflammatory cytokines IL-1β, TNFα and IL-18. However, this occurred simultaneously with the production of IL-10, an anti-inflammatory cytokine. This mixed regulatory response profile observed in response to *B. bovis* has also been observed during infection with other Apicomplexa parasites, such as *T. gondii* and *Plasmodium* spp. [96]. This ‘Yin-Yang’ or ‘push–pull’ model promotes decreased inflammation and protective immune response, as well as increased protection from immunopathology and pathogen persistence [97]. This balance may result from the pathogen's mechanisms to evade the immune system; however, it ultimately plays crucial role in reducing tissue damage caused by inflammation following infection [97].

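Within animals #1, #2 and #3 in turn the ratio of 10 to 0 dpi was 2.98, 1.07 and 2.10 for IL1B, 1.94, 2.16 and 2.35 for TNF and 4.10, 2.15 and 3.10 for IL18. The rise was smallest in animal #2 for IL1B and IL18 and in animal #1 for TNF.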

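For IL10 the ratio of 10 to 0 dpi was 3.30, 5.20 and 6.31 in animals #1, #2 and #3, from 10.5, 8.5 and 3 reads at 0 dpi and 62, 55 and 28 at 10 dpi.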

A large number of genes primarily associated with the non-immune system were also identified in this RNA-Seq analysis. These genes are potentially involved in cell proliferation, migration, development, energy production, protein–protein interactions, molecular transport and flagella assembly, among others.

Although this study identified the expression of numerous immune- and non-immune-related genes, the specific functions and roles of most of these genes in host recognition and control of *B. bovis*, as well as their association with the clinical manifestations of babesiosis, remain largely undefined. Furthermore, it cannot be assumed that these genes are expressed exclusively in response to *B. bovis* infection. Therefore, further applied experimental research is necessary to validate the roles of the genes identified in this study.

The results found in this transcriptome increase our understanding of the molecular interactions between *Babesia* and the host immune system and may serve as a solid basis for supporting the development of more effective immune control strategies for bovine babesiosis.

## Supplementary Information

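Table S1 gives, for each transcript past the study's thresholds, its identifier, position, a gene acronym and DESeq2's log2 fold change and adjusted p. Its 1766 upregulated transcripts carry 620 distinct acronyms. DESeq2 run on the deposited counts of the study's 6 samples called all 1766, with log2 fold changes that differed by at most 4.99e-06. The sheet of downregulated transcripts was held only in part (979 transcripts), and over these the largest difference was 5.00e-06.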

**Additional file 1: Table S1. **Total number of transcripts, including the upregulated and downregulated differentially expressed transcripts in response to *B. bovis* infection found in this study.

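RT-qPCR measures a transcript by amplifying its cDNA between a pair of short primers, and the primer table gives for each gene the forward and reverse sequence used. The cycle numbers are compared with those of GAPDH in the same sample, so a change in GAPDH itself would enter every ratio. The RT-qPCR measurements are not analysed here.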

**Additional file 2: Table S2. **Primers used in this study for validation of RNA-seq by RT-qPCR.

**Additional file 3: Table S3. **Count of mRNA related, and transcripts associated with non-coding RNAs.

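The counts of annotated transcript types describe the reference annotation. In the deposited file 63631 identifiers are of mRNA, 12662 of non-coding RNA and 2719 are not RefSeq accessions, and 13239 transcripts had no count in any of the 8 samples.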

**Additional file 4: Table S4.** Summary statistics.

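Table S4 gives for each library the read pairs before and after trimming, the alignment rate, the GC content and the aligned tags. The deposited file's header holds the same totals of aligned tags, which for animals #1, #2 and #3 were 29599283.5, 24283389.0 and 21965578.0 at 0 dpi and 39222154.5, 24431013.0 and 29485507.5 at 10 dpi. Those of individuals 3 and 4 lay within this range. Counts summed over all transcripts were 1.04, 1.16 and 1.09 per aligned tag at 0 dpi and 1.39, 1.41 and 1.24 at 10 dpi, with 1.19 and 1.13 for individuals 3 and 4. The ratio can exceed 1 because a read counts for each variant of its gene.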

**Additional file 5: Figure S1. **Heatmap of a subset of rlog normalized counts for each replicate (animal #1, animal #2 and animal #3 for 0 and 10 dpi) was selected based of the bovine non-immune response genes associated with *B. bovis* infection and plotted into a cluster map with rows z-score scaled. Only genes with LFC >1.5 and FDR < 0.05 were included in the analysis. The full names of the abbreviated genes are in Table S1.

**Additional file 6: Figure S2. **Heatmap of a subset of rlog normalized counts for each replicate (animal #1, animal #2 and animal #3 for 0 and 10 dpi) was selected based of the bovine immune response genes associated with *B. bovis* infection and plotted into a cluster map with rows z-score scaled. Only genes with LFC >1.5 and FDR < 0.05 were included in the analysis. The full names of the abbreviated genes are in Table S1.

## Data Availability

The RNA-Seq data for these samples are available in the NCBI Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/), under accession number GSE299675.

## Abbreviations

DC: Dendritic cell
IFN: Interferon
IL: Interleukin
iRBC: Infected red blood cell
NK: Natural killer cell
PAMP: Pathogen-associated molecular pattern
PBMC: Peripheral blood mononuclear cell
PRR: Pathogen recognition receptor
RBC: Red blood cell
RNA-Seq: RNA sequencing
TNF: Tumor necrosis factor

# Supplementary material for: Transcriptome profiling of peripheral blood mononuclear cells from highly susceptible adult cattle infected with a virulent strain of Babesia bovis
**Source:** Parasit Vectors. 2025 Dec 15;18:503. doi: 10.1186/s13071-025-07126-x
**Supplement:** Supplementary file 2 — Additional file 2: Table S2. Primers used in this study for validation of RNA-seq by RT-qPCR.

Table S2. Primers used in this study for validation of RNA-seq by RT-qPCR.

| Gene   | Forward Sequence (5'→ 3') | Reverse Sequence (5'→ 3') | Amplicon Size (bp) | Modulation on <i>Babesia bovis</i> -infected animals by RNA-Seq |
|--------|---------------------------|---------------------------|--------------------|-----------------------------------------------------------------|
| TNIP3  | TGCCCTCATGAACCACAAGA      | TTCAGACTTCCCCAAACGGT      | 124                | Up                                                              |
| ADGRE2 | TTGCCCAACTCAGAACAGCA      | GTGCAGTGACTCATTGTTTCAGG   | 102                | Up                                                              |
| CACNA  | TCCGAAAGAGGCTGGAGAAA      | AGCACCAGGTCCACTTTTGT      | 130                | Down                                                            |
| DAB2   | TCAGGGACAACACAAGCAGA      | CATCGCGGGCAATGAAAGAA      | 128                | Down                                                            |
| ABCC8  | TTCTTGTGCCCAAACCTCTG      | TGATGACAGCCGCTCCAATT      | 106                | Down                                                            |
| GAPDH  | TCTGGCAAAGTGGACATCGT      | TGACTGTGCCGTTGAACTTG      | 109                | -                                                               |

TNIP3: TNFAIP3 interacting protein 3; ADGRE2: adhesion G protein-coupled receptor E2; CACNA: calcium channel, voltage-dependent, alpha 2/delta subunit 1; DAB2: clathrin adaptor protein; ABCC8: ATP binding cassette subfamily C member 8; Reference gene - GAPDH: glyceraldehyde-3-phosphate dehydrogenase

# Supplementary material for: Transcriptome profiling of peripheral blood mononuclear cells from highly susceptible adult cattle infected with a virulent strain of Babesia bovis
**Source:** Parasit Vectors. 2025 Dec 15;18:503. doi: 10.1186/s13071-025-07126-x
**Supplement:** Supplementary file 3 — Additional file 3: Table S3. Count of mRNA related, and transcripts associated with non-coding RNAs.

Table S3: Count of mRNA related, and transcripts associated with non-coding RNAs.

| Annotation                  | Count  |
|-----------------------------|--------|
| mRNA-intron                 | 56,037 |
| mRNA-exon                   | 8,516  |
| lnc_RNA-intron              | 4,398  |
| primary_transcript-promoter | 1,699  |
| mRNA-promoter               | 1,680  |
| tRNA-promoter               | 1,644  |
| lnc_RNA-exon                | 1,234  |
| snRNA-promoter              | 1,002  |
| snoRNA-promoter             | 720    |
| mRNA-TTS                    | 667    |
| transcript-exon             | 303    |
| lnc_RNA-TTS                 | 238    |
| lnc_RNA-promoter            | 225    |
| transcript-intron           | 179    |
| V_gene_segment-exon         | 101    |
| transcript-TTS              | 60     |
| primary_transcript-TTS      | 56     |
| snoRNA-TTS                  | 41     |
| V_gene_segment-intron       | 36     |
| tRNA-TTS                    | 30     |
| snRNA-TTS                   | 29     |
| transcript-promoter         | 28     |
| snoRNA-exon                 | 24     |
| guide_RNA-promoter          | 23     |
| rRNA-promoter               | 13     |
| C_gene_segment-intron       | 11     |
| guide_RNA-exon              | 5      |
| V_gene_segment-TTS          | 4      |
| C_gene_segment-exon         | 3      |
| V_gene_segment-promoter     | 2      |
| telomerase_RNA-exon         | 1      |
| guide_RNA-TTS               | 1      |
| rRNA-exon                   | 1      |
| C_gene_segment-TTS          | 1      |

# Supplementary material for: Transcriptome profiling of peripheral blood mononuclear cells from highly susceptible adult cattle infected with a virulent strain of Babesia bovis
**Source:** Parasit Vectors. 2025 Dec 15;18:503. doi: 10.1186/s13071-025-07126-x
**Supplement:** Supplementary file 4 — Additional file 4: Table S4. Summary statistics.

Table S4. Summary statistics.

| Sample  | Days post infection | Raw Reads  | Trimmed Reads | Alignment Rate (%) | Unique Positions | Total Tags   | Tags Per Position | %GC   |
|---------|---------------------|------------|---------------|--------------------|------------------|--------------|-------------------|-------|
| Calf #1 | 0 dpi               | 32,521,187 | 32,519,922    | 93.45              | 43,986,026       | 29,599,283.5 | 0.245             | 0.447 |
| Calf #2 | 0 dpi               | 26,562,561 | 26,561,496    | 94.28              | 36,222,332       | 24,283,389.0 | 0.239             | 0.443 |
| Calf #3 | 0 dpi               | 23,749,369 | 23,748,739    | 94.63              | 33,904,657       | 21,965,578.0 | 0.211             | 0.437 |
| Calf #1 | 10 dpi              | 43,119,482 | 43,118,205    | 93.43              | 52,481,694       | 39,222,154.5 | 0.327             | 0.445 |
| Calf #2 | 10 dpi              | 26,611,373 | 26,610,685    | 94.71              | 34,947,823       | 24,431,013.0 | 0.266             | 0.454 |
| Calf #3 | 10 dpi              | 32,059,811 | 31,945,126    | 94.16              | 42,399,024       | 29,485,507.5 | 0.27              | 0.443 |

How the deposited data were processed for this re-analysis (not part of the article)

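The study measured RNA of PBMCs from adult Holstein cattle before and 10 days after inoculation with B. bovis, with strand-specific libraries of total RNA depleted of rRNA. The deposited file holds 8 samples, 5 at 0 dpi and 3 at 10 dpi. The study reports 3 animals at each time point, and its Table S4 identifies these by their aligned tags as individuals 1, 2 and 5 of the sample labels. Individuals 3 and 4, sampled at 0 dpi only, are not used by the study, whose text gives no reason, and they enter an alternative with all 8 samples. No sample and no column of counts was left unmapped.

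As deposited, the values are estimated counts of reads per annotated transcript, made by the authors before deposition by trimming the reads with Skewer, aligning them with HISAT2 to the B. taurus assembly and counting them over exons on the sense strand with HOMER without normalization. The deposited file also gives the Length of each transcript, as the authors' annotation has it, which was used only for a test of transcript length and to pick the longest variant. Each mate of a pair adds 0.5, and a read adds to every variant whose exons hold it. Of the 79012 transcripts, 50347 were named by their RefSeq accession and 918 more by Table S1, which gave 23915 genes, and 27747 stayed without a gene name.

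The counts were rounded to whole numbers and analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and tabulated in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The test of 10 against 0 dpi was edgeR's robust quasi-likelihood F test after filterByExpr and TMM normalization, with Benjamini-Hochberg adjustment over the transcripts tested. A transcript was called with an adjusted p under 0.05 and a log2 fold change beyond 1 in either direction. The standard error of a log2 fold change is its absolute value divided by the square root of F. CPM of all samples come from 1 TMM normalization of the 8 libraries, with factors from 0.971 to 1.02. A gene was represented by its variant with the highest mean count, and a separate test took 1 transcript per gene.

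Library sizes, in which a read counts once for each variant that holds it, were 30652584, 28152140 and 23857289 at 0 dpi and 54573573, 34517271 and 36452280 at 10 dpi in animals #1, #2 and #3, and 35019122 and 28378590 in individuals 3 and 4. At these depths 3 counts over a group of 3 libraries stand for 0.0363 CPM at 0 dpi and 0.0239 CPM at 10 dpi, and this floor and the intervals cover counting error only. A gene with 0 counts at 10 dpi was set against a floor of 3 counts over the group, and a gene with 1 to 3 counts in a group was given its ratio of counts with a 95% interval from counting alone. Limits against the floor take the counts at 0 dpi as exact. With 3 samples against 3 an exact permutation test gives no p under 0.1, so only adjusted p of the named tools are given for genes.

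The sample labels number the animals, and the pairing was checked on the data. After the mean of each time point was removed, the correlation across 48862 transcripts between the 0 and 10 dpi libraries was 0.339 to 0.465 within an animal and -0.298 to -0.0821 between animals. The study pairs the animals in the t test of its RT-qPCR and names no block for the sequencing, so the animal was taken as a replicate block only in an alternative. On simulated counts with 200 transcripts changed by a log2 fold change of 2, the main test recovered 91% with 21 false calls, and the block 92% with 36. These counts were simulated without an effect of the animal, so they cannot decide between the main test and the block.

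The main tests, the thresholds, the 15 lists of marker genes, the rule for the genes named and the alternatives were set before the data were examined, although the fold changes of Table S1 had been seen in the paper. Named are the genes to which the study's results and discussion give a direction, IFNG, IL12A, IL12B and NOS2, the members of the marker lists, and the 5 genes in each direction that changed most without overlap between the time points. The 4 STEAP genes, TMBIM1, CACNA1D and the gene with the symbol LBP were chosen after their values were seen. The lists are markers of T cells, B cells, plasma cells, NK and cytotoxic cells, monocytes, neutrophils, erythroid cells, platelets, dendritic cells and stromal cells, and genes of proliferation, of the type I interferon and interferon gamma responses, of the immediate early response and of the heme and oxidative stress response. They were tested with camera at an inter-gene correlation of 0.01 and with fry as the alternative.

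The alternatives were DESeq2's Wald test, RLE normalization, no low-count filter, a stricter filter, all 8 samples, the replicate block, limma-voom, glmTreat, a threshold of 1.5, variants with identical counts taken once, the longest variant of a gene, and each sample left out in turn. Each split of the samples into groups of the same sizes was also tested, and the count of splits for single lists was chosen after the data were seen. The replicate numbers of the left-out samples are those of the sample labels, given as the study's animals in the text. RT-qPCR, blood counts and temperatures, the Gene Ontology and pathway databases and the sequence reads were not used here. The values of some genes that the rule names are not reported here. Reads could not be assigned between near-identical gene copies from the deposited counts, and the genes concerned are named with that limit.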

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

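The comparison of the 5 libraries at 0 dpi was set in advance, while the genes STEAP2 and TMBIM1 and the reading of which libraries recur were chosen only after the values were seen. In 126 groups of the 5 libraries at 0 dpi, the gap between the most extreme library and its nearest neighbour, as a share of the whole range, exceeded 0.71 in 13, where chance gives about 1 in 20. The study's 3 libraries and individuals 3 and 4 both supply extremes.

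Animal #3 was the highest at 0 dpi in the median of the monocyte list, with a gap share of 0.711 (0.55 against -0.046 log2 in the nearest). It was also the highest for 2 genes, with shares of 0.805 for CD163 (16.1 against 9.82 CPM in the nearest) and 0.802 for TMBIM1 (13.9 against 8.77 CPM in the nearest). Without this library CD163 had a log2 fold change of 2.98 in place of 2.61 and was called, and TMBIM1 had 1.39 in place of 1.09 and was called. The call on TMBIM1 was lost without animal #1 at 0 dpi (edgeR adjusted p = 0.0672), animal #2 at 0 dpi (log2 fold change 0.93), animal #1 at 10 dpi (edgeR adjusted p = 0.0573) or animal #2 at 10 dpi (edgeR adjusted p = 0.0525). Adjusted p for TMBIM1 ranged from 3.30e-05 to 0.0672 over the alternatives. Animal #2 was the highest in the median of the type I interferon list, with a share of 0.790 (0.45 against -0.076 log2), and the lowest for C1QA, with 0.754 (2.49 against 5.30 CPM in the nearest). Without it C1QA had a log2 fold change of -1.36 and was not called. C1QA was called by DESeq2 (DESeq2 adjusted p = 0.0457), with the animal as a replicate block (edgeR adjusted p = 0.0462) and without animal #3 at 10 dpi (edgeR adjusted p = 0.0448). The C1QA adjusted p over the alternatives ranged from 0.0448 to 0.315. Over all 8 samples it was called (edgeR adjusted p = 0.0477). The 2 lists passed the threshold without these libraries too.

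Animal #1 was the highest at 0 dpi for 3 genes, with shares of 0.815 for LRRC71 (1.06 against 0.596 CPM in the nearest), 0.725 for FOSB (102 against 32.5 CPM in the nearest) and 0.852 for TCF7L2 (8.26 against 5.08 CPM in the nearest), and the lowest for AIF1, with 0.752 (2.41 against 2.95 CPM in the nearest). Without this library FOSB, TCF7L2 and AIF1 were called, with log2 fold changes of -3.24, 1.91 and 1.17. The call on LRRC71 was lost without animal #1 at 0 dpi (edgeR adjusted p = 0.0688) or animal #1 at 10 dpi (edgeR adjusted p = 0.0667). For LRRC71 the alternatives gave adjusted p from 0.00511 to 0.0688. The call on FOSB was lost without animal #1 at 10 dpi (edgeR adjusted p = 0.0857) or animal #2 at 10 dpi (edgeR adjusted p = 0.0598). Adjusted p for FOSB ranged from 1.24e-09 to 0.0857 over the alternatives. FOSB was also not called over all 8 samples (edgeR adjusted p = 0.0588).

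Individual 4 was the highest for IL23R and CCL3, with shares of 0.780 for IL23R (2.06 against 1.06 CPM in the nearest) and 0.793 for CCL3 (0.559 against 0.161 CPM in the nearest), and individual 3 the highest for IL7 and the lowest for STEAP2, with 0.767 for IL7 (1.36 against 0.737 CPM in the nearest) and 0.845 for STEAP2 (1.16 against 2.03 CPM in the nearest). The study's samples do not hold these 2 individuals. IL23R, IL7 and STEAP2 were called with and without them, and CCL3, which did not pass the low-count filter in the study's samples, was not called over all 8. Without animal #3 at 10 dpi edgeR called CCL3 (edgeR adjusted p = 7.57e-04, over its alternatives 7.57e-04 to 0.225).

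The aligned tags of the 5 libraries at 0 dpi gave a gap share of 0.304 and the counts per tag 0.320, short of the value that chance passes in 1 of 20 groups, so depth set no library apart. RNA integrity was weighed as a technical explanation, since it rose in animals #1 and #2 and fell in animal #3 between the time points. Of 1316 genes called from animals #1 and #2 alone, 92.4% moved the same way in animal #3, with a median log2 difference of 0.78 in the higher and -0.75 in the lower genes, which argues against integrity as the cause of these changes. The medians in animals #1 and #2 were 1.41 and -1.53, so a part of their size stays open. Differences between individual animals before infection were not tested as a biological explanation, and a difference between library batches was not tested, because no batch is given.

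DGAT2 and APOBEC3Z1 appear as labels in the study's heatmaps and are not discussed in its text. Their log2 fold changes were 5.14 and 5.10, and with each library left out in turn the ranges were 4.93 to 5.31 and 4.57 to 7.25. All 8 samples gave 5.53 and 3.83, and limma-voom 5.09 and 4.38. The value of APOBEC3Z1 depends on the prior count, because the study's 0 dpi libraries hold 1 read of it, and reads shared with other APOBEC3 copies were not tested. These 2 genes were called in every setting with a left-out library. No biological explanation of these genes was tested beyond the time point.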

How the results depend on the processing

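The alternatives in this part were planned. Its tallies of the named genes include 7 genes that were chosen only after the result was seen, the 4 STEAP genes, TMBIM1, CACNA1D and the gene with the symbol LBP, of which 6 were called. The count of differential transcripts, 3281 in all with 1697 higher and 1584 lower, moved most with the fold threshold. glmTreat called 330, 310 higher and 20 lower, with 93.9% higher against 51.7%, and a log2 fold change above 1.5 called 1274, 735 higher and 539 lower. The other settings on all 6 samples moved these counts by less than 1.5 times, with 1766 higher and 1508 lower by DESeq2, 1680 higher and 1610 lower with RLE normalization, 1761 higher and 1685 lower with no low-count filter, 1449 higher and 1066 lower with the stricter filter, 1862 higher and 2139 lower with the replicate block, 1667 higher and 1706 lower by limma-voom and 1649 higher and 1510 lower with identical counts taken once. With all 8 samples 1797 higher and 1561 lower were called. The causes of these moves were not tested, apart from the fold that glmTreat and the higher threshold ask for.

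Leaving out 1 library gave 2063 to 4488 differential transcripts in all, 1277 to 2199 higher and 786 to 2289 lower. The lowest totals were without animal #1 at 10 dpi (1277 higher and 786 lower, 61.9% higher), without animal #1 at 0 dpi (1368 higher and 821 lower, 62.5% higher) and without animal #2 at 10 dpi (1401 higher and 841 lower, 62.5% higher), and the highest without animal #3 at 10 dpi (2199 higher and 2289 lower). The paper gives the 10 dpi sample of animal #3 the lowest RNA integrity of its samples.

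Counted by gene, 974 were called, and leaving out 1 library gave 617 to 1261 in all and 267 to 641 lower genes, where the lower genes were 291 without animal #1 at 0 dpi, 267 without animal #1 at 10 dpi and 324 without animal #2 at 10 dpi. The other settings gave 970 (longest variant) to 1130 (replicate block). The stricter filter tested 12483 genes, more than the 12274 of the usual filter, and 43013 transcripts, fewer than 48862. The median log2 fold change of all genes stayed within 0.1 of 0 under each setting that was run on genes.

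Of 141 named genes 127 were tested and 111 called, and 74 of these were called under every alternative that tested them, glmTreat aside. The genes not tested with the 6 samples were compared with their values with no low-count filter. With 1 library left out the calls lost, counted over genes and libraries, were 106 and those gained 20. DESeq2 gained 12 calls and lost none among the genes to which it gave an adjusted p, which leave out CACNA2D1, called with no low-count filter (edgeR adjusted p = 0.00793). The replicate block gained 8 (CD1A, CD59, CDH20, C1QA, NK-lysin, S100A9, GZMA and IL18RAP) and changed no other call, all 8 samples gained 6 and lost 7, limma-voom gained 1 and lost 6, and no low-count filter lost 8. Of the 120 genes counted with a direction in the paper, CACNA1D among them, 10 did not pass the low-count filter.

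The sign was kept by 140 of these genes. The exception was IL12B, not called in any setting, with a log2 fold change of 0.0096 that became -0.064 by DESeq2, -0.22 with the replicate block and -0.65 by limma-voom, and that ranged from -1.79 without animal #1 at 10 dpi to 0.46 without animal #2 at 10 dpi, and was -0.20 without animal #2 at 0 dpi. Of IFNG, IL12A, IL12B and NOS2, edgeR called 0 with the 6 samples, where IL12B alone passed the low-count filter and 0 had an unadjusted p under 0.05. DESeq2 gave no adjusted p to IL12A and NOS2 and called neither IFNG nor IL12B. Of these genes limma-voom tested IL12B alone and did not call it. With 1 library left out IL12A and NOS2 were not tested. There edgeR called 0 to 1, the 1 being IFNG without animal #3 at 10 dpi (edgeR adjusted p = 0.0431, over its alternatives 0.0431 to 0.349).

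The lists past the threshold by camera were those of monocytes, proliferation, the 2 interferon responses, immediate early genes and the heme response, 6 in number. They all held with the replicate block, with all 8 samples and with each library left out. Under fry the proliferation list (fry adjusted p = 0.215) and the heme list (fry adjusted p = 0.0639) were lost and the erythroid list gained (fry adjusted p = 0.0287), on 1 tested gene. The B cell list was gained with all 8 samples (camera adjusted p = 0.0354). With 1 library left out 7 gains were made, by the B cell, platelet and stromal lists. In the scaling plot the smallest distance between libraries of different time points was 1.13 times the largest within a time point, and 1.08 to 1.16 times with fewer transcripts, 1 transcript per gene or all 8 samples.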

Differences from the paper's values

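No test in this part was chosen after the result was seen, apart from the looks at TMBIM1 and at CACNA1D, which is counted among the genes with a direction. Of 62 values that the paper states, 3 differed, by more than 1.5 times. A gap of up to 1.5 times was not counted as a difference, so the other values need not be equal. The paper's highest fold change of a downregulated transcript is 429.6, and the value here is 29.6. The first is a fit of COL3A1, which has no read at 10 dpi, and the second is of another transcript. This difference therefore says nothing about the change of either transcript. In 3 of the alternatives set before the data were examined, DESeq2, no low-count filter and without animal #2 at 0 dpi, the called transcript with the largest fitted fold has no read at 10 dpi. Against the floor these transcripts were at least 83.0-fold, 8.15-fold and 160.3-fold lower, and only the first is COL3A1. A lower limit under the paper's value is open to any larger fold, so these limits neither match that value nor differ from it. The fitted folds of these transcripts were 429.6, which is the paper's value and is of COL3A1, 55.7 and, for COL1A1, 1093, and these are no bounds. The other alternatives differed, with 23.4 to 63.3 with RLE normalization, the stricter filter, all 8 samples, the replicate block, the animals with both time points, limma-voom and each other library left out. COL3A1 did not pass the low-count filter, so the value of 29.6 is of another transcript, with 48 reads at 0 dpi and 2 at 10 dpi, a ratio of 36.5 (95% counting interval 9.56 to 309.6) relative to all counts.

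The paper's highest fold change of FCGR1A and FCGR3A is 20, and the value here, that of the FCGR3A variant that changed most because FCGR1A did not pass the low-count filter, is 3.28. DESeq2 (20.6), no low-count filter (18.9) and the left-out libraries of animals #1 (17.9) and #3 (13.6) at 0 dpi and #3 at 10 dpi (23.9) test FCGR1A and did not differ from the paper's value. Without animal #2 at 0 dpi FCGR1A was also tested and differed, with 34.5. All the other settings, RLE normalization, the stricter filter, all 8 samples, the replicate block, the animals with both time points, limma-voom and the left-out libraries of animals #1 and #2 at 10 dpi, did, with 3.14 to 3.42. The paper gives BBC3 a 3.5-fold decrease, and the value here is 2.04-fold. It differed under every alternative in which the gene was called, DESeq2, RLE normalization, no low-count filter, the stricter filter, the replicate block, the animals with both time points and without animal #2 at 0 dpi, which gave 2.01 to 2.29, and no setting run reached the paper's value.

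The fold change of CCL3 has no value over the study's 6 samples with the low-count filter. It is given here from the alternative with no low-count filter, 10.3, and was 10.5 by DESeq2.

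Of the 120 genes to which the paper gives a direction, 96 were called in it, and of the 110 tested none had the opposite sign. The paper states a change for the following genes, which were not called here, CD1A (-1.55), CD59 (-1.10), CDH20 (2.08), C1QA (-1.08), IL1B (1.10), STAT3 (0.97), NK-lysin (2.07), S100A9 (1.87), GZMA (2.67), BAX (0.27), E2F2 (0.84), CCR8 (-0.96), IL18RAP (1.35) and CSF2RB (0.97), with the log2 fold change in brackets. DESeq2 called CD1A, CD59, CDH20, C1QA, IL1B, NK-lysin, S100A9, GZMA and IL18RAP, and the replicate block called the same genes apart from IL1B. All 8 samples called CDH20, C1QA, IL1B, S100A9, GZMA and CSF2RB, and limma-voom called CSF2RB.

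Without animal #3 at 10 dpi edgeR called CD59, CDH20, C1QA, STAT3, NK-lysin, GZMA and IL18RAP, without animal #2 at 0 dpi CD1A and CCR8, without animal #3 at 0 dpi S100A9, CSF2RB and CCR8, without animal #2 at 10 dpi IL1B and CSF2RB and without animal #1 at 0 dpi CSF2RB. STAT3, E2F2, CSF2RB and CCR8 had another variant that was called, 4 of 5 in the case of STAT3. E2F2 by its main variant and BAX were called under no setting run, and TMBIM1, which Table S1 lists as BAX/TMBIM1, was called higher. TMBIM1 is another gene than BAX, and its rise is no evidence of a rise of BAX.

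FCGR1A, VCAM1, CCL3, CACNA2D1, ABCC8, CCRL2, IL17RE, HTRA1, HTR1B and COL3A1 are also listed as changed by the paper and did not pass the low-count filter. Their counts at 0 and 10 dpi, summed over the 3 libraries, were 3 and 95, 3 and 55, 9 and 146, 21 and 2, 28 and 2, 4 and 48, 13 and 28, 17 and 171, 34 and 4 and, for COL3A1, 170 and 0, in the same order. DESeq2 called these apart from CACNA2D1 and IL17RE, and with no low-count filter edgeR called FCGR1A, VCAM1, CACNA2D1, ABCC8, CCRL2 and HTR1B. With a library left out, edgeR called FCGR1A and VCAM1 without animal #1, #2 or #3 at 0 dpi, FCGR1A and CCL3 without animal #3 at 10 dpi, VCAM1 without animal #1 at 10 dpi, HTR1B and COL3A1 without animal #2 at 0 dpi and ABCC8 without animal #3 at 0 dpi, and all 8 samples called ABCC8. IL17RE was called under no setting run. The paper states no modulation of IFN-γ, and IFNG was called higher without animal #3 at 10 dpi, with a log2 fold change of 1.94 (edgeR adjusted p = 0.0431, over its alternatives 0.0431 to 0.349).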

Other observations

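The tests of the immediate early, monocyte and cytotoxic genes, the counts of splits for single lists and the look at CACNA1D were chosen only after the result was seen. With the study's 3 and 3 samples, 1 of 10 splits, the real one, gave as many called transcripts, and 1 as many called genes, and 10 splits are too few to exclude chance. With all 8 samples 1 of 56 splits, again the real one, gave as many transcripts (3358 called, the largest other 29) and 1 as many genes (992, the largest other 7). The animals are paired, and 8 of the 56 splits part all 3 pairs, of which the real one alone gave as many transcripts and genes. These 8 are too few to exclude chance, so for both counts chance is excluded only against splits that ignore the pairing. Infection and the date of sampling coincide in this design, so an effect of the date stays open and was not tested.

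The lists of marker genes, fixed in advance, had these median log2 fold changes in the study's samples. Past the threshold were monocytes 0.90 (mean 0.93, 10 of 12 higher, camera adjusted p = 3.86e-04), proliferation 0.59 (mean 0.61, 16 of 17 higher, camera adjusted p = 0.00234), type I interferon response 0.85 (mean 1.06, 15 of 15 higher, camera adjusted p = 1.12e-06) and interferon gamma response 1.30 (mean 1.21, 12 of 13 higher, camera adjusted p = 1.12e-06), and also immediate early genes -0.81 (mean -1.32, 2 of 16 higher, camera adjusted p = 1.83e-04) and heme and oxidative stress response 0.62 (mean 0.66, 8 of 8 higher, camera adjusted p = 0.00579). Not past it were T cells -0.18 (mean -0.14, 4 of 14 higher, camera adjusted p = 0.257), B cells -0.18 (mean -0.28, 0 of 11 higher, camera adjusted p = 0.0844), plasma cells -0.30 (mean -0.094, 3 of 7 higher, camera adjusted p = 0.988), NK and cytotoxic cells -0.059 (mean -0.036, 5 of 12 higher, camera adjusted p = 0.551) and neutrophils -0.33 (mean -0.062, 1 of 5 higher, camera adjusted p = 0.988). Nor were erythroid cells -2.66 (mean -2.66, 0 of 1 higher, camera adjusted p = 0.121), platelets -0.37 (mean -0.22, 2 of 8 higher, camera adjusted p = 0.245), dendritic cells -0.56 (mean -0.38, 2 of 7 higher, camera adjusted p = 0.424) and stromal cells -1.11 (mean -0.87, 1 of 4 higher, camera adjusted p = 0.123). For plasma cells and neutrophils the median and mean were below 0 while camera's direction was up. Of the list genes the study itself names 5 of the interferon gamma list, 4 of the immediate early list, 2 of the monocyte list and 1 each of the type I interferon, NK and cytotoxic, neutrophil and stromal lists, which it chose on these samples. In the neutrophil list the most abundant gene, S100A12, went from 97.2 CPM in the study's 0 dpi libraries (115 and 74.3 in individuals 3 and 4) to 246 CPM at 10 dpi, against the list's median. No list shares a gene with another. With 1 library left out, the B cell list passed the threshold without animal #1 at 0 dpi (camera adjusted p = 0.0327) and animal #3 at 10 dpi (0.00661), over its alternatives 0.00661 to 0.347. The platelet list did without animal #1 at 10 dpi (0.0332), over its alternatives 0.0332 to 0.498, and the stromal list without animal #2 at 0 dpi (7.69e-06) and without animal #1 (0.0247), #2 (0.0377) or #3 (0.0316) at 10 dpi, over its alternatives 7.69e-06 to 0.245.

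Lists as a whole passed the threshold in as large a number in 5 of 10 splits of the study's samples (real 6, largest other 9) and in 10 of 56 splits of all 8 (real 7, largest other 9). Of the splits that part all 3 pairs of libraries of an animal, 2 of 4 and 3 of 8 gave as large a number. Chance is therefore not excluded for the number of lists. By list, the splits of all 8 samples with as small a camera p were 1 for the interferon gamma response (permutation p = 0.0179, the smallest they can give, adjusted over the lists 0.268), 6 for monocytes, 7 for the type I interferon response, 11 for the heme response, 27 for immediate early genes and 33 for proliferation. With 56 splits, 1 list at the smallest p cannot pass after adjustment over 15 lists, so this adjustment settles nothing about the interferon gamma list.

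Monocyte genes were higher at 10 dpi, with LYZ the most abundant at 458 CPM in the study's 0 dpi libraries, 422 and 323 CPM in individuals 3 and 4 and 661 CPM at 10 dpi. A larger share of monocytes would move the genes alike, and 4 of 12 lay more than 2 standard errors from their median, 0.99 in the test of all transcripts (range -0.23 to 2.61), which argues against a larger share as the whole cause. A smaller share of lymphocytes would raise the markers of each other cell type alike. The platelet list had a median of -0.37, and the 15 platelet and dendritic cell genes together had -0.27 (permutation p of the difference from the monocyte genes 3.00e-04, two-sided, across genes). That p takes genes as independent and does not measure the spread between animals. Of these 15 genes 0 were called higher by edgeR, DESeq2, limma-voom or with the replicate block, and 2 had an unadjusted edgeR p under 0.05 and were higher. Platelets and dendritic cells could themselves have changed in number, so their genes cannot exclude a smaller share of lymphocytes. The paper reports fewer lymphocytes in the blood of the infected animals. A larger share of monocytes together with a change in their expression stays open, and is not tested here.

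The immediate early genes were lower at 10 dpi. FOS, the most abundant, went from 164 CPM in the study's 0 dpi libraries to 19.4 CPM at 10 dpi and was at 42.4 and 38.8 CPM in individuals 3 and 4. Relative to the mean of the 0 dpi libraries, the list's median log2 difference at 0 dpi was 0.61 in animal #1, 0.57 in animal #2, -0.038 in animal #3, -0.81 in individual 3 and -0.61 in individual 4, and at 10 dpi it was -0.62, -0.51 and -0.92 in animals #1, #2 and #3. A difference between the libraries taken before infection is a candidate explanation, since 2 of 5 libraries at 0 dpi, those of individuals 3 and 4, were within the range at 10 dpi. Handling of the cells before the RNA was stabilised could give the range of 1.42 over the 5 libraries at 0 dpi, and cannot be told apart from infection, because no record of handling is given.

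COL3A1, with no read at 10 dpi, had 113.5, 1 and 54.5 reads at 0 dpi in animals #1, #2 and #3 and 2.5 and 1 in individuals 3 and 4. Stromal cells in the libraries of animals #1 and #3 are a candidate explanation, since 7 of 9 other stromal genes were highest in the same pair (binomial p = 3.00e-06, one-sided, against 10% for a random pair, taking genes as independent). COL5A1 and PDGFRA were not. The study picked COL3A1 from the list and none of the others. The most abundant gene of the list was FN1, at 7.09 CPM in the study's 0 dpi libraries, 3.95 and 3.95 CPM in individuals 3 and 4 and 3.13 CPM at 10 dpi. A change of COL3A1 with infection stays open.

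GZMA was higher at 10 dpi without being called. A larger share of NK and cytotoxic cells would raise the list's other genes alike, and their median log2 fold change was 0.044 (range -1.12 to 0.97), which argues against such a share as the whole cause of its log2 fold change of 2.67. The most abundant gene of the list, TBX21, was at 20.9 CPM in the study's 0 dpi libraries, 35.4 and 22.5 CPM in individuals 3 and 4 and 23.8 CPM at 10 dpi, and GZMA is the 1 gene of the list that the study names. A change in the expression of GZMA itself stays open. GZMA was called by DESeq2 (DESeq2 adjusted p = 0.00509), with the animal as a replicate block (edgeR adjusted p = 0.00351) and without animal #3 at 10 dpi (edgeR adjusted p = 0.0105). The GZMA adjusted p over the alternatives ranged from 0.00351 to 0.204.

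Each of the 12274 genes tested had a length, and the log2 fold change fell with it (Spearman rho -0.192). With a moving median along length, which ran from -0.55 to 0.30, subtracted, 872 of 974 called genes (89.5%) kept their direction and a log2 fold change past 1, which argues against length as the cause of most calls.

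The counts per aligned tag were higher at 10 dpi than at 0 dpi by a ratio of 1.23 in the study's samples and 1.20 in all 8. If the counting of a read for each variant were the reason, 1 transcript per gene would remove it, and the ratio was then 1.32 (all 8, 1.29). A larger share of reads on annotated exons stays open and was not tested.

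For the genes measured by RT-qPCR in the study, the sequencing gave these values. TNIP3 (XM_024977811.1, chromosome 17, 68139821 to 68183657) had 2 reads in the study's 0 dpi libraries, 3 and 1.5 in individuals 3 and 4 and 112 at 10 dpi, a ratio of 36.9 (95% counting interval 9.97 to 308) relative to all counts. ADGRE2 had 1 read at 0 dpi, 0.5 and 0 in individuals 3 and 4 and 61 at 10 dpi, a ratio of 40.2 (95% counting interval 6.94 to 1612). DAB2 had 128 reads at 0 dpi, 21.5 and 28 in individuals 3 and 4 and 7 at 10 dpi, with a log2 fold change of -4.69 (edgeR adjusted p = 0.00172). CACNA2D1 (NM_001205987.1, chromosome 4, 38153700 to 38673177) had 9, 8 and 3.5 reads at 0 dpi, 9 and 13 in individuals 3 and 4 and 1, 1 and 0 at 10 dpi, a ratio of 0.0627 (95% counting interval 0.00713 to 0.257), and ABCC8 (NM_001205610.2, chromosome 15, 35030455 to 35109471) had 8.5, 14 and 5, 11.5 and 11 and 0, 0 and 1.5, a ratio of 0.0470 (95% counting interval 0.00543 to 0.187). CACNA2D1 is the gene the study's legend describes, and Table S1 also lists a calcium channel gene CACNA1D. CACNA1D (XM_010817674.2, chromosome 22, 47161951 to 47508934) was at 1.59 ± 0.324 CPM (SD, n = 3) at 0 dpi and 0.398 ± 0.210 CPM (SD, n = 3) at 10 dpi, a log2 fold change of -2.0 (standard error 0.37, edgeR adjusted p = 0.00740). CACNA1D stood at 0.937 CPM in individual 3 and 1.15 CPM in individual 4, and over all 8 samples its log2 fold change was -1.78 (edgeR adjusted p = 0.00510). GAPDH, the study's reference gene for RT-qPCR, passed the FDR and was short of the fold threshold. GAPDH (NM_001034034.2, chromosome 5, 103870384 to 103874667) rose from 90.4 ± 14.9 CPM (SD, n = 3) to 177 ± 18.8 CPM (SD, n = 3) in the study's animals, with a log2 fold change of 0.97 (standard error 0.13, edgeR adjusted p = 0.00201). With individuals 3 (113 CPM) and 4 (90.8 CPM) included, the log2 fold change of GAPDH was 0.90 (edgeR adjusted p = 6.14e-04). GAPDH was called without animal #3 at 0 dpi (edgeR adjusted p = 0.00198) and animal #3 at 10 dpi (edgeR adjusted p = 0.00224). For GAPDH the alternatives gave adjusted p from 3.69e-10 to 0.0157.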
